# Predicting Macrophage Spatial Localization from Single‐Cell Transcriptomes to Uncover Disease Mechanisms

**DOI:** 10.1002/advs.202410924

**Published:** 2026-02-28

**Authors:** Junping Yin, Qi Mei, Hans‐Joachim Paust, Ning Song, Yu Zhao, Daniela Klaus, Melanie Eichler, Yijun Hua, Jie Qin, Weiting Cheng, Christina K. Weisheit, Veronika Lukacs‐Kornek, Isis Ludwig‐Portugall, Sibylle von Vietinghoff, Christian F. Krebs, Johanna Klughammer, Ulf Panzer, Christian Kurts, Jian Li

**Keywords:** inflammation, kidney disease, macrophages, microglia, spatial immunology

## Abstract

When cells are isolated for single‐cell RNA sequencing (scRNA‐seq), their positional information is inevitably lost. Here, an algorithm termed MERLIN is described that can reconstruct such information in organs with compartmentalized anatomy, such as the kidney. Several independent immune cell scRNA‐seq datasets from three renal compartments were generated to train different machine learning algorithms. A modified multi‐layer Perceptron approach most accurately predicted positions of resident macrophages, best, achieving over 75% accuracy in both murine and human kidney datasets. More motile immune cells, like lymphocytes, were not predictable. Positional transcriptomic fingerprints were enriched in pathways of microenvironmental responses and cellular adaptation, and showed a sex bias. MERLIN also predicted positions of resident and recently recruited macrophages in a crescentic glomerulonephritis mouse model. Analysis of published scRNA‐seq datasets from endotoxin‐ and ischemia/reperfusion‐induced models of acute kidney injury revealed proinflammatory responses predominantly in outer medullary macrophages, consistent with the known pathology. Moreover, the response of cortical macrophages to commonly used therapies for diabetic nephropathy aligned with the known clinical drug efficacy. Finally, MERLIN was successfully trained to predict the spatial distribution of brain microglia. Together, MERLIN enables spatial interpretation of scRNA‐seq datasets in organs with defined anatomical regions and enhances mechanistic insights into disease processes.

## 1 Introduction

Tissue‐resident immune cells perform sentinel functions against pathogens and support homeostasis in all organs.^[^ ^1^, ^2^ ^]^ Single‐cell RNA sequencing (scRNA‐seq) has provided new insights into their biology. However, during immune cell isolation for scRNA‐seq, the information regarding their cellular positioning within tissues is inevitably lost. That Information is critical for understanding macrophage functions, especially in organs like the kidney or brain, which are anatomically structured in distinct areas with unique functions.

The kidney can be visually distinguished into cortex, outer medulla (OM) and inner medulla (IM),^[^ ^3^, ^4^, ^5^ ^]^ which play distinct roles in water and electrolyte homeostasis.^[^ ^3^, ^5^ ^]^ The cortex contains numerous glomeruli that filter blood and channel the filtrate into a tubular network, where water, electrolytes and nutrients are reabsorbed.^[^ ^3^, ^6^ ^]^ Each of these compartments features a distinct microenvironment, shaped by increasing osmolarity and electrolyte concentrations and by decreasing oxygen and nutrient availability from cortex to IM.^[^ ^7^, ^8^, ^9^, ^10^ ^]^ Microenvironmental cues can shape the transcriptomes of intrinsic kidney cells and have been shown to imprint positional information, for example, in tubular epithelial cells.^[^ ^4^ ^]^ Such positional information, identified in highly variable expressed genes (HVG), has been used to infer the location of non‐immune kidney cells in renal compartments.^[^ ^4^ ^]^ It is generally assumed that the intrarenal position of immune cells cannot be predicted, because these are motile and may spend too little time in distinct areas to acquire microenvironmental cues.^[^ ^11^ ^]^ This particularly applies to immune cells recruited from the blood during inflammation or infection.

The kidney harbors an abundant network of resident immune cells, composed primarily of macrophages and dendritic cells (DCs), which populate the tubulointerstitial space and survey the microenvironment for signs of infection or injury.^[^ ^12^ ^]^ During kidney inflammation, monocytes infiltrate the kidney, differentiate to inflammatory macrophages and dendritic cells and modify local T cell responses. Glomerulonephritis initially targets the glomeruli, but inflammation later spreads over the entire kidney, and either heals or progresses and destroys the kidney. The most aggressive type, crescentic glomerulonephritis (cGN), has been studied extensively in animal models, revealing important roles for T cells, dendritic cells (DCs) and macrophages.^[^ ^11^ ^]^

Although spatial sequencing technologies are increasingly being applied to elucidate immune responses within intrarenal niches,^[^ ^13^, ^14^, ^15^, ^16^ ^]^ scRNA‐seq is still widely used due to its high resolution and cheaper price, despite the loss of positional information of cells.^[^ ^17^, ^18^, ^19^, ^20^ ^]^ Numerous scRNA‐seq datasets are deposited in public databases, whose interpretation would benefit from the ability to restore the lost positional information, even partially. However, tools that can extract such information from the transcriptomes of immune cells are missing.

Machine‐learning (ML) methods are widely used for artificial intelligence (AI)‐based prediction of big data.^[^ ^21^ ^]^ Several studies employed ML to improve the scRNA‐seq data analysis, for instance, cell clustering, multimodal integration and gene imputation.^[^ ^22^, ^23^, ^24^ ^]^ It was speculated that the use of neural networks in combination with attention mechanisms might render ML more effective and accurate in single‐cell data analysis.^[^ ^22^ ^]^ However, no study has yet employed ML to extract positional information from immune cells and predict their regional locations within organs based on scRNA‐seq. Here, we show that such data indeed contains spatial signatures that can be used to predict the regional location of macrophages in the kidney and the brain as examples for organs with compartmentalized anatomy.

## 2 Results

### 2.1 Generation of a Single‐Cell Resolution Immune Cell Dataset from the Kidney for Positional Analysis

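Immune cells of the cortex, the outer medulla (OM) and the inner medulla (IM) came from kidneys of male C57BL/6J mice aged 10 weeks, sorted for CD45. The cells of 1 compartment in the Aachen, Bonn or Hamburg dataset were treated as 1 library, although the Aachen cells carry 2 barcode suffixes per compartment, so that 9 libraries were compared with the 3 datasets as replicates (n = 3). The authors processed the reads with Cell Ranger on the mouse genome mm10 and filtered and clustered the cells in Seurat. The values used here are counts of molecules (UMIs) per gene and cell, with the compartment, the facility and the authors' cluster of each cell. All values of the Aachen and Bonn cells are whole numbers, whereas 0.118% of the nonzero values of the Hamburg cells are exactly whole, so that the Hamburg values are estimated counts. For each cell type, the counts were summed per library, rounded and compared with edgeR's quasi-likelihood test with the dataset as a block, and the medulla stands for the mean of OM and IM. Cells were not taken as replicates in these tests; the binomial intervals given for shares and accuracies are over cells.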

We manually dissected cortex, OM and IM, as three distinct regions from murine kidneys, prepared single cell suspensions and generated three (Aachen, Bonn and Hamburg) sequencing datasets using droplet‐based scRNA‐seq (**Figure** **1**A; Figure S1, and Table S1, Supporting Information). 

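Cortex, OM and IM gave 1395, 3677 and 2075 cells in the Aachen dataset, 3664, 621 and 1873 in the Bonn dataset, and 2449, 2455 and 2057 in the Hamburg dataset. The libraries of cortex, OM and IM held 2122809, 3403867 and 2550973 UMIs in Aachen, 15267126, 2690405 and 8793678 in Bonn, and 8781706, 8402555 and 7127920 in Hamburg. The median cell held 887 UMIs in the Aachen dataset, 3290.5 in the Bonn dataset and 2944 in the Hamburg dataset. Depth per cell was thus lower in the Aachen than in the Bonn and Hamburg datasets. Between compartments, the medians ranged from 744 to 1270 in Aachen, from 3209.5 to 3505 in Bonn and from 2802 to 3067 in Hamburg.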

After filtering out cells with insufficient RNA quality, we obtained 20266 renal immune cells composed of 7147, 6158, and 6961 cells in Aachen, Bonn and Hamburg datasets, respectively (Figure 1B–D; Table S1, Supporting Information). 

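Resident macrophages were taken as the clusters Macrophage_1 (1996 cells), Macrophage_2 (1680 cells), Macrophage_3 (1418 cells) and Isg+_Macrophage (273 cells), together 5367 cells. A list of 14 resident macrophage markers made up a median of 356 UMIs per 10000 in these cells over the 9 libraries, and 4.85 per 10000 in the T and B cells of the same libraries. Markers of T cells reached 33.9 per 10000 in T and B cells and 0.898 in resident macrophages, and markers of B cells reached 44.5 and 1.46. T cells comprised 5236 cells, B cells 4358, cDC2 668 and cDC1 303. The 1043 cells of the cluster Malat+_Macrophage were kept apart. A doublet score called 295 of all cells (1.46%) doublets, of which 179 lay in the Bonn cortex library.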

Unsupervised clustering identified 23 clusters of immune cells (Figure 1B–D; Figure S2A,B, and Table S2, Supporting Information), which were categorized into two major types: mononuclear phagocytes consisting of resident macrophages (*C1qc*, *Cd81*, *H2‐Aa*),^[^ ^25^, ^26^, ^27^ ^]^ monocytes (*Ly6c2*, *Plac8*), DCs (*Cd209a*, *H2‐Aa, Clec10a*), a few neutrophils (*S100a8*) and lymphoid cells consisting of T cells (*Cd3g*), B cells (*Cd79a*), NK cells (*Ncr1*) and innate lymphoid cells (ILC2) (*Gata3*, *Il4*), respectively (Figure 1B). As expected, mononuclear phagocytes and lymphocytes were most abundant in all compartments. 

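Resident macrophages made up 19.9 ± 13.8% of the immune cells in the cortex, 33.3 ± 17.6% in the OM and 25.2 ± 11.3% in the IM (mean ± SD, n = 3 datasets). T cells made up 34.6 ± 5.45%, 16.5 ± 3.90% and 26.3 ± 9.39%. In the OM, resident macrophages were 13.4 ± 3.77 percentage points more frequent than in the cortex of the same dataset and T cells were lower by 18.0 ± 4.25 points, each in 3 of 3 datasets. In the IM, the mean differences were 5.28 ± 13.3 points for resident macrophages and -8.21 ± 9.69 points for T cells, and the Aachen dataset went the other way with -6.83 and 2.11 points. For the medulla as a whole, resident macrophages rose by 9.32 points over the cortex (5.35 in Aachen, 15.9 in Bonn and 6.66 in Hamburg; exact permutation test within datasets, two-sided, p = 0.222, adjusted p = 0.444 over 4 cell types). T cells differed by -13.1 points (-8.08, -15.4 and -15.9; exact p = 0.148, adjusted p = 0.444). The smallest p that 27 arrangements allow is 0.037. B cells (21.1 ± 7.86%, 21.7 ± 7.89% and 23.1 ± 5.48% in cortex, OM and IM) and cDCs (4.11 ± 0.477%, 6.41 ± 3.21% and 5.14 ± 1.56%) differed by 1.25 and 1.66 points (exact p = 0.444 and 0.333).

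**Figure D1:**
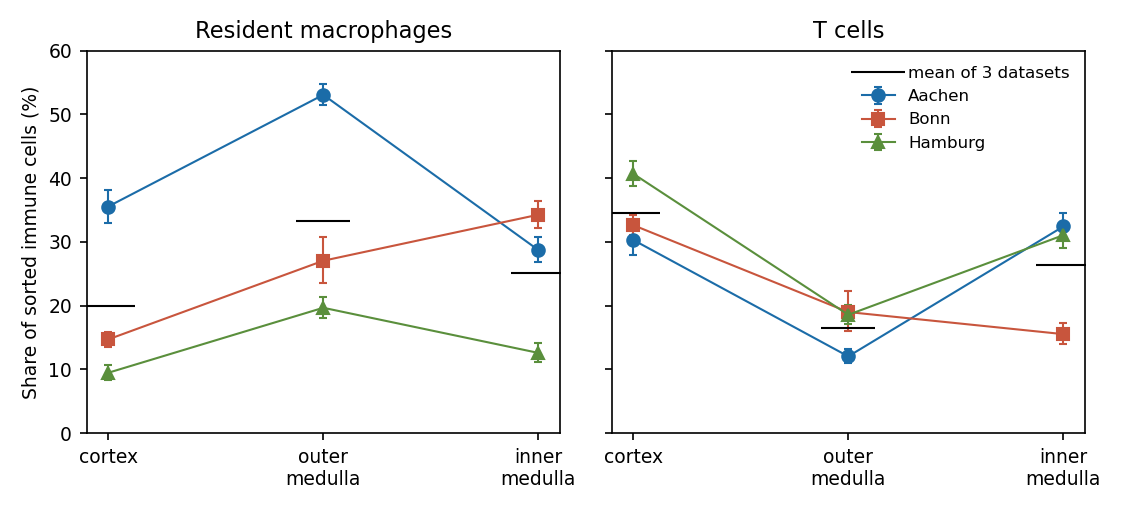
Share of resident macrophages (left) and T cells (right) among the sorted immune cells of each library (y axis, percent) in cortex, OM and IM (x axis). Points are the Aachen, Bonn and Hamburg libraries with exact 95% binomial intervals, lines join the libraries of a dataset, and black bars are means of the 3 datasets; resident macrophages of the OM lie above those of the cortex in each dataset.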

The frequency of resident macrophages was higher in the OM and IM compared to the cortex, while T cells were less frequent in OM and IM than in the cortex (Figure 1E; Figure S2C,D, Supporting Information).

**Figure 1:**
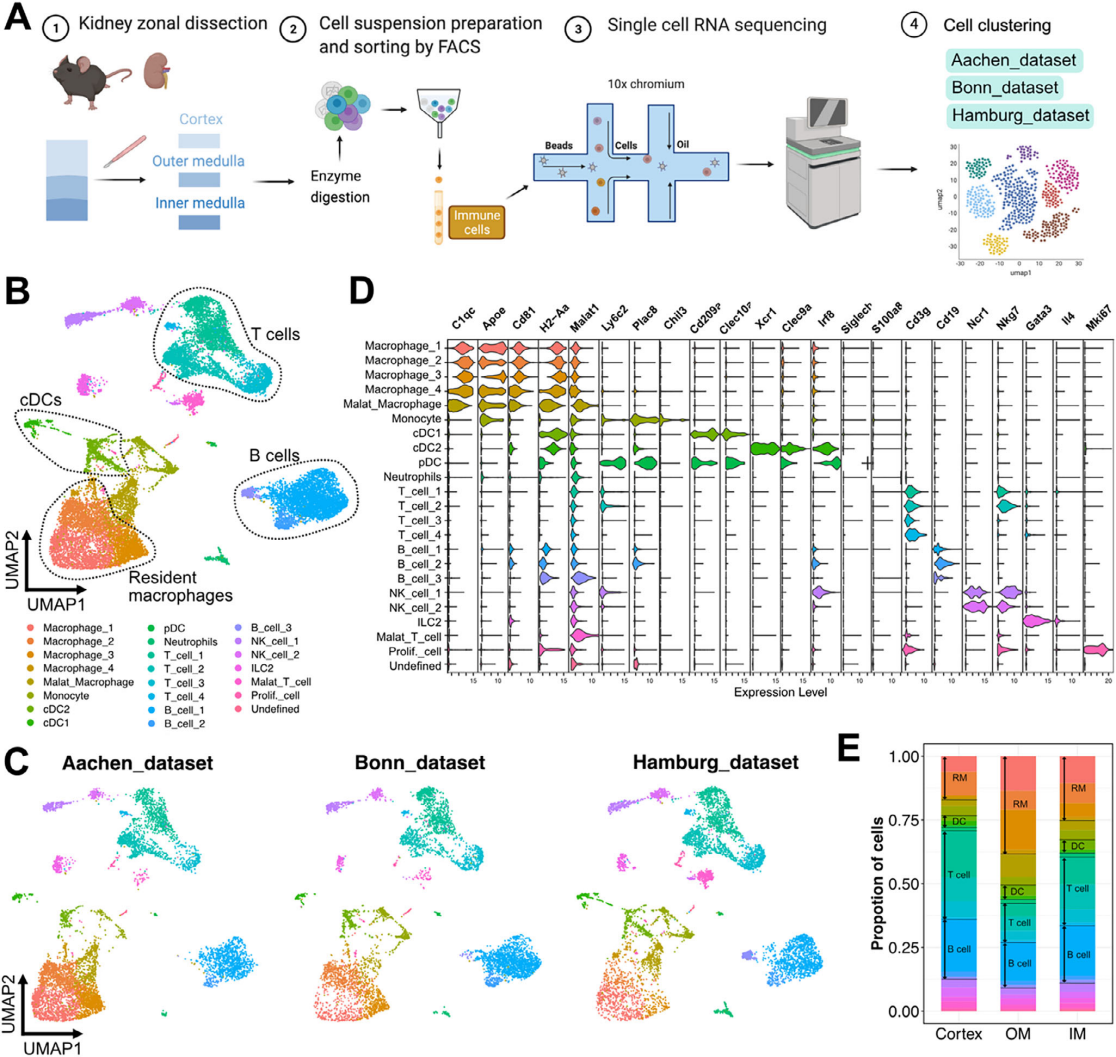
Positional scRNAseq of murine immune cells from the kidney. A) Schematic plot of positional scRNA‐seq of murine immune cells sorted from macro‐dissected compartments of kidney. B,C) Integrated (B) and split (C) UMAP plot of the Aachen, Bonn and Hamburg scRNA‐seq datasets showing the composition of immune cell clusters from healthy mouse kidneys. Resident macrophages, DCs, T cells and B cells were marked by dashed circles. D) Stacked violin plot showing the gene expression of single cell markers for annotation of immune cells. E) Cellular proportions of immune cells in cortex, OM (OM) and inner medulla (IM) of murine kidneys. Proportions of resident macrophage, DC, T cell and B cell were marked in the plot. RM, resident macrophage; DC, dendritic cell.

### 2.2 ML‐Based Multinomial Classification of Positional Information from scRNAseq Data

HVG of kidney tubular epithelial cells have recently been shown to contain positional information.^[^ ^4^ ^]^ Therefore, we identified and merged the top100 HVG genes from the training datasets and generated the first candidate geneset HVG137 (**Figure** **2**; Table S3, Supporting Information). Renal resident macrophages are relatively immotile and long‐lived cells,^[^ ^11^, ^28^, ^29^ ^]^ suggesting that their transcriptome might more likely acquire positional information from the microenvironment. Therefore, we first investigated the positional signatures of such macrophages (**Figure** **3**A). Seven ML models were trained on the expression matrix HVG137 from training datasets, and all of them were able to predict the positions of resident macrophages with an accuracy over 70%, supporting the validity of the ML model‐based approach (Figure S3, Supporting Information).

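Within the training datasets, the compartment of the 4393 Aachen and Bonn resident macrophages was predicted from HVG137 with every cell held out once in 5 folds, so that training and test cells came from the same libraries. The perceptron reached 64.9% (95% binomial interval 63.4 to 66.3%), random forest 75.6%, XGBoost 76.7%, a support vector machine 64.3% and logistic regression 62.9%. Naming the most frequent compartment of each dataset for every macrophage gives 59.1%. With genes scaled over both datasets together, the perceptron reached 69.4% and the support vector machine 71.5%. The numbers of UMIs and genes per cell alone gave 52.2% with the perceptron and 48.8% with XGBoost. After thinning each macrophage to 500 UMIs, the perceptron reached 59.2% and random forest 71.3% in 4171 cells. T cells of the same libraries reached 56.4% with the perceptron and 67.9% with random forest, against 59.5% for the most frequent compartment of each dataset, and B cells 53.2% and 63.5% against 55.9%. The paper takes the accuracies of its models on the training datasets as support for the validity of the approach.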

**Figure 2:**
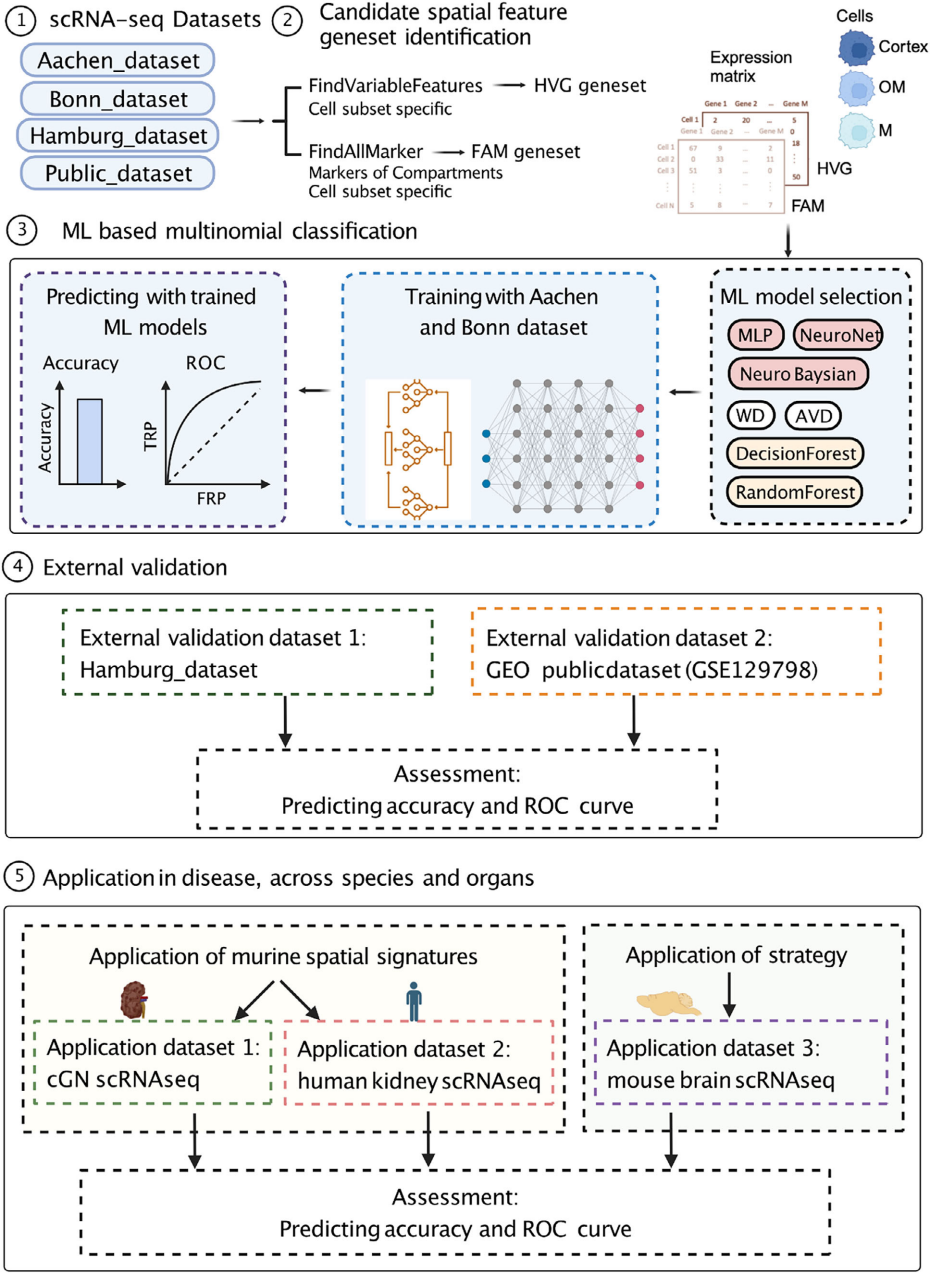
Schematic plot of the workflow for AI‐based multinomial classification of the positioning of renal immune cells and its application. Step 1: Generation of 3 new scRNA‐seq datasets and downloading of one public dataset from GEO database. Step 2: Extract potential positional signature genes by using two algorithms: FindVariableFeatures and FindAllMarker, which generated two genesets HVG geneset and FAM geneset. Expression matrices of HVG geneset and FAM geneset with positional annotation were extracted and used for downstream AI analysis. Step 3: To predict the positioning of renal immune cells, seven ML models were utilized to train the Aachen and Bonn datasets. Capability of models was assessed by overall accuracy and ROC curve for compartments. Step 4: External validation of prediction models by using the Hamburg and Public dataset. Step 5: To evaluate the application of positional signatures in kidney disease and kidneys from other species, and application of the strategy for identifying positional signatures of other organs, we produced a scRNA‐seq dataset from kidneys of mice with experimental cGN and downloaded a scRNA‐seq dataset for human kidneys and scRNA‐seq dataset for the brain.

**Figure 3:**
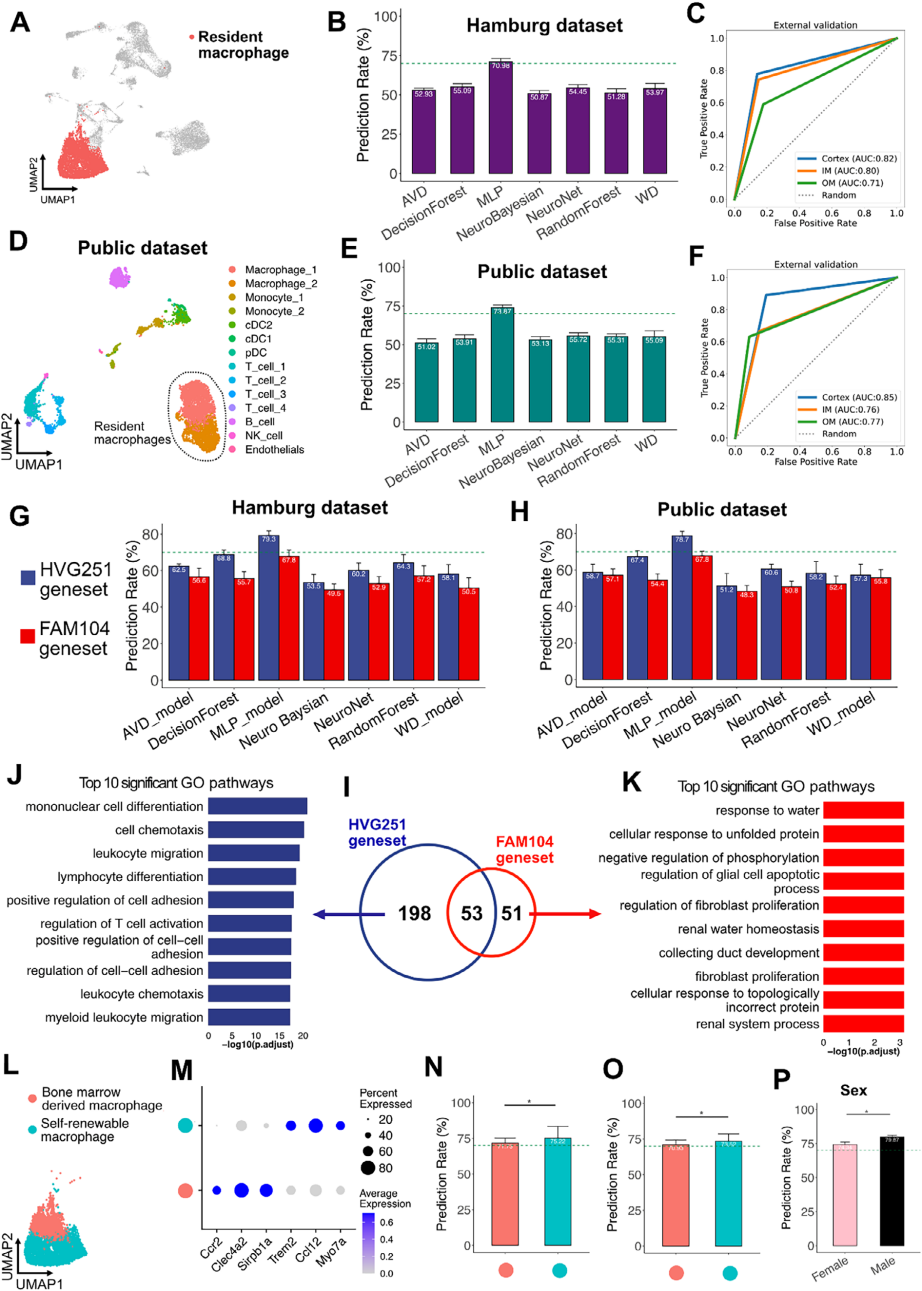
Predicting the regional location of kidney immune cells from external datasets. A) UMAP plot highlighting resident macrophages in the kidney. B) Predicting the accuracy of the HVG137 geneset in the external Hamburg dataset by using ML models trained on resident macrophages from the 2 training datasets. The Hamburg dataset contributed to HVG137 selection; therefore, it was excluded from model training and used solely for validation. C) ROC curve of MLP model on predicting the location of resident macrophages from the Hamburg dataset. AUC: area under curve. (D) UMAP plot of the Public dataset of renal immune cells from healthy mice downloaded from a public database. Resident macrophages were marked by dashed circle. E) Predicting accuracy of the HVG137 geneset in the external Public dataset by using ML models trained on resident macrophages from the 2 training datasets. F) ROC curve of MLP model on predicting the location of resident macrophages from Public dataset. AUC: area under curve. G,H) Predicting accuracy of HVG251 (blue) and FAM104 (red) geneset in external Hamburg dataset (G) or Public dataset (H) by using ML models trained on resident macrophages from the 2 training datasets. I) Venn diagram of HVG251 (blue) and FAM104 (red) geneset showing the shared and distinctive genes of each geneset. Numbers of genes in each group were labelled. J,K) Top10 of significantly enriched GO pathways of genes of HVG251 (J) and FAM104 geneset (K). L,M) UMAP plot (L) and marker gene expression (M), of bone marrow‐derived or self‐renewable resident macrophages in the Hamburg dataset. N,O). Predicting accuracy of HVG251 for bone marrow‐derived or self‐renewable resident macrophages in the Hamburg dataset. (N) and from Public dataset (O). P) Predicting the accuracy of HVG251 for resident macrophages from male and female mice in the public dataset. Data presented as Median ± SEM. Statistical significance was determined by using Student's *t*‐test. P value, *, 0.05.

Next, we validated the predictive capacity of these trained ML models in two external datasets. When testing with the use of the Hamburg dataset, the MLP model trained on the HVG137 geneset predicted with a median accuracy of 70.98%, whereas the other models showed less than 70% (Figure 3B). 

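A perceptron trained with HVG137 on the 4393 Aachen and Bonn resident macrophages, assigned 44.3% of the 974 Hamburg resident macrophages to their compartment (median of 10 seeds; 95% binomial interval 41.1 to 47.4%). The OM holds 49.6% of these Hamburg macrophages. Averaged over cortex, OM and IM, the balanced accuracy was 42.6%, against 33.3% by chance. Training on compartment labels permuted within datasets gave an accuracy of 38.1%. Random forest reached 46.1%, XGBoost 39.9%, a support vector machine 49.6% and logistic regression 44.8%. The paper's attention layer is not part of the perceptron used here.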

The ROC curve showed that the AUC values of MLP model were above 0.7 in all three compartments (Figure 3C).

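For HVG137, the area under the ROC curve over the Hamburg resident macrophages was 0.715 for the cortex, 0.604 for the OM and 0.527 for the IM. Cortical macrophages were thus separated from the others more clearly than inner medullary macrophages, whose area lay close to the 0.5 of a random order.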

To further validate this model, we analyzed an additional public dataset,^[^ ^30^ ^]^ which profiled 6437 immune cells containing 14 clusters, including resident macrophages, DC, T cells, B cells, etc (Figure 3D; Figure S4A,B, Supporting Information). Consistent with the findings above, resident macrophages were more frequent in the medulla compared to the cortex, while T cells are more abundant (Figure S4C,D, Supporting Information). When we applied the trained ML models to the public dataset, the MLP model of HVG137 achieved 73.87% of accuracy, and AUC values were also above 0.7 in all three compartments (Figure 3E,F). Additionally, we tested other contemporary machine learning models, XGBoost, support vector machines (SVM). XGBoost achieved comparable accuracy (70.12%) to our MLP model, while SVM showed slightly lower performance (65.32%), likely due to the high dimensionality and non‐linear structure of the data. 

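Of the HVG137 genes, 122 passed the expression filter in resident macrophages and 9 differed between medulla and cortex (edgeR, adjusted p under 0.05 over 8687 genes). Ccl8 (log2 fold change 1.83), Lyz2 (1.46) and Apoe (0.83 ± 0.14 SE, adjusted p = 0.0128) were higher in the medulla together with Fxyd2. H2-M2 (-2.37), Gm8797 (-1.09), Mmp12 (-1.03 ± 0.22, adjusted p = 0.0359), Cd79b (-0.79) and Cd69 (-0.63) were lower. In T cells, Gm8797 changed by -1.09 as well, so that its change is not specific to macrophages. Cd79b is a B cell marker, so that transcripts of other cells stay open for it. Ccl8, Apoe, Mmp12, Lyz2 and H2-M2 changed the same way in 3 of 3 datasets, which for H2-M2 was a condition of being named. Adjusted over the list alone, 5 genes were higher and 28 lower; the study chose the list on these samples, so that this count is not independent evidence. As a set, the HVG137 genes tended to be lower in the medulla (camera p = 0.0057; with an estimated correlation p = 0.0216, adjusted p = 0.27 over 25 lists).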

In summary, these findings indicated that the HVG genes of resident macrophages carry positional information.

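HVG251 contains 134 of the HVG137 genes. Beyond those, Pf4 was higher in medullary than in cortical resident macrophages (log2 fold change 1.57 ± 0.26 SE, edgeR adjusted p = 0.0141), as were Pltp, Cst3, Mgl2 and C5ar1. The interferon-induced genes Ifit2 (-1.21 ± 0.18, adjusted p = 0.00873) and Rsad2 (-0.98 ± 0.19, adjusted p = 0.0212), the acid phosphatase Acp5 (-1.72, adjusted p = 0.0176), Serpina3g (-1.51), Itgal (-1.11), Rnd3 (-0.84) and Ccl9 (-0.79 ± 0.14) were lower. In all, 9 of the 225 HVG251 genes with enough counts were higher and 12 lower; adjusted over the list alone, 21 were higher and 45 lower, which is not independent evidence since the study chose the list on these samples. The set as a whole was lower in the medulla (camera p = 0.0133; with an estimated correlation p = 0.0841). Ifit2 (chromosome 19, 34550694 to 34576419 in GRCm38) fell from 98.6 ± 50.6 CPM (counts scaled by TMM to the library total) in the cortex to 36.5 ± 18.0 in the OM and 44.8 ± 22.1 in the IM (mean ± SD, n = 3 datasets).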

To extract as many genes carrying such positional information as possible, we merged the top100 HVG genes in all training and predicting datasets and generated a new HVG geneset with potentially improved predicting capability, termed HVG251 (Table S3, Supporting Information). We trained the HVG251 geneset with the two independent datasets and validated them with the two external datasets. 

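With HVG251, Hamburg resident macrophages were assigned to their compartment with an accuracy of 45.9% (median of 10 seeds, 974 cells; 95% binomial interval 42.8 to 49.2%) and a balanced accuracy of 44.3%. Of the cortical macrophages 47.6% were placed in the cortex, of the OM macrophages 51.8% in the OM and of the IM macrophages 33.4% in the IM. Permuted training labels gave 36.0% and a balanced accuracy of 33.7%. The accuracy lay above that with permuted labels and below the share of the OM in these cells. The authors' cluster name alone gave 48.2%, with a balanced accuracy of 38.0%, and the numbers of UMIs and genes per cell alone gave 42.6%, with a balanced accuracy of 35.4%. Without the 17 genes of the set that mark other cell types, the accuracy was 44.6%.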

As expected, the HVG251 geneset achieved higher predicting accuracy of 79.3% and 78.7% in the Hamburg and public datasets, respectively (Figure 3G,H). The AUC values of the MLP model of HVG251 were above 0.75 in all compartments of both datasets (Figure S5A,B, and Table S4, Supporting Information). 

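For HVG251, the area under the ROC curve in the Hamburg dataset was 0.755 for cortical, 0.613 for OM and 0.519 for IM resident macrophages. The public dataset was not analysed here.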

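Random genes of resident macrophages, matched to HVG251 in number and mean expression, placed a median of 40.5% of the Hamburg macrophages in their compartment (10 sets; 36.6 to 42.7%), with a median balanced accuracy of 39.7%.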

Using a randomized gene set for the same prediction task resulted in consistently poor predictive performance (Figure S5C,D, Supporting Information). Two additional feature selection methods, recursive feature elimination (RFE) and mutual information‐based ranking (MIR) were deployed to identify two gene sets, RFE251 and MIR251, respectively. Using both gene sets for the same prediction tasks resulted in a comparable but slightly weaker predictive performance (Figure S5E–H, Supporting Information). These comparison results indicated implied that HVG251 achieves a significantly improved predicting accuracy. The HVG251‐based algorithm, integrated with MLP model, was designated as MERLIN (Machine Learning‐Enabled Regional localization of Leukocytes) and subsequently applied for downstream analysis.

To determine whether we can extract genes carrying positional information with other approaches, we identified genes differentially expressed among the three compartments by using the *FindAllMarker* (FAM) and obtained geneset FAM104 (Figure 2; Table S3, Supporting Information). 

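Between medulla and cortex, 56 genes were higher and 52 lower in resident macrophages of the medulla (edgeR, 8687 genes tested, adjusted p under 0.05, 878 genes at an unadjusted p under 0.05). The betaine transporter Slc6a12 rose by 5.57 ± 0.90 on the log2 scale (± SE, adjusted p = 0.0122), from 0.272 ± 0.471 CPM in the cortex to 31.8 ± 26.9 in the OM and 15.9 ± 19.6 in the IM (mean ± SD, n = 3 datasets). Its cortical level rests on 3 UMIs, so that the counting ratio is 47.9 (95% interval 16.2 to 234). The Na,K-ATPase subunit Fxyd2 rose by 3.89 ± 0.57 (adjusted p = 0.00737), from 23.3 ± 3.78 to 366 ± 192 and 257 ± 247 CPM. Gas6 (2.34 ± 0.28, adjusted p = 0.00219), Igf1 (1.70 ± 0.28, adjusted p = 0.0128), Trem2 (1.5 ± 0.20, adjusted p = 0.00477), the scavenger receptors Stab1 (1.40 ± 0.19, adjusted p = 0.00477) and Mrc1 (0.97 ± 0.18), and F13a1, Bhlhe41, Alox5 and Asgr2 (2.33 to 3.28) were higher as well. Macrophage_3, for which Table S2 of the paper lists Slc6a12, Fxyd2, Stab1 and Gas6 as markers, made up 2.35% of the resident macrophages in the cortex, 36.9% in the OM and 19.9% in the IM, so that the make-up of the class differs as well. Gas6 was found at 14.0 ± 2.86 CPM in the cortex, 71.7 ± 17.2 in the OM and 49.2 ± 30.7 in the IM, and Stab1 at 70.6 ± 30.3, 206 ± 74.5 and 158 ± 73.6. Langerin (Cd207, -3.58), Adgrl3 (-2.56), Adam23 (-2.52), Adgre4 (-2.02, adjusted p = 0.0085), Rasgrp1 (-1.89), Clec4n (-1.75), Pilra (-1.69), Adora3 (-1.63) and the integrin Itgax (CD11c, -1.46 ± 0.26, adjusted p = 0.0176) were lower in the medulla. Igkc (-1.99) was lower in the same cells, with medians of -1.34 over 8 T cell and -1.28 over 6 B cell markers. Lymphocyte transcripts of cortical libraries may thus bear on the genes lower in the medulla. Without doublets and macrophages holding 2 or more UMIs of T or B cell markers, Rasgrp1 stood at -2.12 (edgeR adjusted p = 0.00483). That removal gave no sign of such an effect on Rasgrp1. Each of the genes named, the lymphocyte markers apart, changed the same way in 3 of 3 datasets. For the genes with the largest changes this was a condition of being named, so that it is no independent support for them. The count of genes was 6 without the Hamburg dataset, and, in fits chosen after seeing the data, 14 without the Bonn cortex, 56 without the Bonn IM and 262 without the Aachen IM library; DESeq2 called 31.

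**Figure D2:**
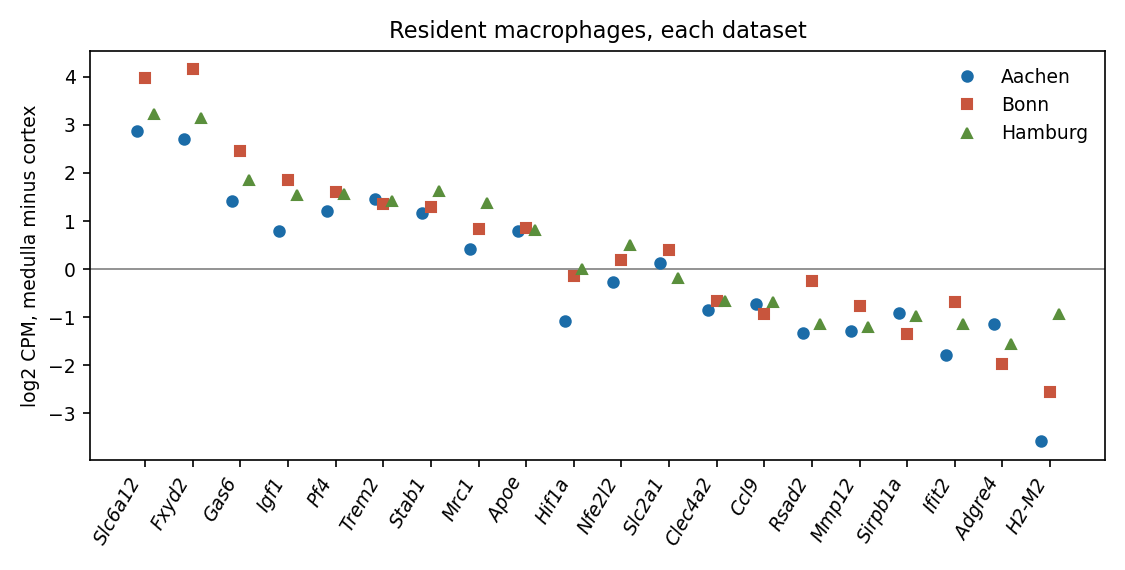
Difference in log2 CPM between medulla and cortex in resident macrophages (y axis) for 20 genes (x axis). Points are the Aachen, Bonn and Hamburg datasets; Slc6a12, Fxyd2 and Gas6 lie above 0 and Sirpb1a, Ifit2 and Adgre4 below 0 in each dataset.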

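OM and IM resident macrophages shared the rise of Fxyd2 (log2 fold change against the cortex 4.17 and 3.61, edgeR adjusted p = 0.00784 and 0.0333), Gas6 (2.55 and 2.14, adjusted p = 0.0022 and 0.0135), Stab1 (1.58 and 1.22, adjusted p = 0.00351 and 0.0333) and Slc6a12 (5.82 and 5.32, the latter absent from the Aachen IM). Slco4a1 (4.72), Hist1h2bc (2.45), Gas7 (2.03) and Trem2 (1.83, adjusted p = 0.0022) were among the genes higher in the OM, where 46 genes were higher and 28 lower. Cd207 (-5.36), H2-M2 (-3.00), Bst1 (-2.14), Tnfrsf21 (-1.79), Serpina3g (-1.75) and Napsa (-1.71) were among the lower ones. In the IM, 11 genes were higher and 6 lower, with Igfbp5 (5.50), Kap (4.36, adjusted p = 0.00239) and Alox5 (3.37) among the higher ones and Adgre4 (-2.47, adjusted p = 0.022) and Adgre5 (-1.68) among the lower ones. T and B cells of the same libraries held 1.28 times the macrophage level of Slco4a1 and 1.40 times that of Kap. Of the 17 IM calls, 1 was called without Bonn and 1 with DESeq2, and edgeR called 0 genes for the IM without Hamburg (361 at an unadjusted p under 0.05) and 0 with cells thinned to 500 UMIs (231). Without the Bonn cortex library, 31 genes were called for the OM and 3 for the IM, and without the Aachen IM library 131 and 189 (both chosen after seeing the data). Between OM and IM, edgeR called 0 genes (267 at an unadjusted p under 0.05) and DESeq2 0 (59). Of the FAM104 genes, 18 of the 92 measured were higher in the medulla, among them Fxyd2, Gas6, Pmp22 (1.74), Igf1 and Mrc1, and 9 lower, among them Itgax and Sirpb1a; adjusted over the list alone the counts were 30 and 25, on a list the study chose on these samples, which makes them no independent evidence. As a set, FAM104 had a camera p of 0.145 (0.519 with an estimated correlation).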

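Among 12 genes of tissue-resident scavenging, Gas6, Igf1, Stab1, Mrc1 and Cd93 (log2 fold change 0.66) were higher in medullary resident macrophages out of 8 measured (6 adjusted over the list alone). The set was higher than other genes (camera p = 2.1e-09, adjusted p = 5.3e-08 over 25 lists; with an estimated correlation p = 0.0167, adjusted p = 0.27). Of 14 interferon response genes, Ifit2 and Rsad2 were lower (6 adjusted over the list alone; camera p = 1.7e-04, with an estimated correlation p = 0.0972). Of 7 measured osmotic response genes, Slc6a12 was higher (2 adjusted over the list alone; camera p = 0.0329, with an estimated correlation p = 0.114), whereas Nfat5 (0.26) and Sgk1 (-0.29) did not differ detectably. Of 20 chemokines and cytokines, Ccl8 and Pf4 were higher and Ccl9 lower (2 and 2 adjusted over the list alone; median -0.11 and mean 0.04 differ in sign), and of 13 genes of lysosome and lipid handling 2 were higher and 1 lower (3 and 4). Slc6a12 lies on chromosome 6 (121343076 to 121365775 in GRCm38), Fxyd2 on chromosome 9 (45399669 to 45410278), Gas6 on chromosome 8 (13465374 to 13494490), Stab1 on chromosome 14 (31139013 to 31168641) and Trem2 on chromosome 17 (48346401 to 48354147).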

We trained the FAM104 geneset using the training datasets and predicted using the Hamburg dataset and Public dataset. However, this showed poor predicting capability with less than 70% accuracy in all ML models (Figure 3G,H), suggesting that HVG was superior to other gene sets in identifying positional signatures.

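The perceptron trained with FAM104 placed 44.7% of the Hamburg resident macrophages in their compartment (95% binomial interval 41.6 to 48.0%, 974 cells), with a balanced accuracy of 43.9% and areas under the ROC curve of 0.777 for the cortex, 0.573 for the OM and 0.531 for the IM. Labels permuted in training gave 37.3%. Random forest reached 48.6%, XGBoost 41.5%, a support vector machine 51.2% and logistic regression 50.1%. The intervals of FAM104 and of HVG251 overlap. From the accuracies of the gene sets, the paper proposes that HVG genes identify positional signatures better than other gene sets.

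**Figure D3:**
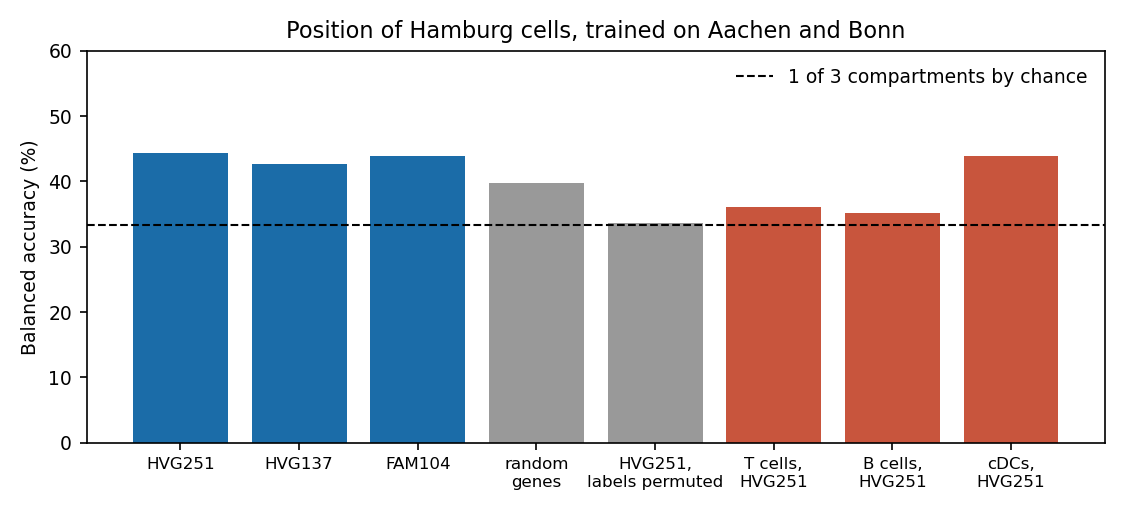
Balanced accuracy (y axis, percent) of the compartment predicted for Hamburg cells after training on Aachen and Bonn cells. Bars are medians for resident macrophages with HVG251, HVG137, FAM104, random genes and HVG251 with permuted labels, and for T cells, B cells and cDCs with HVG251; the dashed line is chance, and each bar lies above it, that of permuted labels by the least.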

### 2.3 Analysis of the Genes Used by MERLIN and the Influence of Ontology and Sex

We next wished to know details about the geneset HVG251 and FAM104. 

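Fxyd2, Pf4, Lyz2, Apoe, Cst3, Pltp, Mgl2, C5ar1, Ccl9, Mmp12 and Cd79b belong to both HVG251 and FAM104 and differed between medullary and cortical resident macrophages. For the B cell marker Cd79b, transcripts of other cells stay open. Genes in FAM104 alone include Gas6, Igf1, Stab1, Mrc1 and Itgax, and genes in HVG251 alone include Ccl8, Ifit2, Rsad2 and Acp5. The comparison of the listed names gave 198 genes in HVG251 alone and 51 in FAM104 alone.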

We observed that only 53 genes overlapping between them, which accounted for 21% of HVG251 and 51% of FAM104 (Figure 3I; Table S5, Supporting Information). Gene ontology (GO) enrichment analysis showed that the shared genes in both datasets were significantly enriched in regulation of TNF production and monocyte chemotaxis, in the HVG251 geneset only in GO pathways of mononuclear cell differentiation, cell chemotaxis and leukocyte migration, while the non‐overlapped genes of FAM104 geneset were significantly enriched in responses to water, to unfolded protein response and regulation of phosphorylation (Figure 3J,K; Figure S6, and Tables S6–S8, Supporting Information). Additionally, significantly enriched GO terms with HVG251 included responses to hypoxia, oxidative stress and regulation of ROS production (Table S9, Supporting Information), all of which are closely associated with the hypoxic microenvironment of the kidney.^[^ ^31^ ^]^

It has been reported that renal resident macrophages are derived from either bone marrow or precursors from the yolk sac.^[^ ^32^ ^]^ Yolk sac‐derived resident macrophages self‐renew in the kidney and possess a transcriptome distinct from that of bone marrow‐derived macrophages.^[^ ^29^, ^33^, ^34^ ^]^ By utilizing the markers described in a recent study,^[^ ^34^ ^]^ we were able to discriminate resident macrophages into yolk sac derived macrophages (self‐renewable macrophages) and bone marrow‐derived macrophages (Figure 3L,M; Figure S7A–D, Supporting Information). The accuracy for predicting the position of self‐renewing macrophages was higher than that of bone marrow‐derived macrophages, in both external validation datasets (Figure 3N,O).

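Clusters of Hamburg macrophages were named by the mean level of Ccr2, Clec4a2 and Sirpb1a (bone marrow-derived) and of Trem2, Ccl12 and Myo7a (self-renewable). The perceptron trained with HVG251 placed 50.3% of the 448 self-renewable macrophages (95% binomial interval 45.7 to 55.2%) and 41.5% of the 375 bone marrow-derived macrophages (36.3 to 46.5%) in their compartment. The OM holds 60.0% of the self-renewable macrophages, and the most frequent compartment holds 41.3% of the bone marrow-derived ones. Averaged over the compartments, the balanced accuracy was 42.0% and 40.8%. The bone marrow-derived markers Sirpb1a (log2 fold change -1.13 ± 0.21 SE, edgeR adjusted p = 0.0197) and Clec4a2 (-0.72 ± 0.17, adjusted p = 0.0488) were lower in medullary than in cortical resident macrophages in 3 of 3 datasets, and Ccr2 (-1.01 ± 0.27, adjusted p = 0.098) went the same way. Sirpb1a stood at 125 ± 13.3 CPM in the cortex, 55.2 ± 21.8 in the OM and 69.5 ± 30.3 in the IM, and Ccr2 at 234 ± 90.7, 99.2 ± 57.5 and 142 ± 45.7 (mean ± SD, n = 3 datasets). Adjusted over the list alone, these 3 genes were all lower (camera p = 3.0e-05; with an estimated correlation p = 0.0635). Of the self-renewable markers, Trem2 was higher in the medulla, from 25.5 ± 10.6 to 96.8 ± 67.5 in the OM and 52.7 ± 10.1 in the IM, whereas Ccl12 (0.24, adjusted p = 0.678) and Myo7a (0.57, adjusted p = 0.397) were not called (2 of the 3 higher adjusted over the list alone; camera p = 9.1e-04, with an estimated correlation p = 0.0599).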

We noted that the Public dataset contained cells from male and female mice with similar proportions of resident macrophages (Figure S7E,F, Supporting Information). It has been reported that sex can affect the transcriptomes of renal epithelial cells,^[^ ^30^ ^]^ suggesting that the HVG251 geneset derived from male mice might possess a distinct capability to predicting the positioning of cells from female mice. Indeed, the accuracy and AUC of ROC curves for all three compartments for predicting the positioning of male resident macrophages were significantly superior than in female mice, indicating that sex needs to be considered when positional prediction datasets are defined (Figure 3P).

### 2.4 MERLIN Predicts Macrophages Positions also Within the Human Kidney

Since the transcriptome of resident macrophages in the kidney has been reported to be conserved across species,^[^ ^35^ ^]^ we aimed to assess the applicability of MERLIN for analyzing human scRNA‐seq datasets. To this end, we downloaded and analyzed a human scRNA‐seq dataset with positional information of renal immune cells.^[^ ^5^ ^]^ This dataset profiled 7803 immune cells including macrophages, neutrophils, as well as T cells and B cells (**Figure** **4**A,B). Consistent with the findings in mouse kidneys, more macrophages were present in the medulla compared to the cortex, and more T cells in the cortex (Figure 4C).

**Figure 4:**
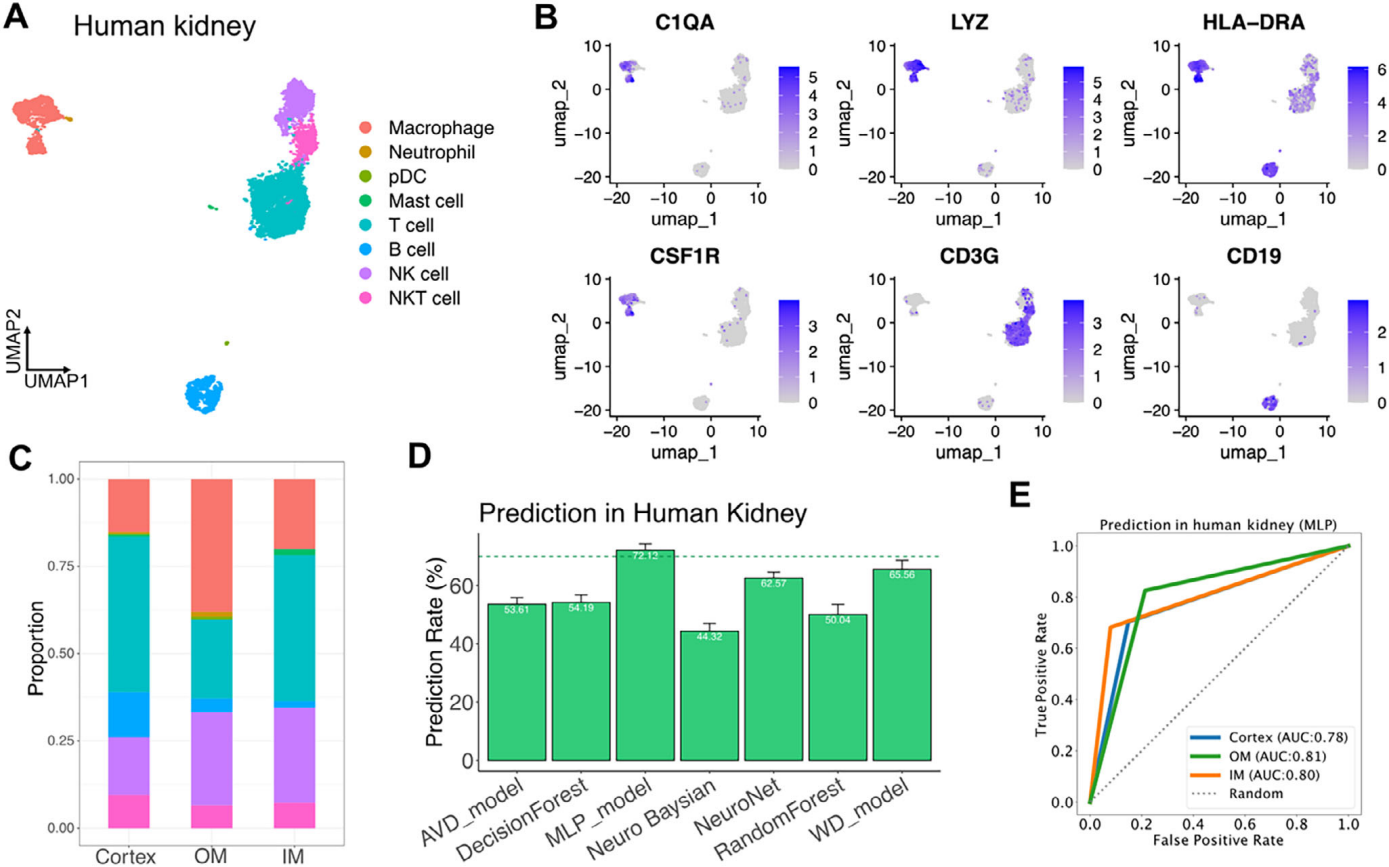
MERLIN predicts macrophages positions also within the human kidney. A) UMAP plot of scRNA‐seq dataset of immune cells from human kidneys. Resident macrophages were marked by dashed circle. B) Featureplot showing the gene expression of single cell markers for annotation of cell subsets of human renal immune cells. Light gray indicated low expression, and blue high expression. C) Proportions of renal immune cells in cortex, OM and IM of human kidney. D) Predicting the accuracy of the mouse‐human common HVG210 geneset for resident macrophages in the human kidney dataset. (E) ROC curve of MLP model on predicting the location of resident macrophages from the human kidney dataset. AUC: area under the curve.

Before applying the ML models of HVG251 trained with murine data to the human kidney dataset, we utilized the homoloGene database to align genes between both species and generated a mouse‐human common HVG210, after discarding 41 mouse genes that have no human homology. Using the HVG210, we applied the ML models and found that the MLP model predicted the spatial positions of human renal macrophages with an accuracy of 72.12% (Figure 4D), and the AUC values exceed 0.78 across all renal compartments (Figure 4E), indicating that the conserved mouse–human HVG210 gene set possesses robust predictive capability for human kidney macrophages, comparable to its performance in the murine dataset.

### 2.5 MERLIN Predicts Microglia Positions in the Brain

To assess the broader utility of MERLIN, we extended our analysis to the brain, an organ characterized by highly specialized regional architecture that may influence immune cell distribution.^[^ ^36^ ^]^ Its resident immune cells are mainly microglia cells, which possess a remarkable histological resemblance to kidney‐resident macrophages. Depending on their positioning, they may play diverse roles in various neurological disorders.^[^ ^37^ ^]^ Recently, Zeisel et al published a scRNA‐seq dataset of cells from brain compartments (**Figure** **5**A).^[^ ^36^ ^]^ That dataset contained 5081 immune cells from 5 regions of the brain, including olfactory bulb, cerebral cortex, midbrain, amygdala‐striatus, hippocampus‐thalamus‐hypothalamus, and consisted mostly of microglia (Figure 5B–D). Another dataset from Saunders et al.^[^ ^38^ ^]^ contained 2125 immune cells from three brain regions: cerebral cortex, amygdala‐striatum and hippocampus‐thalamus‐hypothalamus (Figure 5E–G). As in the kidney, we determined the HVG genes from both datasets and merged the top 100 HVGs from each. This resulted in a combined set of 155 HVGs specific to brain microglia (Table S11, Supporting Information).

**Figure 5:**
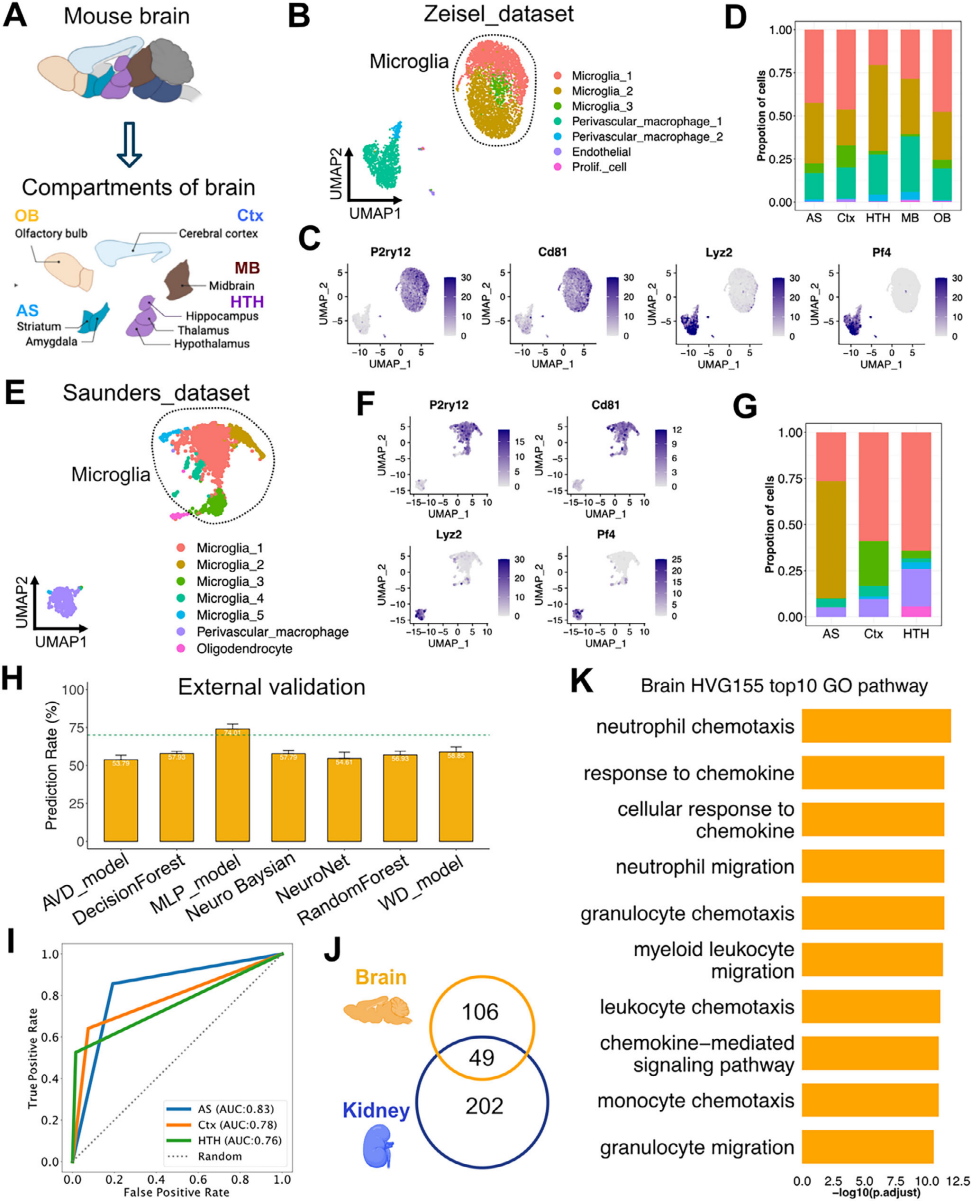
MERLIN predicts microglia positions in the brain. A) Schematic plot of dissected compartments of the brain: Olfactory bulb (OB), cerebral cortex (Ctx), midbrain (MD), amygdala‐striatum (AS), hippocampus‐thalamus‐hypothalamus (HTH). B) UMAP plot of scRNA‐seq Zeisel_dataset of brain immune cells. C) Featureplots showing gene expression of single cell markers for annotation of cell subsets of human brain immune cells in Zeisel_dataset. Light gray indicated low expression while navy blue indicated high expression. D) Cellular proportion of immune cells in each brain compartment Zeisel_dataset. E) UMAP plot of scRNA‐seq Saunders dataset of brain immune cells. F) Featureplots showing the gene expression of single cell markers for annotation of cell subsets of human brain immune cells in Saunders_dataset. Light gray indicated low expression while navy blue indicated high expression. G) Cellular proportion of immune cells in each brain compartments in Saunders dataset. H) Predicting accuracy of external validation of brain HVG155 on microglia in Saunders dataset. I) ROC curve of MLP model on predicting the location of microglia from murine Saunders dataset. AUC: area under curve. J) Venn diagram of murine brain HVG155 (orange) and kidney HVG251 (blue) geneset showing the shared and distinctive genes of each geneset. Number of genes in each group were labelled. K) Top10 significantly enriched GO pathways of genes in brain HVG155 geneset.

To independently validate the predicting capability of the 155 brain HVGs, we trained the ML models of HVGs on the Zeisel_dataset and predicted in the Saunders_dataset. Using this HVGs, the MLP model achieved a prediction accuracy of 74.01% (Figure 5H), with the AUC values above 0.76 across all brain compartments in the Saunders_dataset (Figure 5I). This highlights the capacity of the HVG signature to capture the spatial identity of macrophages across distinct organs, extending its predictive utility beyond the kidney to the brain.

Furthermore, although only 49 genes overlapped between the kidney and brain HVG sets (Figure 5J), the brain microglia HVGs were also significantly enriched for biological processes such as cell chemotaxis and myeloid cell migration—mirroring the enrichment observed in kidney HVGs (Figure 5K; Table S12, Supporting Information). These findings demonstrated that MERLIN can capture spatially informative transcriptional programs across another organ with compartmentalized architecture.

### 2.6 MERLIN Predicts Macrophage Positions in Experimental Glomerulonephritis

Next, we investigated whether MERLIN is also applicable to inflammatory kidney disease, given that the phenotype, proliferative capacity, and functional state of resident macrophages are potentially modulated by inflammatory microenvironments.^[^ ^29^, ^39^, ^40^ ^]^ It is unknown whether such inflammatory cues may alter positional signatures of resident macrophages. To study this, we induced cGN in mice (**Figure** **6**A), which causes the formation of glomerular crescents and proteinuria (Figure 6B–D), typical for this disease.^[^ ^12^ ^]^ We profiled 5402 single cells from day 14 of cGN (Figure 6E,F; Figure S8A,B, and Table S10, Supporting Information). Consistent with previous studies,^[^ ^11^, ^41^ ^]^ the majority of inflammatory immune cells in experimental cGN were resident macrophages, DCs, monocyte‐derived infiltrating macrophages, T cells and B cells (Figure 6G). Compared to healthy mice, resident and infiltrating macrophages as well as DCs became more abundant in the cortex (Figure S8C, Supporting Information), which is expected since glomeruli are located in the cortex.

**Figure 6:**
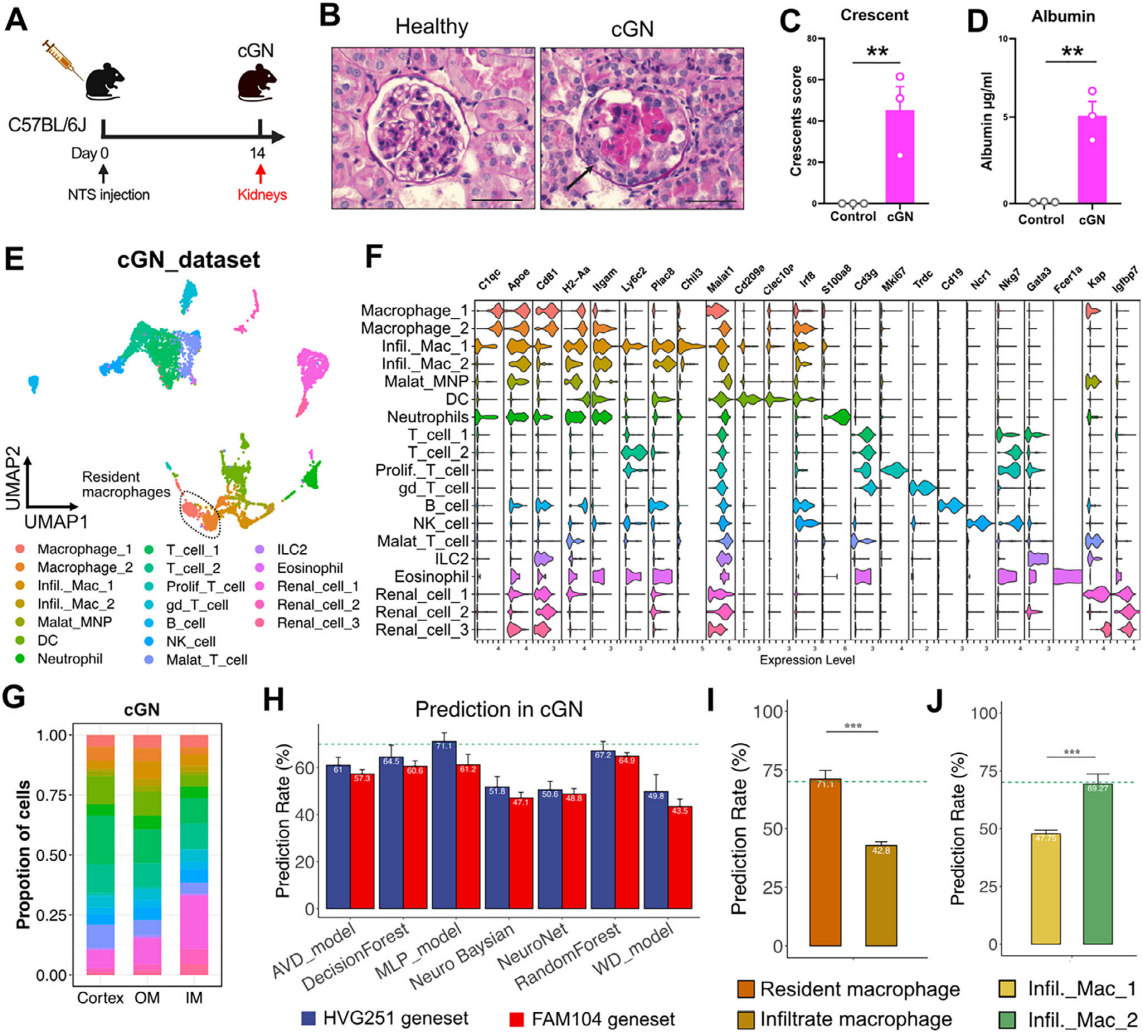
MERLIN predicts macrophage positions in experimental glomerulonephritis. A) Experimental plan for cGN in the C57BL/6J mice. Kidneys of mice were analyzed at day 14 after induction. B) Histology picture of PAS‐stained kidney sections from healthy and cGN mice. Arrow indicating a crescent in the glomerulus. Scale bar, 50um. C,D) Quantitative analysis of kidney crescents score of kidneys (B) and urine albumin concentration (C) from healthy and cGN mice. E) UMAP plot of scRNA‐seq dataset of renal immune cells from experimental cGN mice at day 14 after inducing experimental cGN. F) Stacked Violin plot showing the gene expression of single cell markers for annotation of cell subsets of renal immune cells. G) Cellular composition of cell subsets of renal immune cells in cortex, OM and IM of kidney from cGN mice. H) Predicting accuracy of HVG251 (blue) and FAM104 (red) geneset of resident macrophages in cGN dataset. I) Predicting accuracy of HVG251 geneset of monocyte‐derived infiltrating and resident macrophages in the cGN dataset. J) Prediction accuracy based on HVGs of recently and previously infiltrated macrophages.

To test whether the positional signatures from healthy mice can predict locations of resident macrophages during kidney disease, we applied the ML models described above to cGN datasets. We observed a slight reduction of the predicting accuracy of the MLP model of HVG251 to 71.14% (Figure 6H), and AUC values of each compartment were still above 0.75 in the cGN dataset (Figure S9, Supporting Information), indicating that acute inflammation affects positional fingerprints of resident macrophages in cGN, but this influence was limited. These findings suggest that the positional signatures of kidney‐resident macrophages were conserved in cGN.

Monocyte‐derived macrophages infiltrate the kidney in experimental cGN and differentiate to macrophages.^[^ ^11^, ^42^ ^]^ While doing so, they might acquire positional signatures. However, when we predicted the positions of monocyte‐derived infiltrating macrophages with the MLP model trained with the HVG251 geneset from resident macrophages from healthy mice, accuracy was low (Figure 6I). We hypothesized that infiltrating macrophages might acquire positional signatures distinct from those of resident macrophages, and determined their specific HVG geneset in cGN (Table S3, Supporting Information) for training the MLP machine learning model. Only 17 genes overlapped between the HVG genesets from resident and infiltrating macrophages (Table S3, Supporting Information). We next hypothesized that monocyte‐derived infiltrating macrophages might require time to acquire distinct positional signatures during cGN. Therefore, we distinguished two subsets of infiltrating macrophages in our scRNA‐seq dataset, the subset infil. Mac_1 with higher expression of monocyte features like *Ly6c*, *Plac8* and *Chil3*,^[^ ^43^ ^]^ and the subset infil._Mac_2 with lower expression of these features (Figure 6F), assuming that macrophages that had the time to downregulate monocyte features^[^ ^44^ ^]^ might acquire a positional fingerprint during that time. Indeed, this approach predicted the locations of infil._Mac_2, but not of infil._Mac_1, approaching 70% in cGN (Figure 6J). These findings indicated that infiltrating macrophages acquire a cell type‐specific positional signature and that such acquisition requires some time.

### 2.7 Prediction of Dendritic Cells and Lymphocyte Positions in Kidney Inflammation

We wished to determine whether our approach can also predict the location of other immune cells in the kidney, such as conventional DCs (cDCs), another type of mononuclear phagocytes.^[^ ^11^ ^]^ When we trained the ML models using cDCs’ HVG on the training dataset, none of them predicted the positioning of cDCs in the Hamburg or the Public dataset (Figure S10A,B, Supporting Information), implying the HVG genes of cDCs did not carry enough extractable positional information.

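Medullary cDCs differed from cortical cDCs in 132 of 7293 genes, 70 higher and 62 lower (edgeR, 878 genes at an unadjusted p under 0.05). Without the Hamburg dataset edgeR called 0 genes (358 at an unadjusted p under 0.05), and DESeq2 called 62 over the 3 datasets. The cDC1 genes Tlr3 (log2 fold change -1.29), Xcr1 (-1.22), Irf8 (-0.95), Naaa (-0.92) and Clec9a (-0.78) were lower. All 8 listed cDC1 markers were called (camera p = 3.3e-16, with an estimated correlation p = 0.0129, both before adjustment over the lists tested). The cDC2 genes Clec10a (1.07) and Cd209a (0.88) were higher, among 3 of 8 listed (camera p = 2.3e-06; with an estimated correlation p = 0.0514), as was Mgl2 (1.84). The share of cDC1 among cDCs fell from 54.1% in the cortex to 20.7% in the OM and 23.4% in the IM, which by itself lowers cDC1 genes and raises cDC2 genes. In cDC2 alone, a fit chosen after seeing the data, 15 genes differed, with S100a9 (-4.25), S100a8 (-3.60), Spp1 (-2.05), Fcgr1 (-1.62) and Irf7 (-1.30) lower in the medulla. Trained with HVG251 on 559 Aachen and Bonn cDCs, the perceptron placed 40.3% of the 412 Hamburg cDCs in their compartment (95% binomial interval 35.5 to 45.2%), with a balanced accuracy of 43.9%, and permuted labels gave an accuracy of 31.4%. With 185 genes variable in the cDCs themselves, the accuracy was 32.5% and the balanced accuracy 36.9%. The most frequent compartment holds 52.9% of the Hamburg cDCs. The paper states from its accuracies that the position of cDCs was not predicted.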

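Among the 668 cDC2 (median 5172 UMIs per cell), a UMI of Tmem176a, taken here for the gene printed as Tmem172a, was found in 59.3 ± 23.7% of the cells, of Sirpa in 46.1 ± 30.9%, of Fcgr3 in 18.4 ± 15.5% and of Cd7 in 18.2 ± 1.80% (mean ± SD, n = 3 datasets). In B cells (median 2369 UMIs), which should lack these genes, the shares were 2.90%, 1.03%, 1.28% and 0.995%. In the 303 cDC1 (median 6426 UMIs), they were 8.28 ± 2.60%, 3.60 ± 2.21%, 5.81 ± 1.85% and 5.89 ± 3.04%. Resident macrophages (median 1574 UMIs) held Tmem176a in 78.6%, Sirpa in 48.1% and Fcgr3 in 70.7% of the cells, and T cells (median 2779 UMIs) held Cd7 in 20.9 ± 9.49%. Of the cDC2, 140 held none of the 4 genes, 191 held 1, 209 held 2, 120 held 3 and 8 held all 4. Between compartments, Sirpa (log2 fold change 0.80, edgeR adjusted p = 0.0167) and Tmem176a (0.62, adjusted p = 0.0166) were higher in medullary than in cortical cDCs, and Fcgr3 (0.30, adjusted p = 0.693) and Cd7 (-0.52, adjusted p = 0.458) did not differ detectably. Within cDC2, in a fit chosen after seeing the data, Sirpa (0.09, adjusted p = 1.00) and Tmem176a (-0.16, adjusted p = 0.995) did not differ detectably and Cd7 was lower (-1.22, adjusted p = 0.0184); cDC1 made up a smaller share of the medullary cDCs. Sirpa lies on chromosome 2 (129592835 to 129632228 in GRCm38), Tmem176a on chromosome 6 (48840919 to 48847071) and Fcgr3 on chromosome 1 (171051174 to 171064935).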

A recent study suggested that cDCs in many tissues can be classified as a new subset termed cDC3, which arises from monocyte‐DC progenitors, in contrast to cDC2 that originate from common DC progenitors.^[^ ^45^ ^]^ We noted that a large number of renal cDCs indeed expressed marker genes of such cDC3, like *Fcgr3*, *Sirpa* and *Tmem172a*, while only few expressed the cDC2 marker *Cd7* (Figure S10C, Supporting Information), suggesting that many renal cDCs comply with the classification as cDC3. As shown above, the position of such cells is less predictable than that of tissue‐resident cells, likely because they are constantly recruited, resulting in a high turnover that leaves little time to acquire positional fingerprints. Furthermore, numbers of renal DCs are much lower than those of macrophages, reducing statistical prediction power.

Moreover, HVGs from T cells and B cells did not carry positional fingerprints, as low accuracy was observed when the trained ML models of HVGs from T cells or B cells were applied to predict the positioning of T cells or B cells in the external dataset (Figure S10D–G, Supporting Information). 

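In T cells, S100a9 (log2 fold change 4.59) and Ikzf2 (0.86) were higher and Gm8797 (-1.09) lower in the medulla than in the cortex, out of 8957 genes (edgeR, 514 at an unadjusted p under 0.05). In B cells, Kap (3.76, adjusted p = 0.00667) was higher and 7 immunoglobulin variable genes such as Igkv1-99 (-7.59) and Igkv12-38 (-7.39) lower, out of 8911 genes (294 at an unadjusted p under 0.05). Kap is a tubule gene, and T and B cells held 1.40 times its level in macrophages, so that its rise may stem from free RNA. DESeq2 called 1 gene in each cell type. In the fit used for splits of the libraries, as many genes were called in 46 of 81 splits for T cells and 63 of 81 for B cells. A random grouping is thus not excluded for either. With a dataset left out, 0 to 37 genes were called in T cells and 6 to 34 in B cells. Trained with HVG251 on Aachen and Bonn cells, the perceptron placed 42.0% of the Hamburg T cells (balanced accuracy 36.1%, most frequent compartment 47.7%) and 34.5% of the Hamburg B cells (balanced accuracy 35.2%, most frequent compartment 35.3%) in their compartment. Permuted labels gave accuracies of 40.8% and 33.9%. With genes variable in the cells themselves, T cells reached 41.3% (178 genes) and B cells 32.7% (198 genes). At equal numbers of cells and UMIs, with the genes variable in each cell type, the balanced accuracy of resident macrophages exceeded that of T cells by 3.43 points, that of B cells by 3.98 points and that of cDCs by 3.39 points. Over 10 draws the ranges overlap: 36.7 to 39.3% in macrophages and 31.4 to 36.9% in T cells, 35.1 to 40.2% and 32.5 to 37.1% in B cells, and 34.7 to 43.2% against 35.3% in cDCs. The paper reasons from low accuracies in the external dataset that variable genes of T and B cells carry no positional fingerprints.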

ILCs are thought to be tissue‐resident, but are too rare in the healthy kidney to train the ML algorithm. Likely, motile renal leukocytes do not spend enough time in a kidney compartment to acquire positional information.

### 2.8 Predicting Macrophage Positions from Published scRNA‐seq Datasets Provides Mechanistic Insights into Acute Kidney Injury

Next, we wished to use MERLIN to gain mechanistic insights into other kidney diseases by analyzing published scRNA‐seq datasets. A previous study presented a transcriptomic atlas of immune cells in acute septic kidney failure.^[^ ^46^ ^]^ Across cortex, OM and IM, macrophage counts were predicted to change markedly over the 48‐h LPS timeline with differing kinetics. In all regions, numbers deviated from baseline within the first hours, followed by transient troughs at ∼16 h and ∼27 h, and a subsequent rebound by 36–48 h (**Figure** **7**A). These dynamics align with the organ‐wide, phase‐structured response in septic shock, where early inflammatory signaling is followed by a period of network “shutdown” and reduced cell–cell communication ≈16–27 h, before recovery programs emerge.^[^ ^46^ ^]^ Previous immunohistochemistry studies had reported that the OM is most, and the cortex is least affected in endotoxin‐induced kidney injury.^[^ ^47^, ^48^, ^49^ ^]^ Consistently, analysis with MERLIN showed minimal macrophage accumulation in the cortex and pronounced infiltration in the OM (Figure 7A). The genes involved in inflammatory, immune and cytokine responses were more highly expressed in OM macrophages compared to those from other renal regions (Figure 7B).

**Figure 7:**
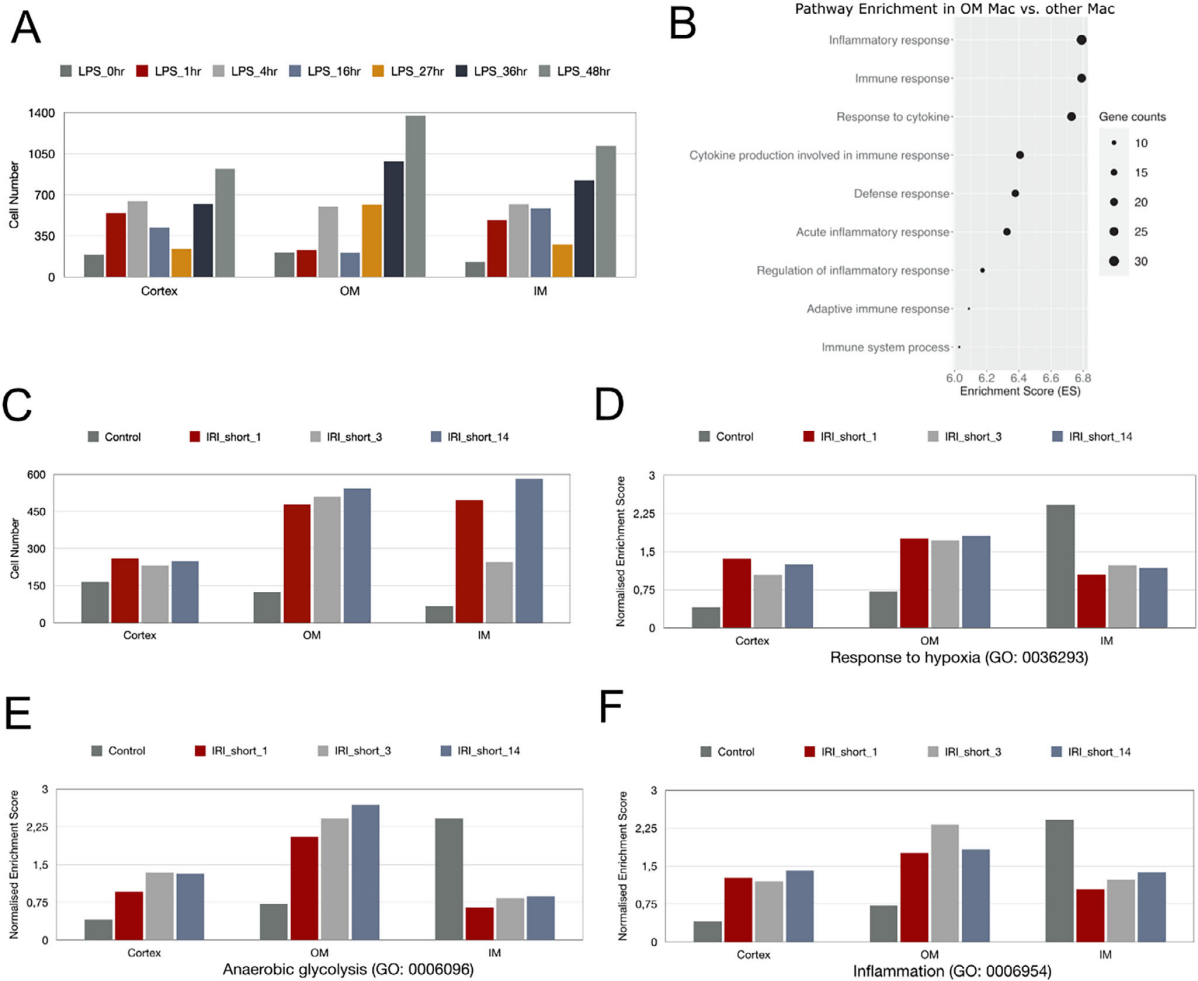
Predicting macrophage positions from published scRNA‐seq datasets provides mechanistic insights into acute kidney injury. A) Time kinetics of normalized cell counts in the cortex, OM and IM of the kidney before and after LPS. B) Gene enrichment analysis showing enriched pathways of differentially expressed genes between macrophages in OM and other compartments after LPS. C,D) Bar plots showing normalized cell counts (C), enrichment scores of hypoxia pathways (D), anaerobic glycolysis E), and inflammatory pathways F) in the cortex, OM and IM of kidneys from control and IRI mice.

Another publication contained transcriptomes of immune cells at 1, 3 and 14 days after ischemia/reperfusion injury (IRI).^[^ ^50^ ^]^ Analysis with MERLIN revealed that macrophage numbers increased rapidly after short duration IRI across all regions, with the strongest expansion in the OM, followed by IM and cortex (Figure 7C). Interestingly, macrophage numbers in short IRI declined in the IM after 3 days, but increased again after 14 days (Figure 7C). IM macrophages expressed genes involved in the hypoxia response already before IRI, whereas an upregulation was seen in all compartments after inducing IRI (Figure 7D). Macrophages in the OM, and lesser so, in the cortex showed the highest enrichment for anaerobic glycolysis and inflammatory response signatures (Figure 7E), consistent with their reported ability to use this pathway to generate energy under low oxygen conditions.^[^ ^51^ ^]^ This ability may push macrophages into glycolysis‐driven expression of proinflammatory genes (Figure 7F), known to promote kidney injury in IRI,^[^ ^39^, ^52^ ^]^ explaining why IRI‐induced damage is observed primarily in the cortex and OM. Together, these findings validated MERLIN in 2 more kidney disease models and allowed new mechanistic insights.

### 2.9 MERLIN Elucidates Therapeutic Responses in Experimental Diabetic Nephropathy

Finally, we used MERLIN to analyze an accelerated diabetic nephropathy (DN) model, incorporating scRNA‐seq data 2 days or 2 weeks following disease initiation and therapeutic intervention.^[^ ^53^ ^]^ MERLIN predicted that macrophages accumulated in all compartments, especially in the OM (**Figure** **8**A), consistent with previous studies implicating medullary macrophages in DN progression.^[^ ^54^, ^55^ ^]^

**Figure 8:**
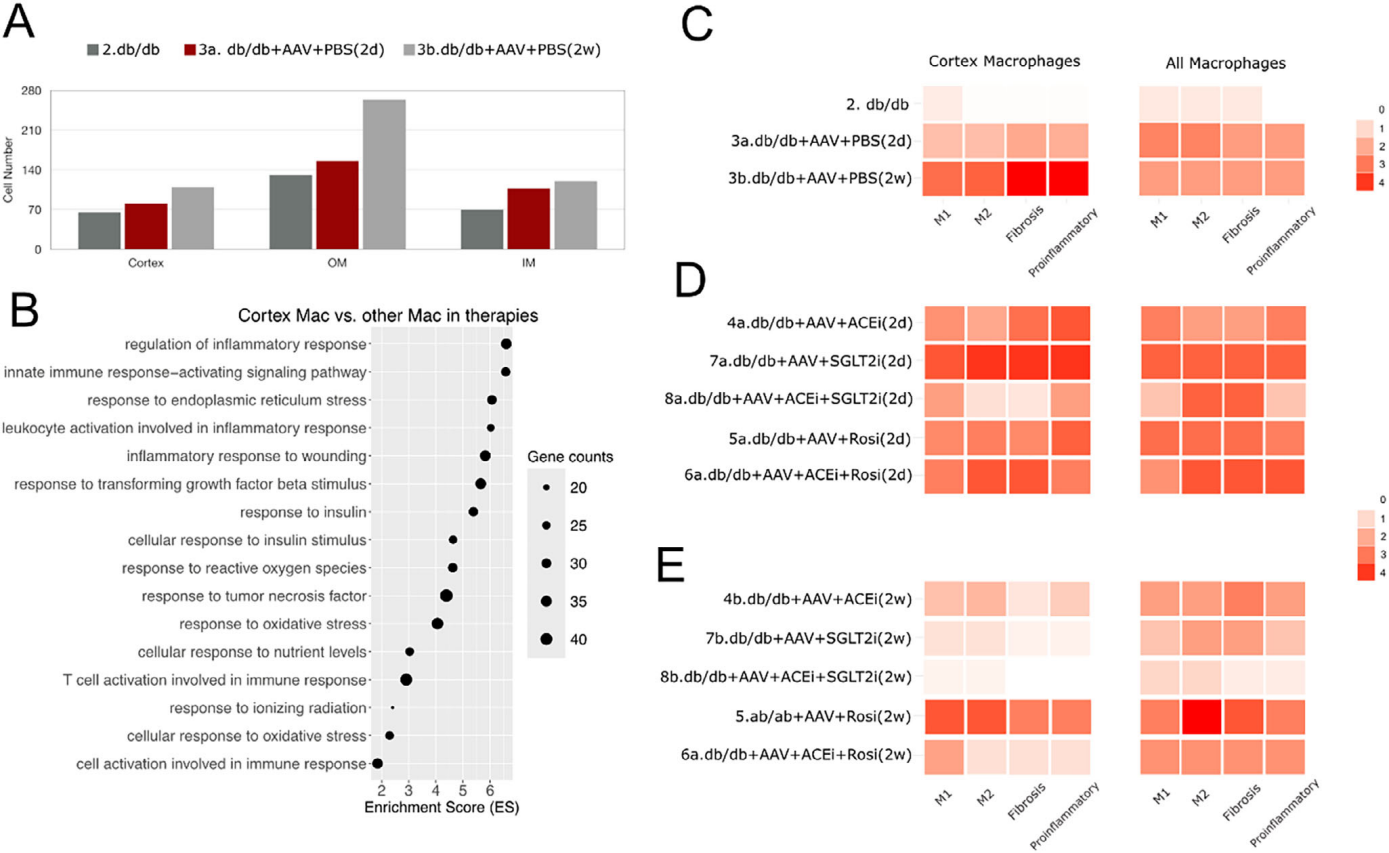
MERLIN elucidates therapeutic responses in experimental diabetic nephropathy. A) Time kinetics of normalized cell macrophage in the cortex, OM and IM of the kidney in db/db mice 2 days or 2 weeks after injection of an AAV expressing renin. B) Gene enrichment analysis showing enriched pathways of differentially expressed genes between macrophages in the Cortex and other compartments. C–E) This panels display heatmaps illustrating the scores of M1‐like and M2‐like macrophage polarization, fibrotic activity, and proinflammatory signaling in macrophages without (C) and with treatment 2 days (D) or 2 weeks (E) after injecting AAV.

A clinical hallmark manifestation of DN is glomerulosclerosis, i.e. a process occurring in the cortex. We therefore focused our analysis on cortical macrophages and found a disproportional activity in pathways involved in M1 and M2 differentiation, in fibrosis and inflammation (Figure 8B), all of which have been implicated in DN pathogenesis.^[^ ^54^, ^56^ ^]^ This was confirmed by pathway enrichment analysis, which showed in cortical macrophages high enrichment of several inflammatory, stress and fibrosis responses (Figure 8B), all of which have been implicated in DN pathogenesis.^[^ ^54^, ^56^ ^]^

The dataset also included groups of mice treated with an ACE inhibitor, an SGLT2 inhibitor, a glitazone, and various combinations. All treatments led to a reduction in macrophage numbers across renal compartments, with the most pronounced effect observed under combination therapy (Figure S11, Supporting Information). When we examined pathogenic programs, MERLIN revealed a consistent upregulation across all pathogenic programs in cortical macrophages at two days after disease induction in cortical macrophages (Figure 8C). This upregulation was strongest with the SGLT2 inhibitor, intermediate with ACE inhibition, and mild with rosiglitazone. Notably, the ACE+SGLT2 combination produced an even more pronounced upregulation than either monotherapy. In contrast, whole‐kidney macrophage analysis showed only muted or absent changes, substantially underestimating the early response (Figure 8D). These observations align with clinical phenomena, including the transient “eGFR dip” observed after initiating SGLT2 inhibitors due to adenosine‐mediated afferent vasoconstriction,^[^ ^57^, ^58^ ^]^ and the modest creatinine rise after ACE inhibition, reflecting efferent arteriolar dilation.^[^ ^59^, ^60^ ^]^ Rosiglitazone treatment is less effective in patients, consistent with the minor early changes observed here.^[^ ^61^, ^62^ ^]^

By two weeks, cortical macrophages displayed attenuation of the same programs across all treatment groups (Figure 8E). The SGLT2 inhibitor induced the strongest suppression of proinflammatory and fibrotic signatures, ACE inhibition showed a delayed but clear reduction, and rosiglitazone produced only modest improvements without full normalization (Figure 8E). The combination of ACE and SGLT2 inhibition achieved the most profound effect, nearly normalizing all four GO terms. In whole‐kidney analyses, these week‐2 improvements appeared blunted and inconsistent, masking the magnitude and timing of treatment‐specific responses (Figure 8E). These analyses illustrated that the analysis of cortical macrophages in DN more closely mirrors clinical observations than whole‐kidney macrophage analysis.^[^ ^61^, ^62^ ^]^

## 3 Discussion and Conclusion

The present study demonstrates that the transcriptomes of kidney‐resident immune cells carry spatial information that allows predicting their regional location.^[^ ^4^, ^5^ ^]^ To show this, we profiled the transcriptomes of 20266 immune cells from several independent scRNA‐seq datasets isolated from three anatomical compartments of healthy murine kidneys. By employing ML models, we extracted positional information, which allowed predicting qualitatively the position of tissue‐resident and late infiltrating macrophages with good accuracy depending on the ML algorithm used.

For feature selection as input for ML models, we applied both *FindAllMarkers* and *FindVariablesFeatures* methods from the Seurat package and the HVG251 generated by *FindVariableFeatures* contains more positional information than FAM104 produced by *FindAllMarkers*. A possible explanation could be that the FAM104 set includes only the most deregulated genes, consistent with recent studies.^[^ ^4^ ^]^ Pathway enrichment analysis indicated that HVG251 was enriched in pathways associated with leukocyte migration and chemotaxis, which is plausible given that these mechanisms guide the migration and positioning of immune cells.^[^ ^63^, ^64^, ^65^ ^]^ We also examined transcription factors and metabolic genes within HVG251 that may mediate compartment‐specific macrophage behavior. For example, Hif1a, Nrf2, and Slc2a1 were more highly expressed in medullary macrophages, consistent with adaptation to hypoxic and glycolytic environments. 

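In medullary against cortical resident macrophages, Hif1a changed by -0.19 ± 0.20 on the log2 scale (± SE, edgeR adjusted p = 0.851), Nrf2 (Nfe2l2) by 0.17 ± 0.15 (adjusted p = 0.809) and Slc2a1 by 0.20 ± 0.23 (adjusted p = 0.869). Adjusted over the list alone, the p of each of the 3 genes was 0.388. In cortex, OM and IM, Hif1a stood at 51.9 ± 11.9, 44.8 ± 10.8 and 43.5 ± 33.3 CPM, Nrf2 at 180 ± 44.8, 197 ± 61.8 and 210 ± 97.9, and Slc2a1 at 18.4 ± 8.49, 24.3 ± 2.04 and 15.8 ± 7.70 (mean ± SD, n = 3 datasets). Each gene had the sign of its mean change in 2 of 3 datasets, and none of these differences exceeded the spread between datasets. Hif1a turned to 0.19 with cells thinned to 500 UMIs, Nrf2 to -0.031 without the Hamburg dataset and Slc2a1 to -0.035 without the Bonn cortex library. Of 17 hypoxia and glycolysis genes, edgeR called 0 (0 adjusted over the list alone; median log2 fold change -0.07; camera p = 0.785, with an estimated correlation p = 0.847), and of 8 NRF2 and oxidative stress genes 0 (0 adjusted over the list alone; median -0.06; camera p = 0.201, with an estimated correlation p = 0.401). Hif1a lies on chromosome 12 (73901375 to 73947530 in GRCm38), Nrf2 on chromosome 2 (75675513 to 75704641) and Slc2a1 on chromosome 4 (119108711 to 119137983). From higher expression of these genes in medullary macrophages, the paper proposes an adaptation to hypoxic and glycolytic environments.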

The selection of highly variable genes (HVGs) was central to MERLIN's predictive framework. While HVGs are traditionally used for cell‐type discrimination in scRNA‐seq, our findings suggest that they also encode positional information in long‐lived, tissue‐resident immune cells. Comparative analyses showed that HVG‐based models outperformed those using random genes, DEGs (FAM104), RFE251, and MIR251, supporting their relevance for spatial inference.

Among the seven ML models tested, MLP proved most effective in extracting the positional fingerprint. MLP is based on a neural‐artificial network.^[^ ^66^ ^]^ Our study explored another utilization of this model by modifying the attention mechanism for dealing with scRNA‐seq data, as proposed by a previous study.^[^ ^22^ ^]^ The attention mechanism maximizes the learning efficacy while minimizing information loss at each step during training. This may explain why the modified MLP performed better than the other ML algorithms examined here. The suitability of a ML model depends on various factors, including quality and quantity of data, feature selection, hyperparameter tuning, ensemble method, evaluation metrics and others. Importantly, it was necessary to combine two independent scRNA‐seq datasets to avoid inherent overfitting phenomena. We validated our approach using seven widely used ML models, performed internal 100 folder cross‐validation and used two additional external validation datasets. It is possible that training with more than 2 scRNA‐seq datasets can further improve performance.

A recently published tool, NovoSpaRc, has been reported to extract positional information from scRNA‐seq data from tissue cells.^[^ ^4^, ^67^ ^]^ However, we found that this tool failed to predict the locations of renal macrophages (data not shown). This may be explained by the design of NovoSpaRc, which is specialized at reconstructing the location of non‐hematopoietic immotile cells. However, macrophages are motile, albeit less so than lymphocytes for instance. Thus, MERLIN was unable to predict the positions of T and B cells, which may be explained by the limited time these motile cells have for acquiring a positional fingerprint typical for a given microenvironment. Unexpectedly, MERLIN also failed to extract positional fingerprints from cDCs, although these cells are tissue‐resident to some extent. This may be due to the finding that renal cDCs arise from circulating monocyte‐progenitors, as postulated in a recent study, which designated such cells as DC3.^[^ ^45^ ^]^ In addition, DCs are not long‐time resident as macrophages are, but enter, exit and move through the kidney, limiting their time to integrate positional information into their transcriptomes.^[^ ^11^, ^28^ ^]^ Finally, the number of DCs in the kidney is much lower than that of macrophages, which reduces statistical power. In our benchmarking, we used recommended pipelines and default parameters for NovoSpaRc, but did not perform extensive hyperparameter tuning or retraining. As such, the comparison should be interpreted as a qualitative reference rather than a definitive performance ranking. Future work may involve adapting these frameworks specifically for immune cell localization and conducting more rigorous head‐to‐head evaluations under matched conditions. Currently, existing mapping algorithms such as Tangram,^[^ ^68^ ^]^ CellTrek,^[^ ^69^ ^]^ and CytoSPACE^[^ ^70^ ^]^ align scRNA‐seq data with spatial transcriptomic data from the same source to improve tissue cartography and sequencing resolution. By contrast, MERLIN differs in both purpose and implementation. It uses previously generated scRNA‐seq training data with anatomical annotation to subsequently infer positional information from independent scRNA‐seq datasets. Once such training datasets are available, Merlin only needs scRNA‐seq data, and no spatial transcriptomic scaffolds from the same source.

When we analyzed immune cells in a glomerulonephritis model, MERLIN still predicted resident macrophages positions, albeit with slightly reduced accuracy. It also permitted predicting the positions of infiltrating macrophages that had spent some time within the kidney to acquire positional transcriptome information. Notably, sex disparity was evident as well, implying that the sex of the training and prediction datasets needs to be considered.

At this point, we used the MERLIN analytic pipeline to analyse several published scRNAseq datasets from kidney disease models such as IRI or endotoxin shock.^[^ ^71^ ^]^ MERLIN accurately predicted the OM as the compartment in which macrophages are most activated and where histopathological damage is most severe. The biphasic macrophage trajectory in endotoxin shock maps onto the sepsis timeline, where the kidney transitions from inflammatory activation to temporary communication collapse and then to repair.^[^ ^46^ ^]^ The relatively low increase in the cortex aligns with a recent study concluding that macrophage–endothelial crosstalk in the cortex limits local inflammatory damage during sepsis,^[^ ^49^ ^]^ further supporting region‐specific behavior.

Analysis of the IRI dataset revealed a regionalized macrophage response dominated by accumulation and glycolytic/inflammatory programs in the OM. These findings align with the unique oxygen biology of the OM, where the corticomedullary gradients and countercurrent exchange render the thick ascending limb and adjacent interstitium containing macrophages chronically hypoxia‐prone and sensitive to IRI.^[^ ^72^ ^]^ Hypoxia signaling and glycolytic activation in OM macrophages suggest HIF‐driven immunometabolic reprogramming toward a pro‐inflammatory phenotype, which is well known to promote pathology in IRI.^[^ ^73^, ^74^, ^75^ ^]^ Interestingly, IM macrophages showed strong hypoxia signaling before IRI, consistent with the extreme dysoxia in the IM. Only their numbers declined after IRI, suggesting that hypoxia‐ or nutrient‐stress–induced death as a plausible cause, given that renal macrophage pyroptosis has been documented in IRI, and that its inhibition is renoprotective.^[^ ^76^ ^]^ Future studies examining region‐resolved macrophage death pathways in IRI may test this hypothesis.

Analysis of a scRNAseq dataset of diabetic mice receiving different treatments further illustrated how compartmentalized analysis with MERLIN can facilitate mechanistic discoveries. We found that analysis of cortical macrophages provided a sharper and more clinically relevant window into drug responses during DN than whole‐kidney macrophage analyses. All therapies triggered early proinflammatory and fibrotic programs 2 days after treatments, most striking with SGLT2 inhibition and most modest with rosiglitazone. Combination therapy produced an amplification not captured by total macrophage analysis. These dynamics reflect known early hemodynamic perturbations in patients: SGLT2 inhibitors cause a transient eGFR dip due to restoration of tubuloglomerular feedback;^[^ ^57^, ^58^, ^77^ ^]^ ACE inhibitors induce a modest early creatinine rise via efferent vasodilation.^[^ ^59^, ^60^ ^]^ Rosiglitazone, by contrast, exerted weaker and slower effects explained by systemic insulin sensitization and fluid‐retention.^[^ ^61^, ^62^ ^]^ By two weeks, cortical macrophages showed attenuation of inflammatory and fibrotic programs with all therapies, strongest under SGLT2 inhibition, delayed with ACE inhibition and modest with rosiglitazone. Combination therapy nearly normalized these programs. These transcriptional dynamics parallel clinical outcomes, where SGLT2 inhibitors and ACE inhibitors are known to slow DN progression, while thiazolidinediones provide only limited renal benefit.^[^ ^60^, ^77^, ^78^ ^]^ Thus, cortical macrophage profiling with MERLIN captured biphasic treatment responses involving acute aggravation followed by attenuation and the differential clinical effectivity of the three drug classes studied,^[^ ^61^, ^62^ ^]^ which more closely mirrored clinical observations than whole‐kidney macrophage analysis. As with any statistical analysis, these findings do not establish causality between cortical macrophage activation and clinical drug responses in DN. Nevertheless, the correlation was remarkable, and causality should be tested in future studies.

MERLIN also allowed regional analysis in the brain, another organ with distinct macro‐anatomical structure,^[^ ^79^, ^80^ ^]^ extending the application scope of MERLIN to other organs. Interestingly, the HVG within the transcripts of murine kidney and brain were both highly enriched in pathways related to mononuclear phagocyte differentiation, leukocyte migration and chemotaxis. This suggests that the positional information‐carrying genes may be similar across organs.

Studying further organs will require the generation of scRNA‐seq training datasets. Doing so by dissecting macro‐anatomically discernable compartments, as done here, allows only microanatomical positional prediction, which is much inferior to “true” spatial sequencing technologies. However, it may be possible to increase the resolution by generating training datasets using such spatial technologies. Thereby, MERLIN can complement true spatial techniques by its ability to utilize the numerous scRNA‐seq datasets from mice and humans with various diseases published in online repositories. Furthermore, MERLIN can process entire organs, whereas spatial sequencing techniques can only examine a small area of an organ in a tissue section and may miss areas of pathological importance, unless numerous sections are analyzed, which is time‐ and very cost‐intensive.

In conclusion, we present MERLIN as a robust, cost‐efficient, and effective method for inferring the regional localization of macrophages from their single‐cell RNA transcriptomes in both physiological and pathological contexts. Our findings demonstrate that regional analysis of macrophage transcriptomes can yield novel pathophysiological insights and therapeutic targets. Although the present study could only begin to address the complexities of the kidney diseases studied here, the results are consistent with current knowledge and extend them by new, testable hypotheses for future investigation. MERLIN may provide a useful framework for elucidating the roles of resident immune cells in the kidney, the brain, and, prospectively, in other organ systems. Validation in organs with more complex anatomy or in disease microenvironments will be important future steps. Furthermore, extending MERLIN to additional datasets, including multiplexed imaging, may allow extending its application across diverse tissue architectures. While MERLIN is not currently positioned as a clinical diagnostic tool, it may offer scientific usefulness by enabling spatially resolved analysis of immune cell states from scRNA‐seq data. In disease models such as glomerulonephritis, ischemia/reperfusion injury, and diabetic nephropathy, MERLIN revealed compartment‐specific macrophage programs, including hypoxia signaling, glycolytic activation, and fibrotic responses, that are not apparent in whole‐kidney analyses. These findings provided mechanistic insight into regional immune dynamics and may inform therapeutic targeting. As spatial transcriptomics and single‐cell technologies become more integrated into translational research, tools like MERLIN can help bridge molecular profiling with anatomical context, supporting the development of precision medicine strategies that account for tissue microenvironment and immune cell localization.

## 4 Experimental Section

### Mice

Male 10‐week‐old C57BL/6J mice were purchased from Charles River and housed in the animal facility of the RWTH Aachen University, University Clinic Bonn and University Clinic Hamburg‐Eppendorf. Nephrotoxic nephritis was used as an experimental cGN mouse model and induced by treating the mice with nephrotoxic serum derived from sheep immunized with mouse kidney cortex extracts as previously described.^[^ ^41^, ^81^ ^]^ To collect the urine, mice were put individually in metabolic cages overnight. The level of urine albumin was determined using ELISA kit (Biomol, E99‐134). Animal experiments were approved by the Landesamt für Natur, Umwelt und Verbraucherschutz of North Rhine‐Westphalia, Germany.

### Single Cell RNA Sequencing of Renal Immune Cells

Murine kidneys from healthy or cGN mice were perfused with ice‐cold PBS, dissected into cortex, OM, and IM, and digested in RPMI 1640 medium with collagenase and DNase. The resulting single‐cell suspension was filtered, stained with LIVE/DEAD™ dye and CD45 antibody, and sorted for immune cells using BD ARIA III. Sorted cells were loaded into a 10x Genomics Chromium chip, libraries were prepared using the 10× Genomics Single‐Cell Gene Expression Kit, and sequenced on Illumina NovaSeq 6000 after quality control.

### Analysis of Single‐Cell RNA Sequencing Data

The raw sequencing reads were demultiplexed using 10× Genomics Cell Ranger, generating FASTQ files. Alignment and quantification followed, producing a gene expression matrix mapped to the mm10 reference genome. The matrix was then imported into Seurat (v4.0, R v4.1) for processing, integrating datasets from healthy and cGN mice using IntegrateData. Cells were filtered based on gene count (200–4000) and mitochondrial content (>20% removed; Figure 1). 

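The cells analysed here held 201 to 3999 genes and at most 9.12% mitochondrial UMIs, so that 0 of the 20266 cells lay outside the stated limits. Above 5% mitochondrial UMIs lay 8 cells. Of the 32886 gene columns, 12713 had no UMI in any cell.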

LogNormalization, scaling, PCA (2000 variable genes, vst method), and clustering were performed with Seurat's defaults. UMAP (20 PCs, resolution 0.5) visualized clusters, which were annotated using SingleR (ImmGen) and known biological markers as recently described.^[^ ^81^ ^]^ The annotated gene expression matrix was extracted for machine learning analysis.

### Generation of Highly Variable Expressed Genes (HVGs)

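The 100 most variable genes of resident macrophages in the Aachen and in the Bonn dataset, computed here from dispersions of log-normalized counts, made a set of 175 genes, of which 65 belong to HVG137. With these 175 genes, the perceptron placed 38.8% of the Hamburg resident macrophages in their compartment, with a balanced accuracy of 41.1%. Of HVG137, HVG251 and FAM104, 2, 10 and 1 genes had no count in Aachen resident macrophages.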

HVGs were calculated specifically for resident macrophages within each training dataset (Aachen and Bonn) using the FindVariableFeatures function in Seurat v4.0, with default parameters (mean.var.plot method, selection of top 100 genes per dataset). These HVGs were then merged to generate the HVG137 and HVG251 gene sets.

### External Validation of Murine Renal Immune Cells

For external validation, we used the Hamburg dataset and a public single‐cell RNA‐seq dataset (GSE129798) from the GEO database. The Public dataset included murine immune cells from kidney compartments of healthy C57BL/6J mice, sequenced using 10× Genomics Chromium v2. Both datasets were processed using Seurat in R, following the original authors’ settings, and their expression profiles were extracted for multinomial classification validation with machine learning models.

### Application of Spatial Signatures in Human Kidney

To measure the predictive accuracy of murine spatial signatures across species, we downloaded a scRNA‐seq dataset of mature human kidney with compartment information from a published paper. In this dataset, the human kidneys were dissected into cortex, OM and IM as we did on the murine kidneys. Single cells from these three compartments were prepared by enzymatic digestion and profiled by using Chromium single cell 3’ kit. Gene expression profiles of a certain immune cells subset were extracted and utilized for prediction of positioning of renal immune cells.

### Statistics

All statistics were performed in the R software (Version 4.1). Student's *t*‐test was applied to determine the statistical significance of the difference between two individual groups. Multiple testing correction was done by using Benjamini‐Hochberg (BH) adjustment. A *p*‐value lower than 0.05 was considered as statistically significant.

### Data Availability

The scRNA‐seq datasets generated in this study have been deposited in the Gene Expression Omnibus (GEO) database of the National Center for Biotechnology Information and are accessible via accession number GSE262968. The published scRNA‐seq datasets of murine kidney, human kidney and murine brain used in this study are accessible in the original studies Endotoxin injury GSE151658;^[^ ^46^ ^]^ IRI GSE180420;^[^ ^50^ ^]^ diabetic nephropathy GSE184652.^[^ ^53^ ^]^ Further data generated in the present study are available in the Supplementary material. The source code is available in the figshare database with the following link: https://doi.org/10.6084/m9.figshare.28599722.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

J.Y. and Q.M. are first authors. C.K., and J.L. are joint senior authors. J.Y., J.L. and C.K. conceptualized the study and wrote the paper. J.Y., H.J.P., N.S., S.L., D.K., and M.E. performed the experiments. J.Y., Y.Z., W.C. and J.L. performed the bioinformatic analysis. I.L‐P., S.v.V, J.K., C.F.K., J.Q., Y.H., C.W., V.L.K. and U.P. provided essential tools and knowhow. Q.M., C.F.K., U.P., C.K. and J.L. acquired funding. All authors discussed and interpreted the data.

## Supporting information

Supporting Information

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supplemental Table 6

Supplemental Table 7

Supplemental Table 8

Supplemental Table 9

Supplemental Table 10

Supplemental Table 11

## Data Availability

The scRNA‐seq datasets generated in this study have been deposited in the Gene Expression Omnibus (GEO) database of National Center for Biotechnology Information and are accessible via accession number GSE262968. The published scRNA‐seq datasets of murine kidney, human kidney and murine brain used in this study are accessible in the original study. The other data generated here are available in the Supplementary material. The source code is available in the figshare database with the following link: https://doi.org/10.6084/m9.figshare.28599722

## References

[1] J. I. Gray , D. L. Farber , Annu. Rev. Immunol. 2022, 40, 195.35044795 10.1146/annurev-immunol-093019-112809PMC11194112

[2] L. C. Davies , S. J. Jenkins , J. E. Allen , P. R. Taylor , Nat. Immunol. 2013, 14, 986.24048120 10.1038/ni.2705PMC4045180

[3] M. A. Wallace , Aorn j 1998, 68, 799.

[4] C. Hinze , N. Karaiskos , A. Boltengagen , K. Walentin , K. Redo , N. Himmerkus , M. Bleich , S. S. Potter , A. S. Potter , K. U. Eckardt , C. Kocks , N. Rajewsky , K. M. Schmidt‐Ott , J. Am. Soc. Nephrol. 2021, 32, 291.33239393 10.1681/ASN.2020070930PMC8054904

[5] B. J. Stewart , J. R. Ferdinand , M. D. Young , T. J. Mitchell , K. W. Loudon , A. M. Riding , N. Richoz , G. L. Frazer , J. U. L. Staniforth , F. A. Vieira Braga , R. A. Botting , D. M. Popescu , R. Vento‐Tormo , E. Stephenson , A. Cagan , S. J. Farndon , K. Polanski , M. Efremova , K. Green , M. Del Castillo Velasco‐Herrera , C. Guzzo , G. Collord , L. Mamanova , T. Aho , J. N. Armitage , A. C. P. Riddick , I. Mushtaq , S. Farrell , D. Rampling , J. Nicholson , et al., Science 2019, 365, 1461.31604275 10.1126/science.aat5031PMC7343525

[6] A. M. C. Böhner , A. Effland , A. M. Jacob , K. A. M. Böhner , Z. Abdullah , S. Brähler , U. I. Attenberger , M. Rumpf , C. Kurts , Kidney Int. 2024, 105, 1254.38458475 10.1016/j.kint.2024.01.043

[7] M. Brezis , S. N. Heyman , D. Dinour , F. H. Epstein , S. Rosen , J. Clin. Invest. 1991, 88, 390.1864953 10.1172/JCI115316PMC295343

[8] C. J. Lee , B. S. Gardiner , R. G. Evans , D. W. Smith , Am. J. Physiol. Renal. Physiol. 2018, 315, F1787.30256129 10.1152/ajprenal.00363.2018

[9] R. G. Evans , D. W. Smith , C.‐J. Lee , J. P. Ngo , B. S. Gardiner , The Anatom. Rec. 2020, 303, 2544.10.1002/ar.2426031566903

[10] A. Goldspink , J. Schmitz , O. Babyak , N. Brauns , J. Milleck , A. M. Breloh , S. V. Fleig , K. Jobin , L. Schwarz , H. Haller , F. Wagenlehner , J. H. Bräsen , C. Kurts , S. von Vietinghoff , Kidney Int. 2023, 104, 279.37098380 10.1016/j.kint.2023.03.034

[11] C. Kurts , F. Ginhoux , U. Panzer , Nat. Rev. Nephrol. 2020, 16, 391.32372062 10.1038/s41581-020-0272-y

[12] C. Kurts , S. von Vietinghoff , C. F. Krebs , U. Panzer , Nat. Rev. Immunol. 2025, 25, 460.39885266 10.1038/s41577-025-01131-y

[13] V. Marx , Nat. Methods 2021, 18, 9.34413524 10.1038/s41592-021-01258-5

[14] A. Rao , D. Barkley , G. S. França , I. Yanai , Nature 2021, 596, 211.34381231 10.1038/s41586-021-03634-9PMC8475179

[15] L. Moses , L. Pachter , Nat. Methods 2022, 19, 534.35273392 10.1038/s41592-022-01409-2

[16] J. Engesser , R. Khatri , D. P. Schaub , Y. Zhao , H. J. Paust , Z. Sultana , N. Asada , J. H. Riedel , V. Sivayoganathan , A. Peters , A. Kaffke , S. L. Jauch‐Speer , T. Goldbeck‐Strieder , V. G. Puelles , U. O. Wenzel , O. M. Steinmetz , E. Hoxha , J. E. Turner , H. W. Mittrücker , T. Wiech , T. B. Huber , S. Bonn , C. F. Krebs , U. Panzer , Nat. Commun. 2024, 15, 8220.39300109 10.1038/s41467-024-52525-wPMC11413367

[17] D. Ramsköld , G.‐J. Hendriks , A. J. M. Larsson , J. V. Mayr , C. Ziegenhain , M. Hagemann‐Jensen , L. Hartmanis , R. Sandberg , Nat. Cell Biol. 2024, 26, 1725.39198695 10.1038/s41556-024-01486-9PMC11469958

[18] W. Jin , J. Pei , J. R. Roy , S. Jayaraman , R. M. Ahalliya , G. V. Kanniappan , M. Mironescu , C. P. Palanisamy , Ageing Res. Rev. 2024, 100, 102454.39142391 10.1016/j.arr.2024.102454

[19] J. Mao , H. You , M. Wang , Y. Ba , J. Qian , P. Cheng , C. Lu , J. Chen , Kidney Int. 2024, 105, 562.38142040 10.1016/j.kint.2023.11.027

[20] B. Yoon , H. Kim , S. W. Jung , J. Park , Kidney Int. 2024, 105, 1186.38554991 10.1016/j.kint.2024.01.045

[21] N. Peiffer‐Smadja , T. M. Rawson , R. Ahmad , A. Buchard , P. Georgiou , F. X. Lescure , G. Birgand , A. H. Holmes , Clin Microbiol. Infect. 2020, 26, 584.31539636 10.1016/j.cmi.2019.09.009

[22] Q. Ma , D. Xu , Nat. Rev. Mol. Cell Biol. 2022, 23, 303.35197610 10.1038/s41580-022-00466-xPMC8864973

[23] D. Molho , J. Ding , W. Tang , Z. Li , H. Wen , Y. Wang , J. Venegas , W. Jin , R. Liu , R. Su , P. Danaher , R. Yang , Y. L. Lei , Y. Xie , J. Tang , ACM Trans. Intell. Syst. Technol. 2024, 15, 1.

[24] K. Asada , K. Takasawa , H. Machino , S. Takahashi , N. Shinkai , A. Bolatkan , K. Kobayashi , M. Komatsu , S. Kaneko , K. Okamoto , R. Hamamoto , Biomedicines 2021, 9, 1513.34829742 10.3390/biomedicines9111513PMC8614827

[25] S. A. Dick , A. Wong , H. Hamidzada , S. Nejat , R. Nechanitzky , S. Vohra , B. Mueller , R. Zaman , C. Kantores , L. Aronoff , A. Momen , D. Nechanitzky , W. Y. Li , P. Ramachandran , S. Q. Crome , B. Becher , M. I. Cybulsky , F. Billia , S. Keshavjee , S. Mital , C. S. Robbins , T. W. Mak , S. Epelman , Sci Immunol 2022, 7, abf7777.10.1126/sciimmunol.abf777734995099

[26] C. K. Weisheit , D. R. Engel , C. Kurts , Clin. J. Am. Soc. Nephrol. 2015, 10, 1841.25568218 10.2215/CJN.07100714PMC4594071

[27] N. Yin , W. Zhang , X. X. Sun , R. Wei , Q. Yang , F. He , C. Li , L. Guo , M. Feng , Cell Rep. Med. 2023, 4, 101132.37541252 10.1016/j.xcrm.2023.101132PMC10439255

[28] C. K. Weisheit , D. R. Engel , C. Kurts , Clin. J. Am. Soc. Nephrol. 2015, 10, 1841.25568218 10.2215/CJN.07100714PMC4594071

[29] J. Yin , Q. Mei , M. Prinz , Z. Abdullah , U. Panzer , J. Li , S. von Vietinghoff , C. Kurts , Kidney Int. 2023, 104, 605.37290602 10.1016/j.kint.2023.04.031

[30] A. Ransick , N. O. Lindstrom , J. Liu , Q. Zhu , J. J. Guo , G. F. Alvarado , A. D. Kim , H. G. Black , J. Kim , A. P. McMahon , Dev. Cell 2019, 51, 399.31689386 10.1016/j.devcel.2019.10.005PMC6948019

[31] V. H. Haase , Kidney Int. 2015, 88, 213.26230196 10.1038/ki.2015.89PMC4534718

[32] F. Liu , S. Dai , D. Feng , Z. Qin , X. Peng , S. Sakamuri , M. Ren , L. Huang , M. Cheng , K. E. Mohammad , P. Qu , Y. Chen , C. Zhao , F. Zhu , S. Liang , B. H. Aktas , X. Yang , H. Wang , P. V. G. Katakam , D. W. Busija , T. Fischer , P. K. Datta , J. Rappaport , B. Gao , X. Qin , Nat. Commun. 2020, 11, 2280.32385245 10.1038/s41467-020-16158-zPMC7210253

[33] S. Ide , Y. Yahara , Y. Kobayashi , S. A. Strausser , K. Ide , A. Watwe , S. Xu‐Vanpala , J. R. Privratsky , S. D. Crowley , M. L. Shinohara , B. A. Alman , T. Souma , Elife 2020, 9, 1756.10.7554/eLife.51756PMC720546032301704

[34] S. A. Dick , A. Wong , H. Hamidzada , S. Nejat , R. Nechanitzky , S. Vohra , B. Mueller , R. Zaman , C. Kantores , L. Aronoff , A. Momen , D. Nechanitzky , W. Y. Li , P. Ramachandran , S. Q. Crome , B. Becher , M. I. Cybulsky , F. Billia , S. Keshavjee , S. Mital , C. S. Robbins , T. W. Mak , S. Epelman , Sci. Immunol. 2022, 7, abf7777.10.1126/sciimmunol.abf777734995099

[35] K. A. Zimmerman , M. R. Bentley , J. M. Lever , Z. Li , D. K. Crossman , C. J. Song , S. Liu , M. R. Crowley , J. F. George , M. Mrug , B. K. Yoder , J. Am. Soc. Nephrol. 2019, 30, 767.30948627 10.1681/ASN.2018090931PMC6493978

[36] A. Zeisel , H. Hochgerner , P. Lönnerberg , A. Johnsson , F. Memic , J. van der Zwan , M. Häring , E. Braun , L. E. Borm , G. L. Manno , S. Codeluppi , A. Furlan , K. Lee , N. Skene , K. D. Harris , J. Hjerling‐Leffler , E. Arenas , P. Ernfors , U. Marklund , S. Linnarsson , Cell 2018, 174, 999.30096314 10.1016/j.cell.2018.06.021PMC6086934

[37] Y.‐L. Tan , Y. Yuan , L. Tian , Mol. Psychiatry 2020, 25, 351.31772305 10.1038/s41380-019-0609-8PMC6974435

[38] A. Saunders , E. Z. Macosko , A. Wysoker , M. Goldman , F. M. Krienen , H. de Rivera , E. Bien , M. Baum , L. Bortolin , S. Wang , A. Goeva , J. Nemesh , N. Kamitaki , S. Brumbaugh , D. Kulp , S. A. McCarroll , Cell 2018, 174, 1015.30096299 10.1016/j.cell.2018.07.028PMC6447408

[39] Q. Cao , D. C. H. Harris , Y. Wang , Physiology 2015, 30, 183.25933819 10.1152/physiol.00046.2014

[40] B. R. Conway , E. D. O'Sullivan , C. Cairns , J. O'Sullivan , D. J. Simpson , A. Salzano , K. Connor , P. Ding , D. Humphries , K. Stewart , O. Teenan , R. Pius , N. C. Henderson , C. Benezech , P. Ramachandran , D. Ferenbach , J. Hughes , T. Chandra , L. Denby , J. Am. Soc. Nephrol. 2020, 31, 2833.32978267 10.1681/ASN.2020060806PMC7790206

[41] K. Hochheiser , D. R. Engel , L. Hammerich , F. Heymann , P. A. Knolle , U. Panzer , C. Kurts , J. Am. Soc. Nephrol. 2011, 22, 306.21164025 10.1681/ASN.2010050548PMC3029903

[42] V. Mysore , S. Tahir , K. Furuhashi , J. Arora , F. Rosetti , X. Cullere , P. Yazbeck , M. Sekulic , M. E. Lemieux , S. Raychaudhuri , B. H. Horwitz , T. N. Mayadas , J. Exp. Med. 2022, 219, 0210562.10.1084/jem.20210562PMC900631435404389

[43] W. Yao , Y. Chen , Z. Li , J. Ji , A. You , S. Jin , Y. Ma , Y. Zhao , J. Wang , L. Qu , H. Wang , C. Xiang , S. Wang , G. Liu , F. Bai , L. Yang , Adv. Sci. (Weinh) 2022, 9, 2103675.35112806 10.1002/advs.202103675PMC9036000

[44] K. Miyake , J. Ito , K. Takahashi , J. Nakabayashi , F. Brombacher , S. Shichino , S. Yoshikawa , S. Miyake , H. Karasuyama , Nat. Commun. 2024, 15, 1666.38396021 10.1038/s41467-024-46148-4PMC10891131

[45] Z. Liu , H. Wang , Z. Li , R. J. Dress , Y. Zhu , S. Zhang , D. De Feo , W. T. Kong , P. Cai , A. Shin , C. Piot , J. Yu , Y. Gu , M. Zhang , C. Gao , L. Chen , H. Wang , M. Vétillard , P. Guermonprez , I. Kwok , L. G. Ng , S. Chakarov , A. Schlitzer , B. Becher , C. A. Dutertre , B. Su , F. Ginhoux , Immunity 2023, 56, 1761.37506694 10.1016/j.immuni.2023.07.001

[46] D. Janosevic , J. Myslinski , T. W. McCarthy , A. Zollman , F. Syed , X. Xuei , H. Gao , Y. L. Liu , K. S. Collins , Y. H. Cheng , S. Winfree , T. M. El‐Achkar , B. Maier , R. M. Ferreira , M. T. Eadon , T. Hato , P. C. Dagher , Elife 2021, 10, 2270.10.7554/eLife.62270PMC781046533448928

[47] Y. Dai , P. Jia , Y. Fang , H. Liu , X. Jiao , J. C. He , X. Ding , Sci. Rep. 2016, 6, 27091.27250735 10.1038/srep27091PMC4890025

[48] R. Keepers Tiffany , K. Gross Lisa , G. Obrig Tom , Infect. Immun. 2007, 75, 1229.17220320 10.1128/IAI.01663-06PMC1828550

[49] J. R. Privratsky , S. Ide , Y. Chen , H. Kitai , J. Ren , H. Fradin , X. Lu , T. Souma , S. D. Crowley , Kidney Int. 2023, 103, 514.36334787 10.1016/j.kint.2022.10.008PMC9974788

[50] M. S. Balzer , T. Doke , Y. W. Yang , D. L. Aldridge , H. Hu , H. Mai , D. Mukhi , Z. Ma , R. Shrestha , M. B. Palmer , C. A. Hunter , K. Susztak , Nat. Commun. 2022, 13, 4018.35821371 10.1038/s41467-022-31772-9PMC9276703

[51] T. A. Schiffer , H. Gustafsson , F. Palm , Am. J. Physiol. Renal. Physiol. 2018, 315, F677.29846107 10.1152/ajprenal.00207.2018

[52] Y.‐J. Day , L. Huang , H. Ye , J. Linden , M. D. Okusa , Am. J. Phys.‐Renal Phys. 2005, 288, F722.10.1152/ajprenal.00378.200415561971

[53] H. Wu , R. G. Villalobos , X. Yao , D. Reilly , T. Chen , M. Rankin , E. Myshkin , M. D. Breyer , B. D. Humphreys , Cell Metab. 2022, 34, 1064.35709763 10.1016/j.cmet.2022.05.010PMC9262852

[54] H.‐D. Li , Y.‐K. You , B.‐Y. Shao , W.‐F. Wu , Y.‐F. Wang , J.‐B. Guo , X.‐M. Meng , H. Chen , Front. Immunol. 2022, 13, 2022.10.3389/fimmu.2022.1015142PMC966669536405700

[55] B. Zhang , Y. Wu , Z. Wang , S. Gao , H. Liu , Y. Lin , P. Yu , Front. Immunol. 2025, 16, 1521554.40046045 10.3389/fimmu.2025.1521554PMC11879818

[56] C. Q. F. Klessens , M. Zandbergen , R. Wolterbeek , J. A. Bruijn , T. J. Rabelink , I. M. Bajema , D. H. T. IJpelaar , Nephrol., Dial., Transplant. 2016, 32, 1322.10.1093/ndt/gfw26027416772

[57] V. Perkovic , M. J. Jardine , B. Neal , S. Bompoint , H. J. L. Heerspink , D. M. Charytan , R. Edwards , R. Agarwal , G. Bakris , S. Bull , C. P. Cannon , G. Capuano , P. L. Chu , D. de Zeeuw , T. Greene , A. Levin , C. Pollock , D. C. Wheeler , Y. Yavin , H. Zhang , B. Zinman , G. Meininger , B. M. Brenner , K. W. Mahaffey , N. Engl. J. Med. 2019, 380, 2295.30990260

[58] D. Z. I. Cherney , B. A. Perkins , N. Soleymanlou , M. Maione , V. Lai , A. Lee , N. M. Fagan , H. J. Woerle , O. E. Johansen , U. C. Broedl , M. von Eynatten , Circulation 2014, 129, 587.24334175 10.1161/CIRCULATIONAHA.113.005081

[59] G. L. Bakris , M. Siomos , D. Richardson , I. Janssen , W. K. Bolton , L. Hebert , R. Agarwal , D. Catanzaro , Kidney Int. 2000, 58, 2084.11044229 10.1111/j.1523-1755.2000.00381.x

[60] E. J. Lewis , L. G. Hunsicker , R. P. Bain , R. D. Rohde , N. Engl. J. Med. 1993, 329, 1456.8413456 10.1056/NEJM199311113292004

[61] Y. Guan , C. Hao , D. R. Cha , R. Rao , W. Lu , D. E. Kohan , M. A. Magnuson , R. Redha , Y. Zhang , M. D. Breyer , Nat. Med. 2005, 11, 861.16007095 10.1038/nm1278

[62] R. W. Nesto , D. Bell , R. O. Bonow , V. Fonseca , S. M. Grundy , E. S. Horton , M. L. Winter , D. Porte , C. F. Semenkovich , S. Smith , L. H. Young , R. Kahn , Diabet. Care 2004, 27, 256.10.2337/diacare.27.1.25614693998

[63] L. C. Davies , S. J. Jenkins , J. E. Allen , P. R. Taylor , Nat. Immunol. 2013, 14, 986.24048120 10.1038/ni.2705PMC4045180

[64] G. Caputa , A. Castoldi , E. J. Pearce , Nat. Immunol. 2019, 20, 793.31213715 10.1038/s41590-019-0407-0

[65] J. W. Griffith , C. L. Sokol , A. D. Luster , Annu. Rev. Immunol. 2014, 32, 659.24655300 10.1146/annurev-immunol-032713-120145

[66] A. A. Tamouridou , X. E. Pantazi , T. Alexandridis , A. Lagopodi , G. Kontouris , D. Moshou , Sensors 2018, 18, 2770.30142904 10.3390/s18092770PMC6163850

[67] N. Moriel , E. Senel , N. Friedman , N. Rajewsky , N. Karaiskos , M. Nitzan , Nat. Protoc. 2021, 16, 4177.34349282 10.1038/s41596-021-00573-7

[68] T. Biancalani , G. Scalia , L. Buffoni , R. Avasthi , Z. Lu , A. Sanger , N. Tokcan , C. R. Vanderburg , Å. Segerstolpe , M. Zhang , I. Avraham‐Davidi , S. Vickovic , M. Nitzan , S. Ma , A. Subramanian , M. Lipinski , J. Buenrostro , N. B. Brown , D. Fanelli , X. Zhuang , E. Z. Macosko , A. Regev , Nat. Meth. 2021, 18, 1352.10.1038/s41592-021-01264-7PMC856624334711971

[69] R. Wei , S. He , S. Bai , E. Sei , M. Hu , A. Thompson , K. Chen , S. Krishnamurthy , N. E. Navin , Nat. Biotechnol. 2022, 40, 1190.35314812 10.1038/s41587-022-01233-1PMC9673606

[70] M. R. Vahid , E. L. Brown , C. B. Steen , W. Zhang , H. S. Jeon , M. Kang , A. J. Gentles , A. M. Newman , Nat. Biotechnol. 2023, 41, 1543.36879008 10.1038/s41587-023-01697-9PMC10635828

[71] J. Zhou , A. Abedini , M. S. Balzer , R. Shrestha , P. Dhillon , H. Liu , H. Hu , K. Susztak , J. Am. Soc. Nephrol. 2023, 34, 1843.37639336 10.1681/ASN.0000000000000217PMC10631616

[72] P. P. Kapitsinou , V. H. Haase , Am. J. Physiol.‐Renal Physiol. 2015, 309, F821.26311114 10.1152/ajprenal.00224.2015PMC4652073

[73] S. C. Huen , L. G. Cantley , Pediatr. Nephrol. 2015, 30, 199.24442822 10.1007/s00467-013-2726-yPMC5048744

[74] H. Chen , N. Liu , S. Zhuang , Front. Immunol. 2022, 13, 934299.35911736 10.3389/fimmu.2022.934299PMC9326079

[75] O. Foresto‐Neto , A. da Silva , M. Cipelli , F. P. R. Santana‐Novelli , N. O. S. Camara , Kidney Res. Clin. Pract. 2023, 42, 561.37448286 10.23876/j.krcp.23.012PMC10565456

[76] N. Ma , H. Lu , N. Li , W. Ni , W. Zhang , Q. Liu , W. Wu , S. Xia , J. Wen , T. Zhang , Cell Death Dis. 2024, 15, 163.38388468 10.1038/s41419-024-06525-9PMC10883957

[77] H. J. L. Heerspink , B. V. Stefánsson , R. Correa‐Rotter , G. M. Chertow , T. Greene , F. F. Hou , J. F. E. Mann , J. J. V. McMurray , M. Lindberg , P. Rossing , C. D. Sjöström , R. D. Toto , A. M. Langkilde , D. C. Wheeler , N. Engl. J. Med. 2020, 383, 1436.32970396 10.1056/NEJMoa2024816

[78] B. M. Brenner , M. E. Cooper , D. de Zeeuw , W. F. Keane , W. E. Mitch , H. H. Parving , G. Remuzzi , S. M. Snapinn , Z. Zhang , S. Shahinfar , N. Engl. J. Med. 2001, 345, 861.11565518 10.1056/NEJMoa011161

[79] M. J. Hawrylycz , E. S. Lein , A. L. Guillozet‐Bongaarts , E. H. Shen , L. Ng , J. A. Miller , L. N. van de Lagemaat , K. A. Smith , A. Ebbert , Z. L. Riley , C. Abajian , C. F. Beckmann , A. Bernard , D. Bertagnolli , A. F. Boe , P. M. Cartagena , M. M. Chakravarty , M. Chapin , J. Chong , R. A. Dalley , B. D. Daly , C. Dang , S. Datta , N. Dee , T. A. Dolbeare , V. Faber , D. Feng , D. R. Fowler , J. Goldy , B. W. Gregor , et al., Nature 2012, 489, 391.22996553 10.1038/nature11405PMC4243026

[80] E. S. Lein , M. J. Hawrylycz , N. Ao , M. Ayres , A. Bensinger , A. Bernard , A. F. Boe , M. S. Boguski , K. S. Brockway , E. J. Byrnes , L. Chen , L. Chen , T. M. Chen , M. C. Chin , J. Chong , B. E. Crook , A. Czaplinska , C. N. Dang , S. Datta , N. R. Dee , A. L. Desaki , T. Desta , E. Diep , T. A. Dolbeare , M. J. Donelan , H. W. Dong , J. G. Dougherty , B. J. Duncan , A. J. Ebbert , G. Eichele , et al., Nature 2007, 445, 168.17151600 10.1038/nature05453

[81] J. Yin , M. Eichler , D. P. Schaub , N. Asada , J. Engesser , C. Lisowski , H. J. Paust , C. K. Weisheit , J. Li , D. Klaus , N. Garbi , S. von Vietinghoff , C. F. Krebs , U. Panzer , C. Kurts , Sci. Transl. Med. 2025, 17, adu0351.10.1126/scitranslmed.adu035141091917

# Supplementary material for: Predicting Macrophage Spatial Localization from Single‐Cell Transcriptomes to Uncover Disease Mechanisms
**Source:** Adv Sci (Weinh). 2026 Feb 28;13(21):e10924. doi: 10.1002/advs.202410924
**Supplement:** Supplementary file 1 — Supporting Information

Supplementary data for

**Predicting Macrophage Spatial Localization from Single-Cell Transcriptomes to Uncover Disease Mechanisms**

Junping Yin^1*^, Qi Mei^2,3*^, Hans-Joachim Paust^4^, Ning Song^4,5^, Yu Zhao^4^, Daniela Klaus^1^, Melanie Eichler^1^, Yijun Hua^6,7^, Jie Qin^8,9^, Weiting Cheng^10^, Christina K. Weisheit^11^, Veronika Lukacs-Kornek^1^, Isis Ludwig-Portugall^1^, Sibylle von Vietinghoff^12^, Christian F. Krebs^4,13^, Johanna Klughammer^14^, Ulf Panzer^4,13^, Christian Kurts^1,15#^, Jian Li^1#^

*

*

*

*

*

*

*

*

*

*

*Joint first authors

#joint senior authors

send correspondence to , or to 

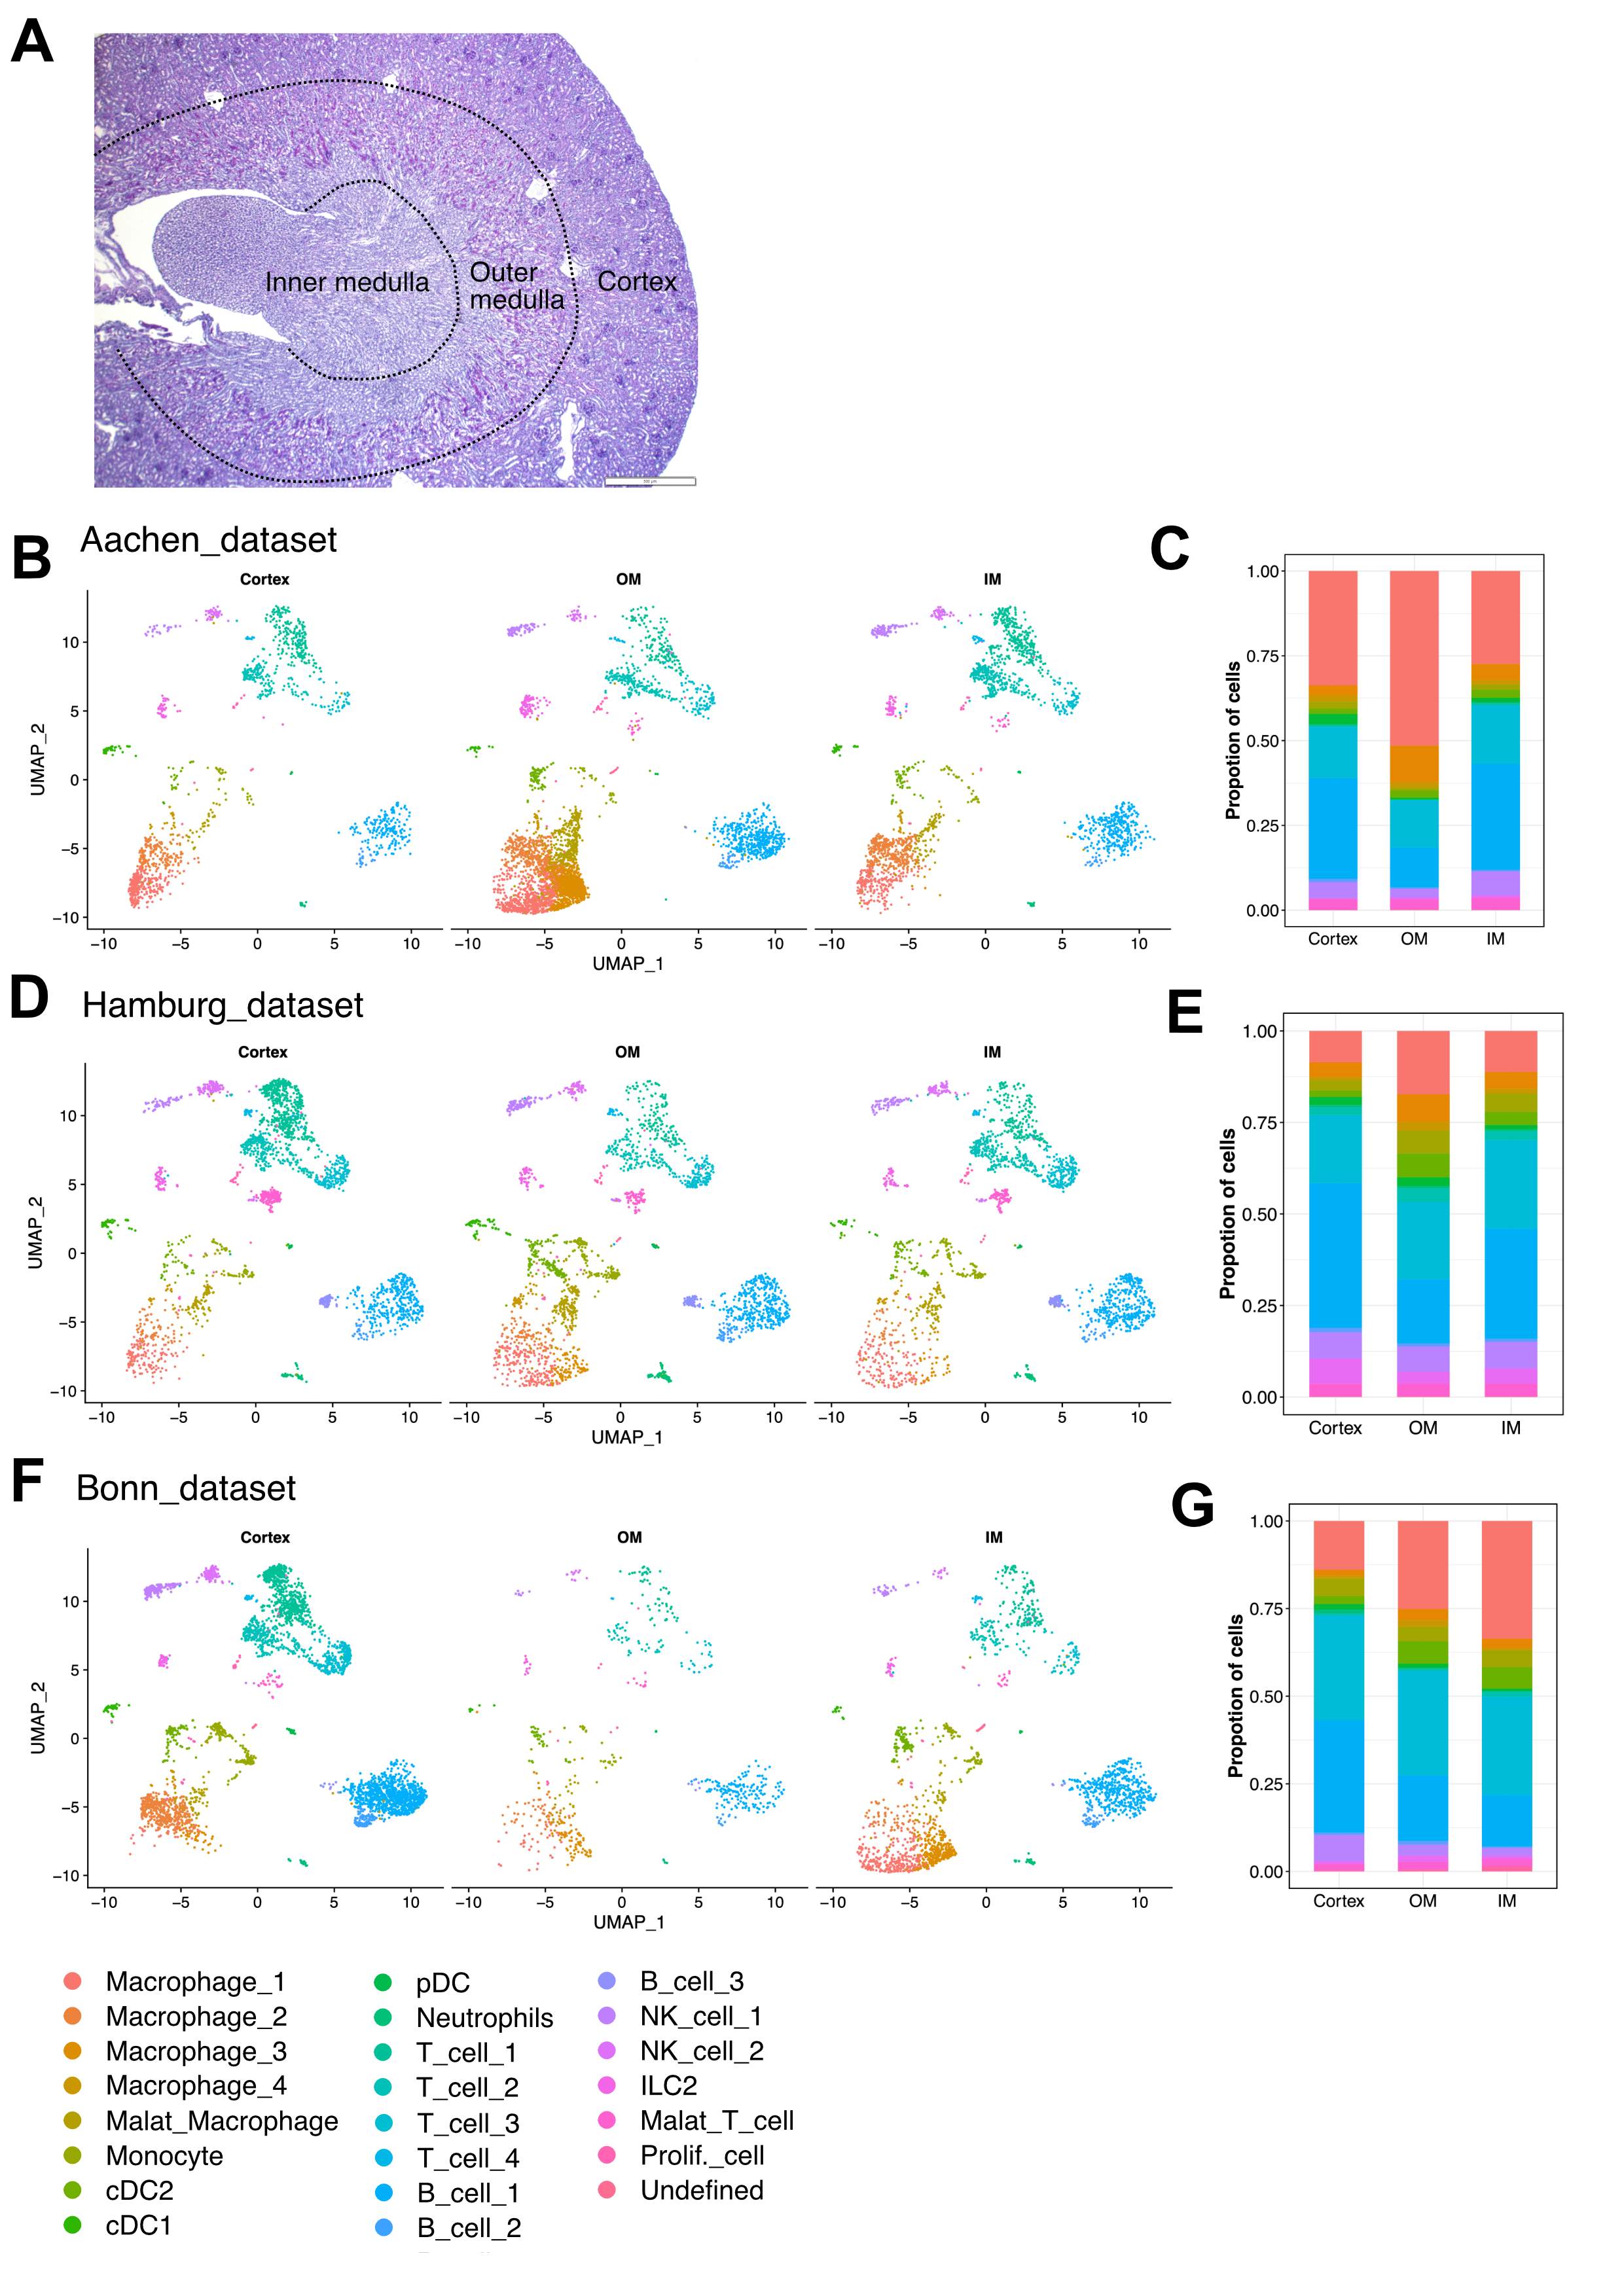

# Fig. S1. Single cell RNA sequencing datasets from Aachen, Hamburg and Bonn. A. Histological kidney section illustrating cortex, outer medulla, and inner medulla. B-F. UMAP visualization for the distribution of single cells from Aachen (B), Hamburg (D) and Bonn (F). Cell proportions for Aachen (C), Hamburg (E), and Bonn (G) datasets.

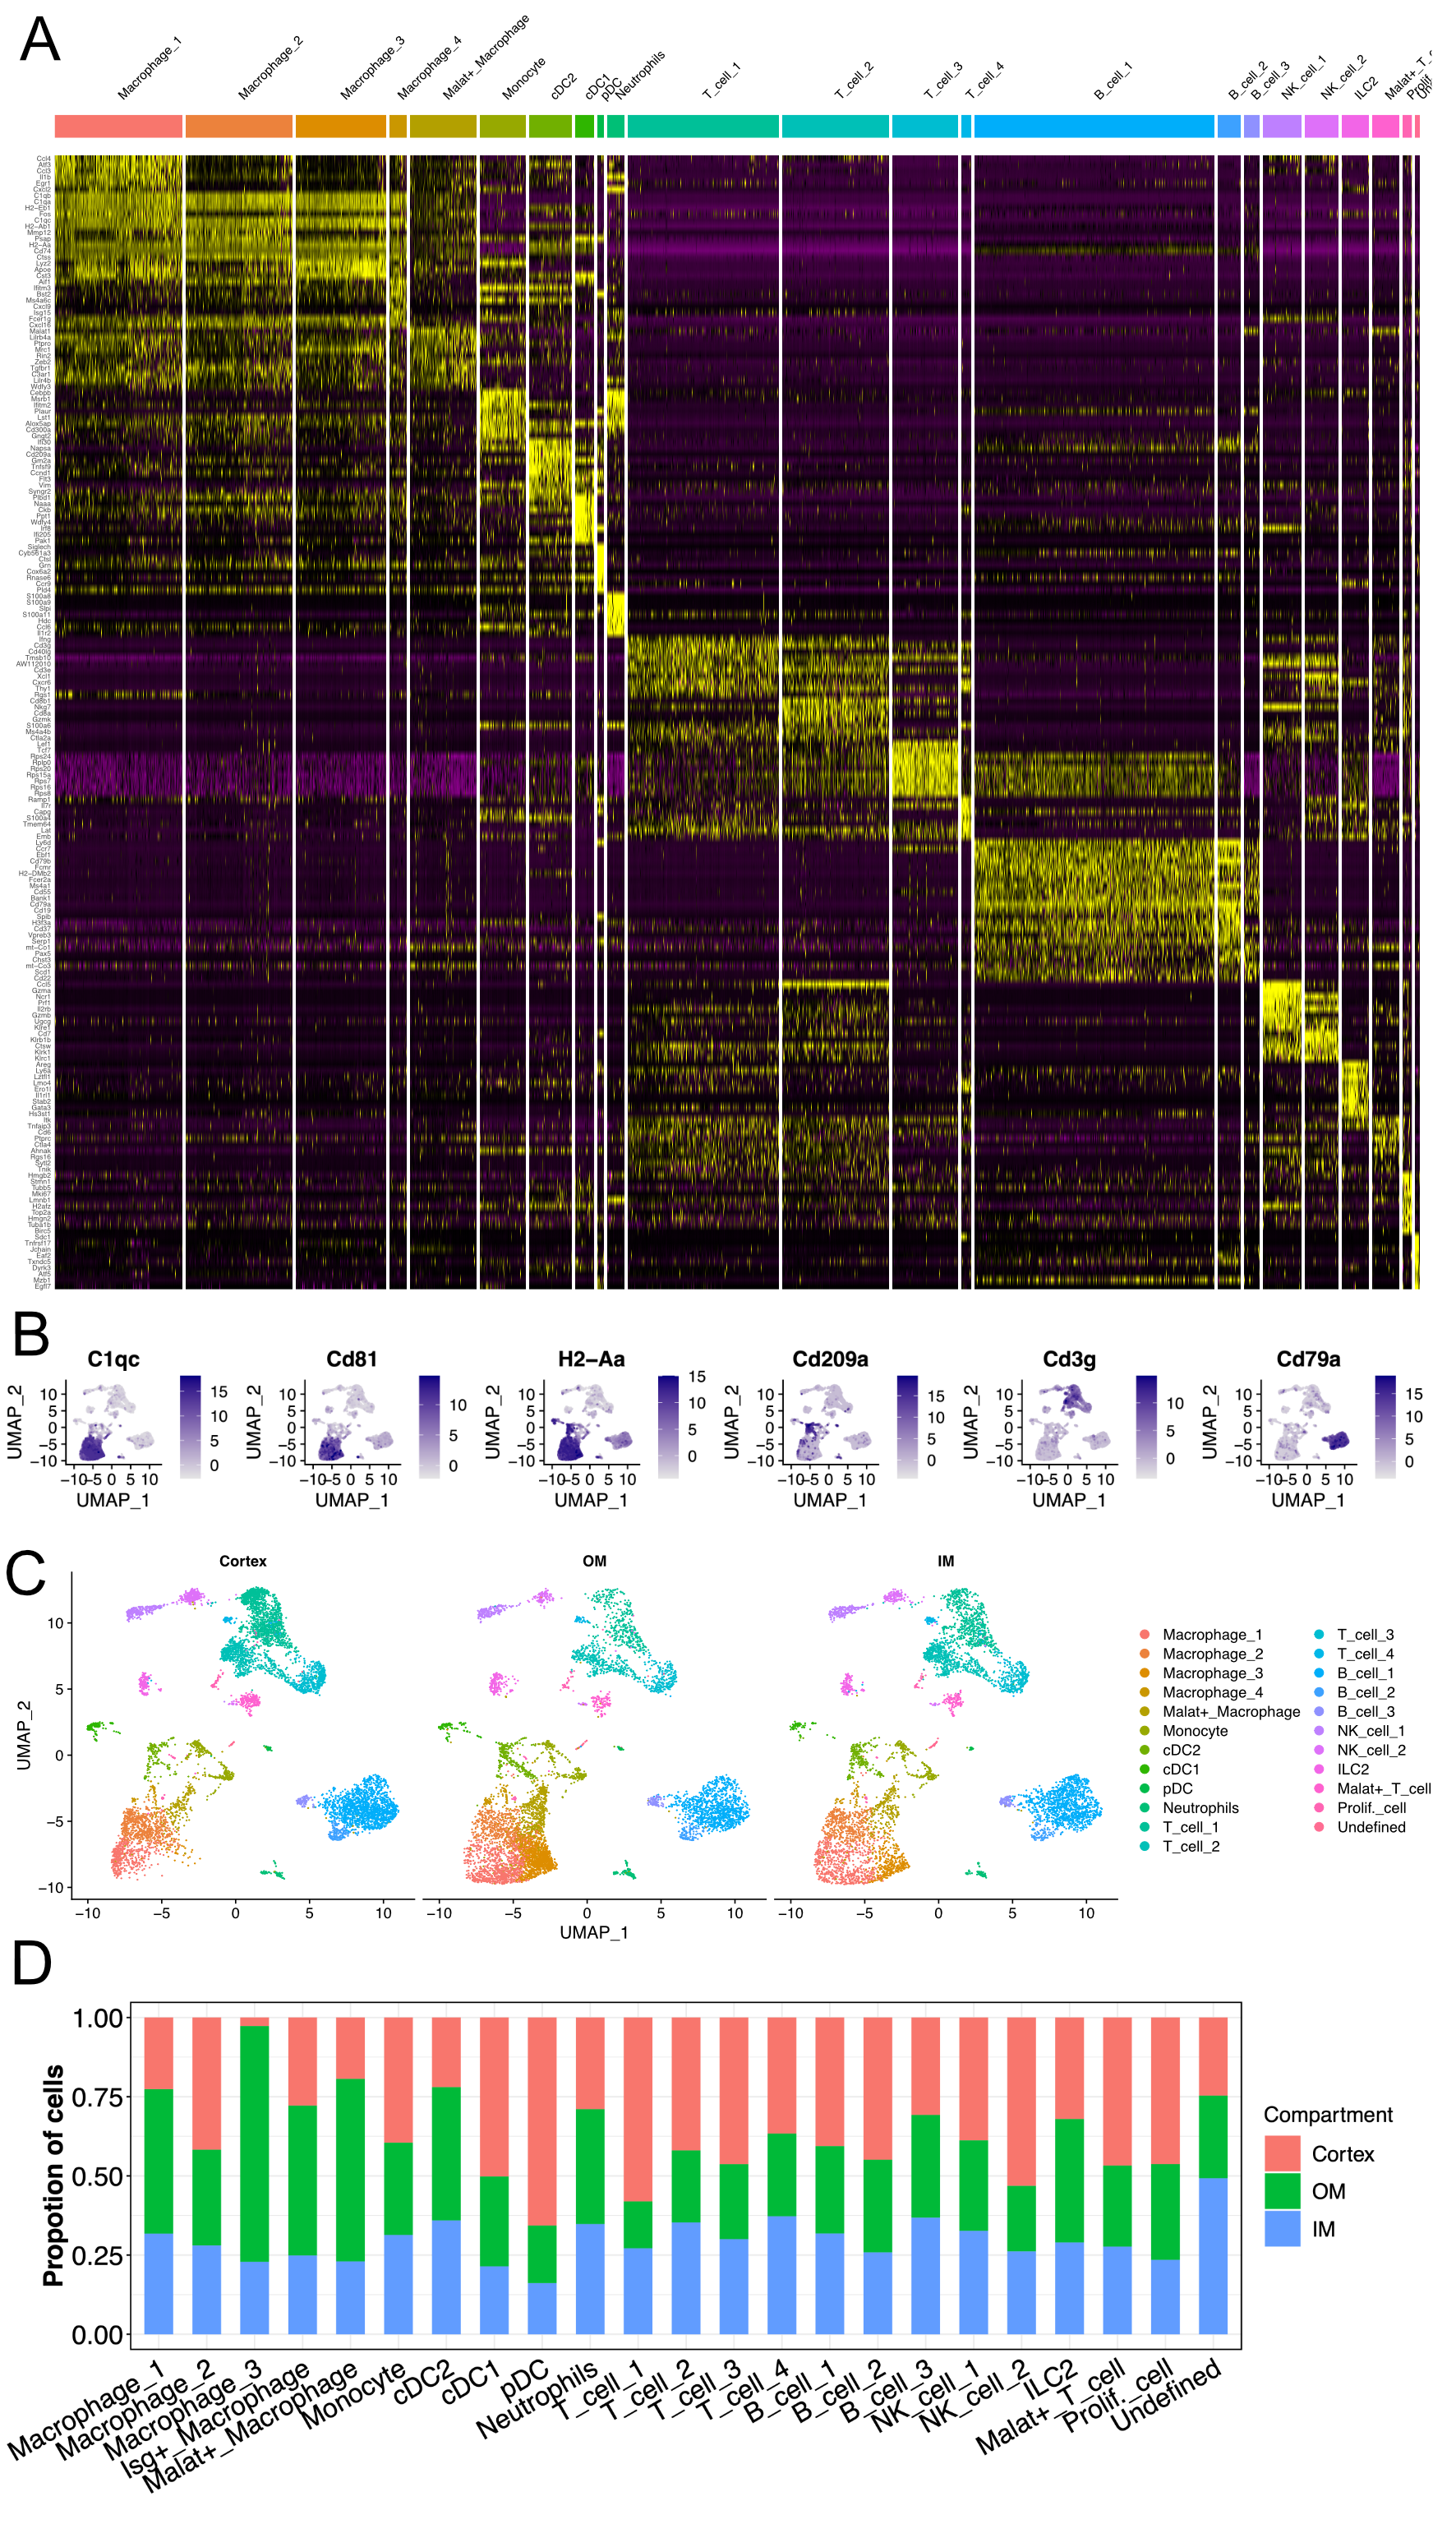

**Fig. S2. Single cell RNA sequencing of immune cells from the healthy kidney.** **A**. Heatmap showing the top 10 highest fold change differentially expressed markers of each cell subsets. **B**. Featureplots of markers for resident macrophages (C1qc, Cd81, H2-Aa), cDCs (Cd209a), T cells (Cd3g) and B cells (Cd79a). **C**. UMAP plot showing the immune cells in the three compartments of kidney. OM: outer medulla, IM: inner medulla. **D**. Proportions of renal immune cells in cortex, OM and IM in healthy mice.

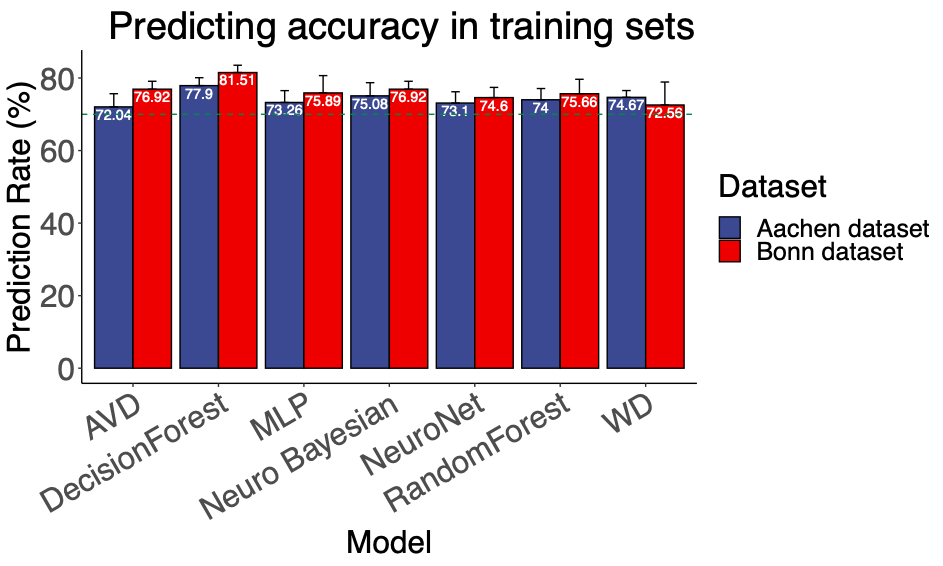

**Fig. S3.** **Predicting accuracy of the positioning of resident macrophages in the training datasets**: Aachen dataset (blue) and Bonn dataset (red). Green dashed line indicated the accuracy at 70%. Data was presented as Median ± SEM.

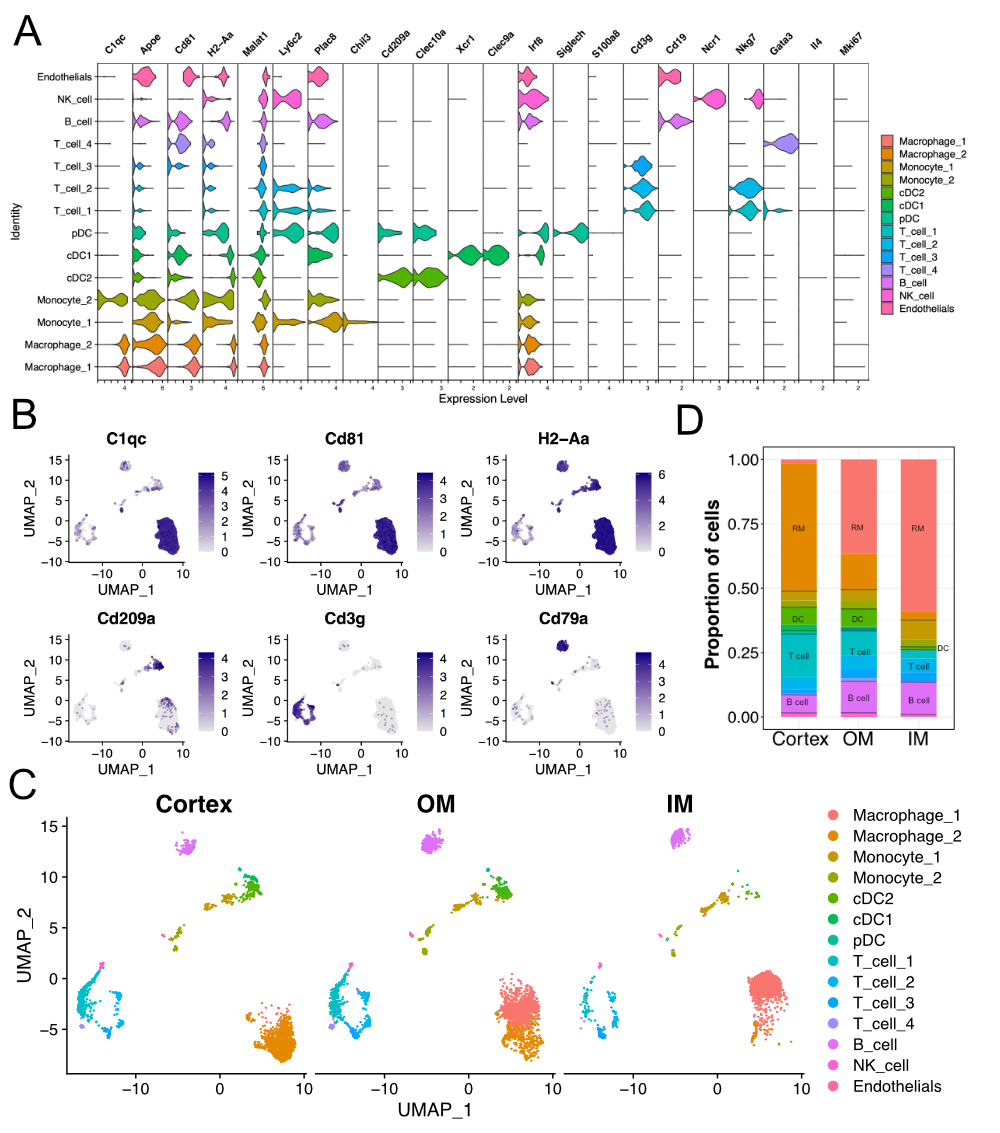

**Fig. S4.** **Single cell RNA sequencing of renal immune cells from Public dataset.** A. Violin plot showing expression of the markers used for annotation of immune cell subsets in the published dataset. B. Feature plot showing gene expression of the phenotype markers of resident macrophages (C1qc, Cd81, H2-Aa), cDC (H2-Aa, Cd209a), T cell (Cd3g) and B cell (Cd79a). C. UMAP plot showing immune cells in the three compartments of kidney in the public dataset. D. Cellular proportion of cell subsets of renal immune cell in cortex, OM and IM of the kidney.

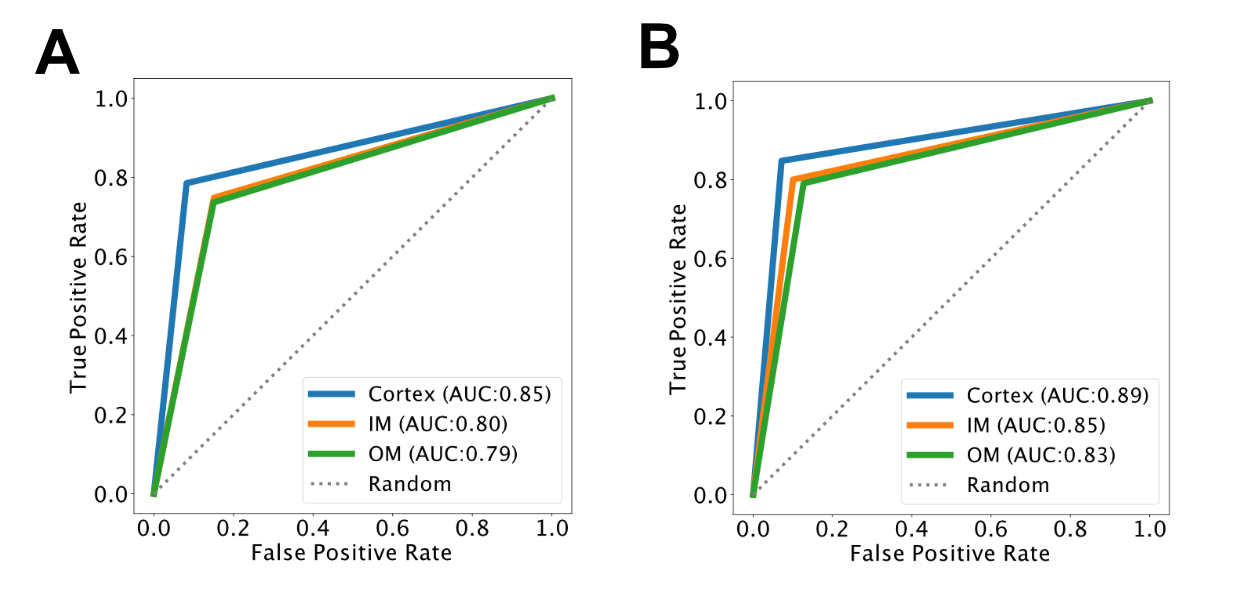

**Fig. S5. ROC curves illustrating external validation of the HVG251 gene set** for predicting the spatial positioning of resident macrophages in the Hamburg dataset (A) and the Public dataset (B). Panels (C) and (D) show the corresponding ROC curves using a randomized gene set for the same prediction task in the Hamburg dataset and the Public dataset, respectively. Panels (E) and (F) show the corresponding ROC curves using RFE251 gene set for the same prediction task in both validation datasets. Panels (G) and (H) show the corresponding ROC curves using MIR251 gene set for the same prediction task in both validation datasets. RFE: recursive feature elimination; MIR: mutual information-based ranking

**Fig. S6.** **GO enrichment analysis of shared genes between HVG251 and FAM104 geneset.** Bar plots showed the top 10 significantly enriched GO pathways of the shared genes between HVG251 and FAM104 geneset.

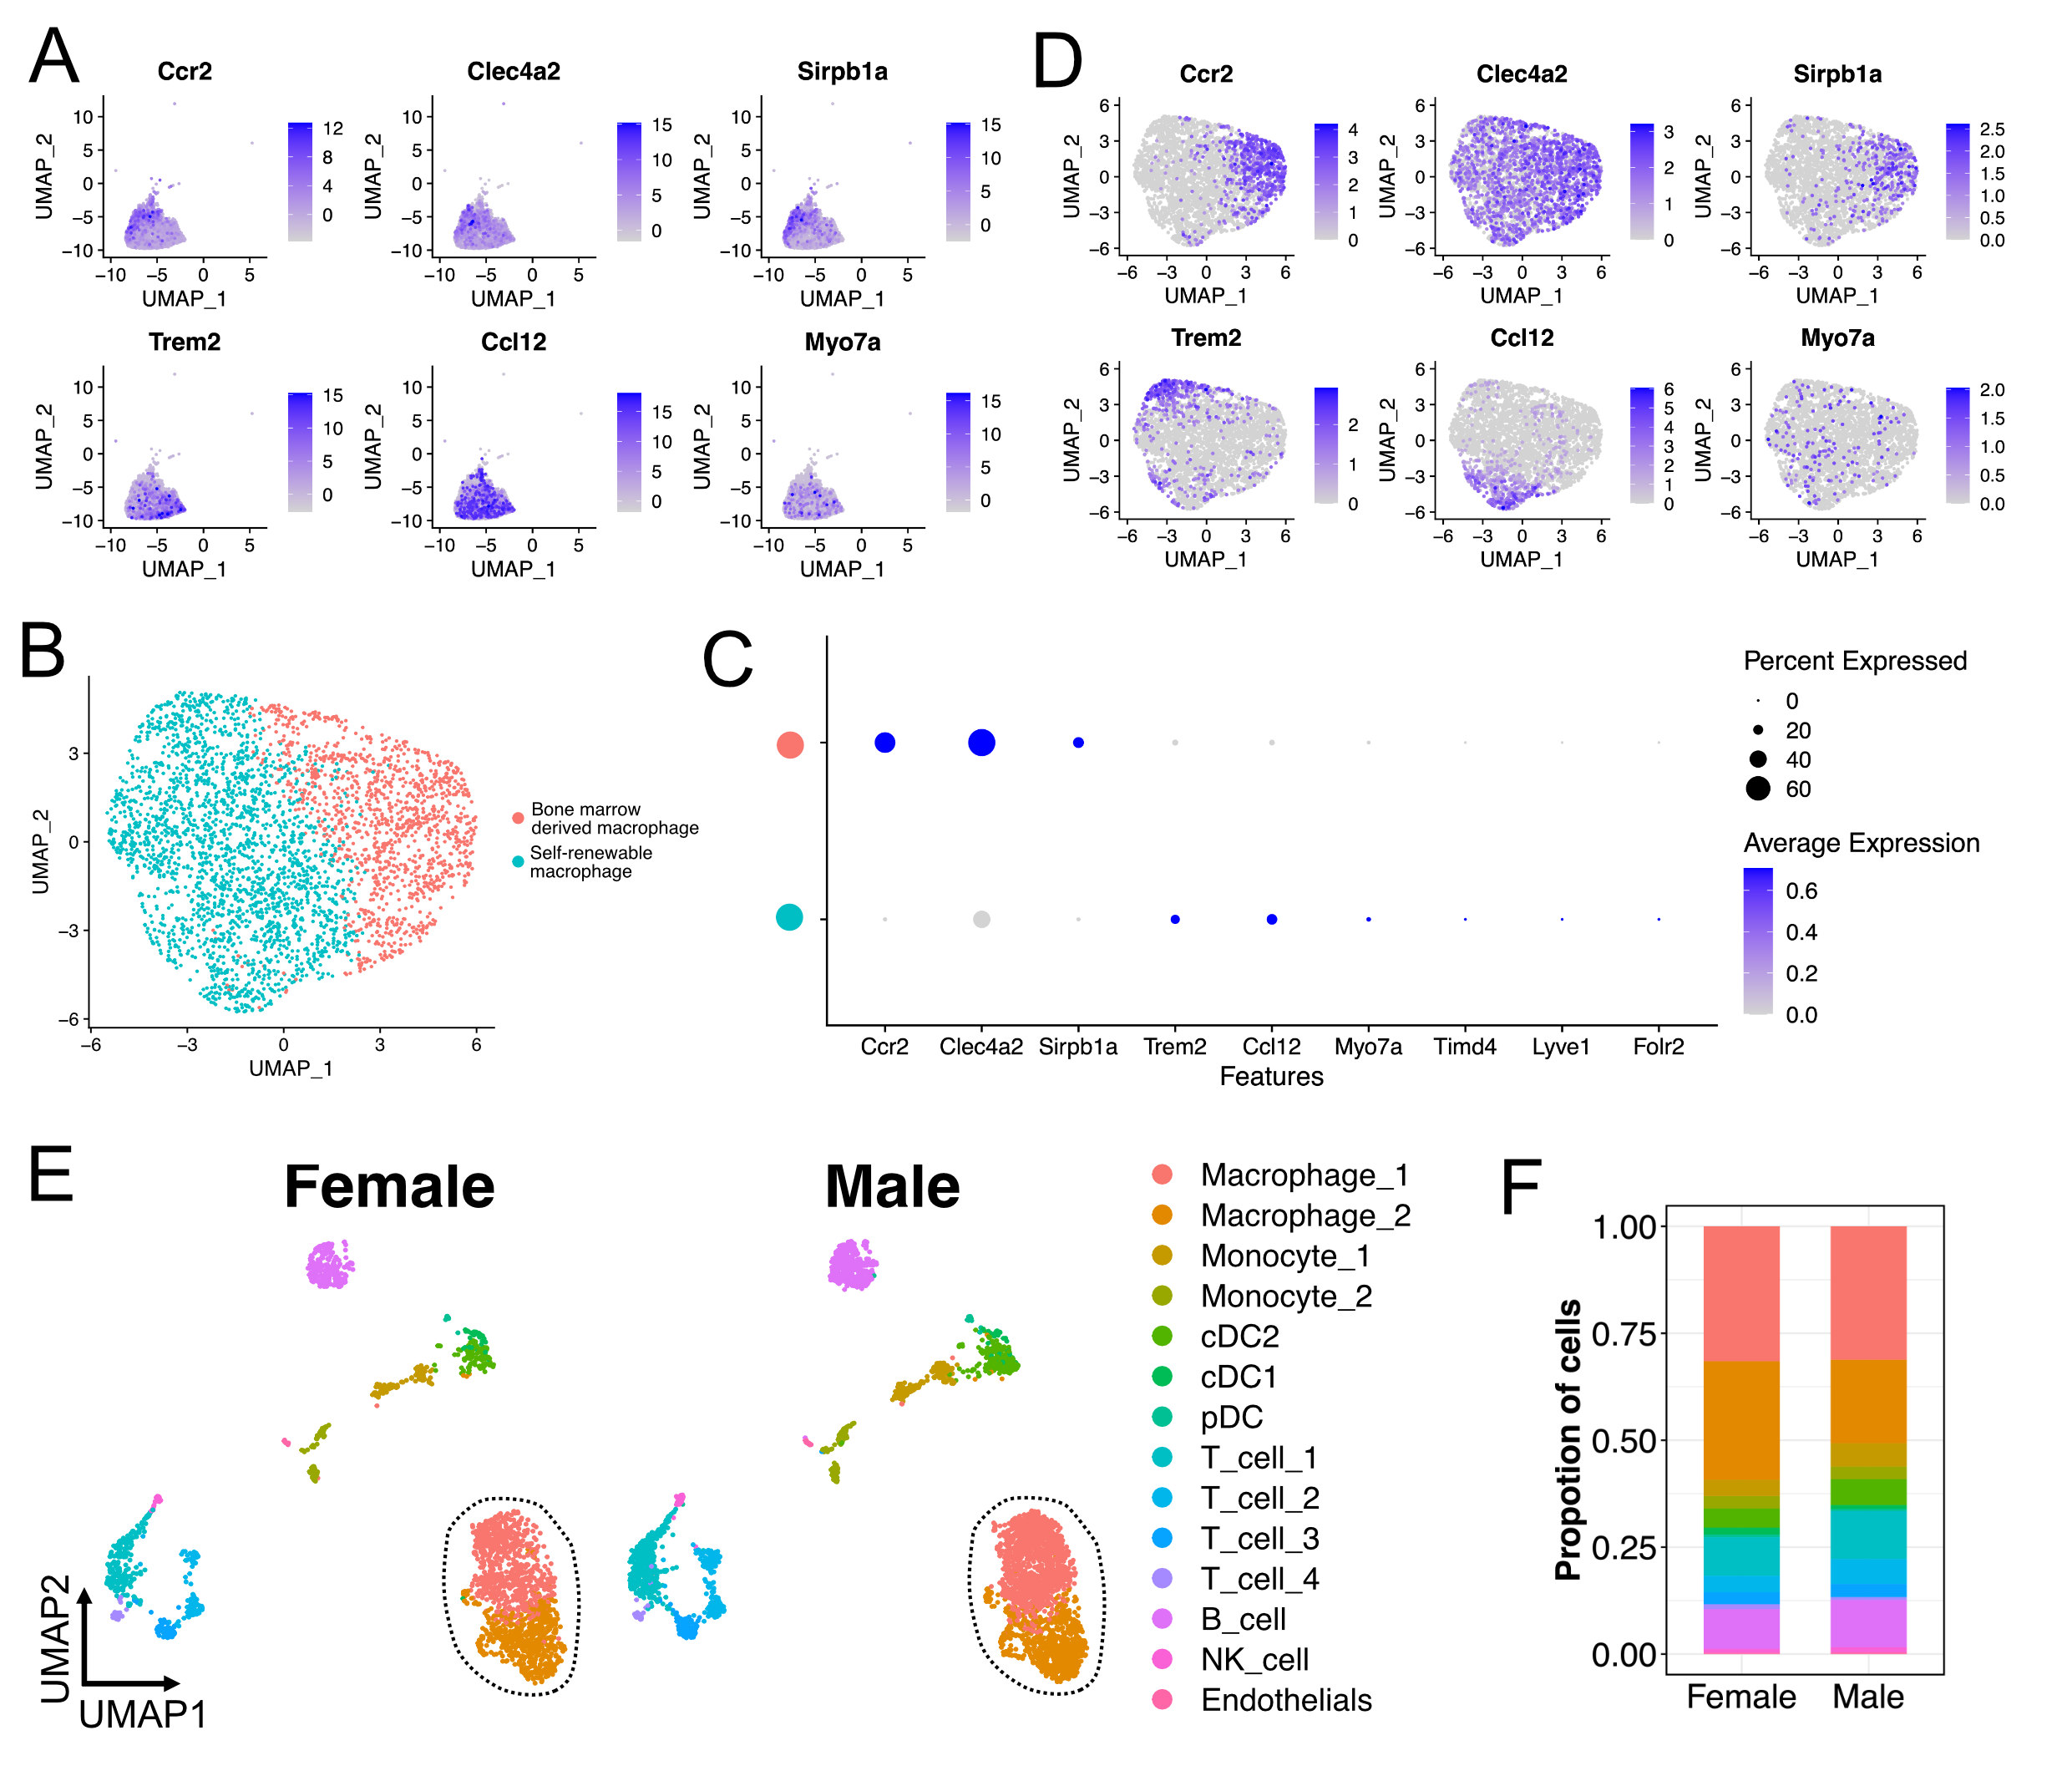

**Fig. S7. Lineage and sexual differences of resident macrophages in kidney of mouse.** **A**. Feature plots of markers for bone marrow-derived (Ccr2, Clec4a2, Sirpb1a) or self-renewable resident macrophages (Trem2, Ccl12, Myo7a) in Hamburg dataset. **B, C**. UMAP plot (B) and Dotplots (C) showing bone marrow-derived or self-renewable resident macrophages in the Hamburg dataset. **D**. Featureplots of markers for bone marrow-derived or self-renewable resident macrophages in the Public dataset. **E**. UMAP plot showing renal immune cells from male and female mice in the Public dataset. **F**. Cell proportions of immune cell subsets in female and male mice

.

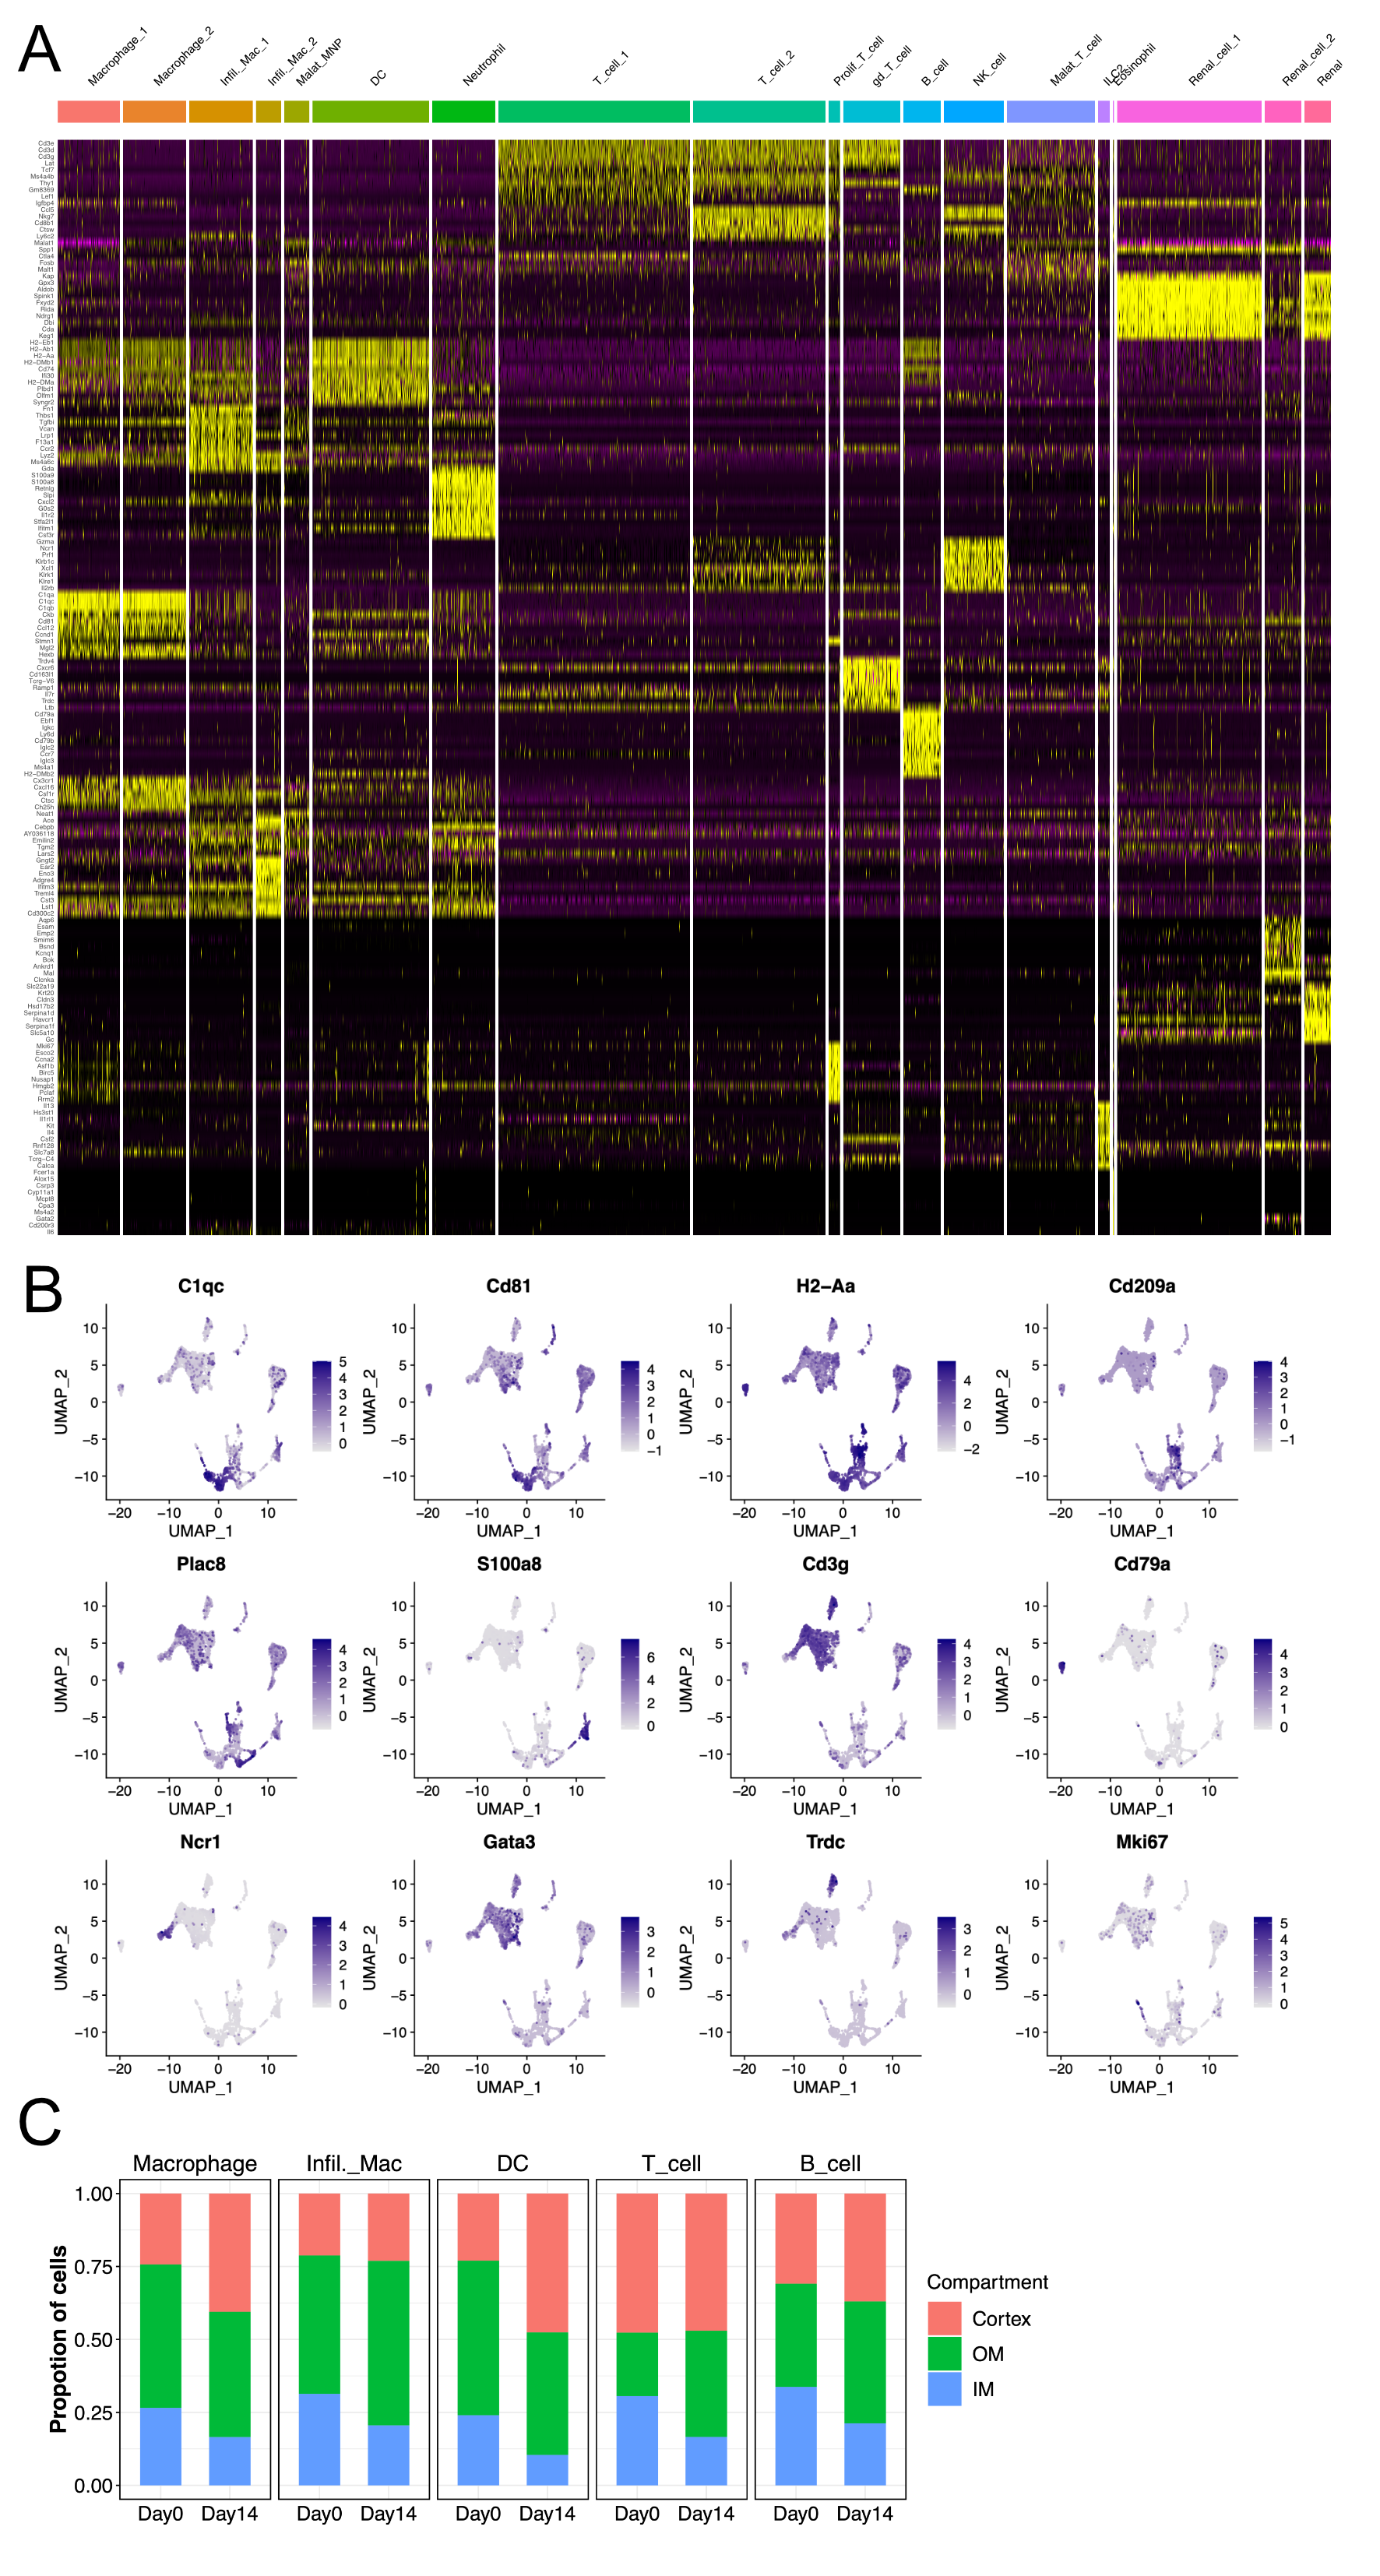

**Fig. S8. Single cell RNA sequencing of renal immune cells from cGN mice.** **A**. Heatmap showed the top 10 highest fold change differentially expressed markers of each cell subsets. **B**. Featureplots of markers for resident macrophages (C1qc, Cd81, H2-Aa), cDCs (Cd209a), infiltrated macrophages (Plac8), Neutrophils (S100a8), T cells (Cd3g), B cells (Cd79a), NK cells (Ncr1), ILC2 (Gata3), gdT cells (Trdc) and proliferating cells (Mki67). **C**. Distribution of Macrophages, Infiltrating macrophages, DCs, T cells and B cells over cortex, OM and IM in healthy kidney and cGN kidney.

**Fig. S9.** **Spatial prediction of the location of renal resident macrophages from mice with cGN.** ROC curve plots of prediction of positioning of resident macrophages at day 14 of cGN.

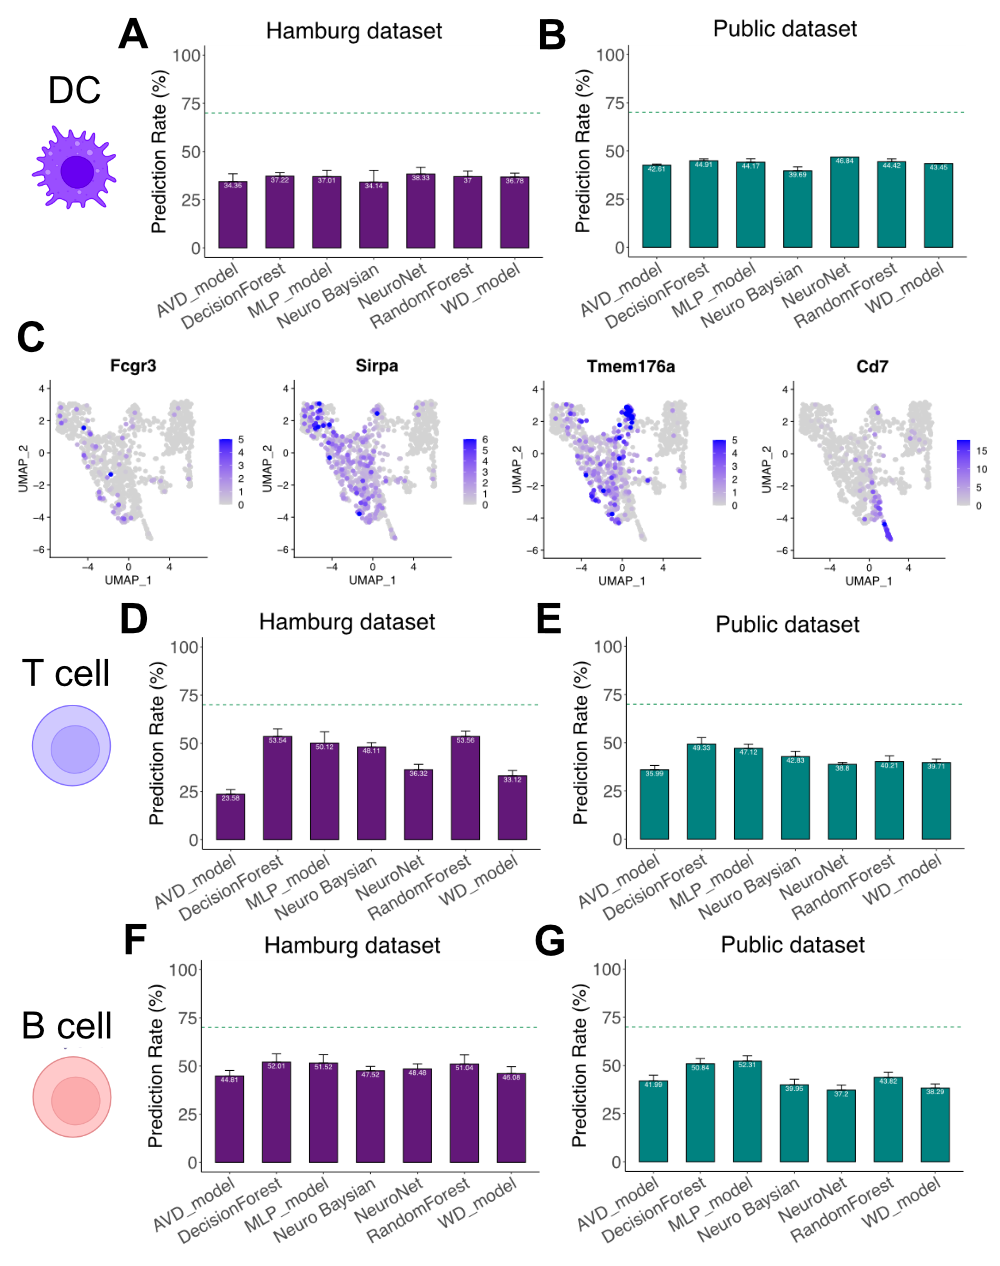

**Fig. S10.** **External validation for prediction of HVG251 and FAM104 geneset** in cDCs (A, B), T cells (D, E) and B cells (F, G) from the Hamburg (A, D, F) and Public dataset (B, E, G). Data presented as Median ± SEM. C. Feature plots showing gene expression levels of cellular phenotype markers (*Fcgr3*, *Sirpa*, *Tmem176a*, *Cd7*) in renal cDC.

**Fig. S11.** **Spatial prediction of kidney macrophage distribution across 9 different treatment conditions** 4a. db/db+AAV+ACEi(2d), 4b. db/db+AAV+ACEi(2w), 5a. db/db+AAV+Rosi(2d), 5b. db/db+AAV+Rosi(2w), 6a. db/db+AAV+ACEi+Rosi(2d), 6b. db/db+AAV+ACEi+Rosi(2w), 7a. db/db+AAV+SGLT2i(2d), 7b.db/db+AAV+ SGLT2i(2w), 8a. db/db+AAV+ACEi+SGLT2i(2d), 8b. db/db+AAV+ACEi+SGLT2i(2w). AAV: Adeno-associated virus, in that study, the authors used ReninAAV to generate diabetic kidney disease mouse model. Y-axis indicates cell numbers.

How the deposited data were processed for this re-analysis (not part of the article)

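Immune cells sorted for CD45 from the dissected cortex, outer medulla (OM) and inner medulla (IM) of untreated male C57BL/6J mice aged 10 weeks were profiled by droplet-based single-cell RNA sequencing at 3 facilities (Aachen, Bonn and Hamburg). According to the paper, the authors mapped the reads with 10x Genomics Cell Ranger to mm10, kept cells with 200 to 4000 genes and at most 20% mitochondrial UMIs, and integrated and clustered them with Seurat. The table analysed here is the authors' table of raw counts with the compartment, the cluster and the facility of each cell. The authors made these expected counts of UMIs with Cell Ranger and Seurat, without a scaling to library size. They are whole numbers in the Aachen and Bonn cells and nearly always lie below a whole number in the Hamburg cells, by an amount that grows with the depth of the cell, as estimated counts after a correction for free RNA do. No such correction was added. The cells of 1 compartment of 1 dataset were treated as 1 library, which gives 9 libraries and 3 datasets as replicates; the Aachen libraries hold 2 barcode suffixes each. That the libraries pair by dataset was checked on 5655 genes: centred profiles correlate at 0.78 to 0.89 within a dataset (9 pairs) and at -0.80 to 0.25 between datasets (27 pairs).

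Cell classes follow the authors' clusters. Resident macrophages are Macrophage_1, Macrophage_2, Macrophage_3 and Isg+_Macrophage; T cells are T_cell_1 to T_cell_4, B cells B_cell_1 to B_cell_3, and cDCs cDC1 and cDC2. The smallest library of resident macrophages holds 168 cells, and the libraries hold 496, 1952 and 596 (Aachen), 539, 168 and 642 (Bonn) and 232, 483 and 259 (Hamburg) in cortex, OM and IM. Counts were summed per library and class, rounded to whole numbers, filtered with filterByExpr, scaled by TMM and compared with glmQLFit and glmQLFTest of edgeR 4.0.16 (R 4.3.3) with the dataset as block, and adjusted by Benjamini-Hochberg with a threshold of 0.05. Reported log2 fold changes are those of the fit; differences per dataset use log2 CPM with a prior count of 2, and CPM are scaled by TMM. Contrasts were the mean of OM and IM against cortex, OM against cortex, IM against cortex, and OM against IM. DESeq2 1.42.0 gave the alternative. Gene sets were tested with camera and fry of limma 3.58.1, camera with its preset correlation and again with one estimated from the data. The difference of an effect between resident macrophages and T cells, B cells or cDC2 was tested as an interaction in edgeR. Shares of cells were compared with an exact permutation test, two-sided, of the compartment labels within each dataset (27 arrangements, smallest p 0.037). Tested on simulated data of the same libraries, edgeR recovered 74% of the genes changed 2-fold and 90% of those changed 4-fold in resident macrophages, 82 and 91% in T cells, 65 and 90% in B cells, and 63 and 88% in cDCs, with 11, 22, 19 and 10 false calls; DESeq2 recovered 49 and 84% in resident macrophages with 4 false calls.

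Position was predicted with a multilayer perceptron of scikit-learn 1.9.0 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) with hidden layers of 128 and 64 units, alpha 0.001 and 100 epochs. Counts were scaled to 10000 per cell and log-transformed, and each gene was standardized within each dataset. Models were trained on Aachen and Bonn and tested on Hamburg, and the median accuracy over 10 seeds is given with an exact 95% binomial interval of the cells, the share of the most frequent compartment and the balanced accuracy. The paper's attention layer was not rebuilt. Clusters of Hamburg macrophages were named bone marrow-derived or self-renewable where each of 3 marker genes of that origin was above its mean over clusters. Random forest (500 trees, 3 seeds), XGBoost 3.0.5 (200 rounds, depth 6), a support vector machine and logistic regression were run on the same values. Controls were labels permuted within datasets and 10 sets of random genes matched on mean expression. On simulated cells with no difference between compartments the perceptron reached 33.4%, and with 40 genes changed 2-fold 99.9%. The 40 genes were the most highly expressed of HVG251, counts varied by counting alone, and the change was the same in each dataset. The simulation therefore does not tell whether 2-fold changes of sparser genes, or of genes that vary between cells or datasets, would be found. Variable genes computed here are the 100 with the highest dispersion in each training dataset.

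Gene lists written before the data were examined cover marker genes of resident macrophages, monocytes, cDC1, cDC2, plasmacytoid DCs, T cells, B cells and ILC2; hypoxia and glycolysis, NRF2 and oxidative stress, osmotic response, immediate early genes, heat shock, chemokines and cytokines, interferon response, MHC class II, lysosome and lipid handling, tissue-resident scavenging and sex-linked genes; and the paper's markers of bone marrow-derived and self-renewable macrophages and of cDC3 and cDC2, with its HVG137, HVG251 and FAM104 sets. Migratory DCs, proliferating cells and further lists of other cell types with fewer than 3 measured genes in resident macrophages were not tested there. In all, 25 lists were tested in resident macrophages. Individual genes in the text follow a rule: for each contrast of resident macrophages, the 10 genes with the largest change each way among those past the threshold and changed the same way in 3 of 3 datasets; each gene the paper names for mouse kidney cells; and up to 4 called members of each list. The gene lists in the paper's tables had been seen before the rule was written. Other genes named were chosen after their values were seen. Coordinates are those of GENCODE vM21 on GRCm38, the build mm10 names.

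Alternatives chosen before the data were examined were other size factors (RLE), no filter on low counts, no block, DESeq2, clusters of each dataset on its own (scanpy 1.11.5, 2000 variable genes, 20 components, resolution 0.5), removal of doublets (Scrublet) and of macrophages with 2 or more UMIs of T or B cell markers, cells thinned to 500 UMIs, each dataset left out, other models, scaling on the training datasets, balanced classes, removal of genes of other cell types, and other held-out datasets. Chosen after seeing the data were the addition of the Malat1-high clusters, the removal of the Aachen IM, the Bonn IM or the Bonn cortex library, cDC2 alone, random splits of cells of the same libraries, and values integrated with Seurat 5.3.0. The public dataset, the glomerulonephritis and brain data, spatial and imaging data, the recursive and mutual-information gene sets and the authors' model were not analysed here.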

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

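Of the tests below, the comparison of Fxyd2 and Slc6a12 with free RNA and the counts without single libraries were chosen after the result was seen. Macrophage_3 made up 2.35 ± 4.07% of the resident macrophages in the cortex, 36.9 ± 12.1% in the OM and 19.9 ± 21.3% in the IM (mean ± SD, n = 3 datasets), a difference of 26.0 percentage points between medulla and cortex (22.9 in Aachen, 35.9 in Bonn and 19.2 in Hamburg; exact permutation p = 0.037, the smallest it can give, adjusted p = 0.0926 over 5 subsets). Table S2 of the paper lists Fxyd2, Slc6a12, Stab1 and Gas6 as markers of this cluster. Macrophage_2 differed by -24.3 points (exact p = 0.222) and Macrophage_1 by -1.68 points. Among cDCs, cDC1 made up 54.1% in the cortex, 20.7% in the OM and 23.4% in the IM, a difference of -32.0 points (-37.9, -27.8 and -30.4; exact p = 0.037, adjusted p = 0.0926). The paper's text discusses neither shift, though its Fig. 1E and S2D show proportions of immune cells; both are shares among the authors' clusters and can also follow from a change in another cluster.

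The genes called between medulla and cortex in resident macrophages (56 higher, 52 lower) may reflect a change within macrophages or a change in which macrophages are present. Depth is argued against: with each cell thinned to 500 UMIs, the median signed change of the 71 called genes still tested was 1.10 times that before (0.979 to 1.24), although 26 genes then passed the threshold, since fewer counts were tested. Within Macrophage_1, 92 called genes with a value kept 0.872 (0.758 to 0.959) of their median change and within Macrophage_2, 76 kept 0.493 (0.415 to 0.566), so that the part played by shifting cluster shares, above all of Macrophage_3, stays open. In T cells of the same libraries, the median change of the 53 called genes with a value there was 0.210 (0.124 to 0.341) of that in macrophages, in B cells 0.0415 (0.0187 to 0.160; 47 genes) and in cDC2 0.112 (-0.0435 to 0.194; 54 genes). Free RNA shared by all cells would give a like change in each type, and the values of B cells and cDC2 lie below 0.25, the limit written for T cells beforehand; the interval of T cells reaches past it, and doublets are not tested by this, so that transcripts of other cells stay open for a part of the genes, as for Igkc and Cd79b. Splits of the 9 libraries gave as many genes in 3 of 81 cases, the real one included. The real split gave 118 genes in this fit of medulla against cortex, and the highest other gave 244. That share lies under 0.05, which argues against a random grouping. It does not exclude one, since splits that do not follow the compartments gave more genes. Those splits set the Aachen cortex, Aachen IM and Bonn cortex, or the Aachen OM, Bonn OM and Bonn IM, apart from the rest. They thus follow a structure of the Aachen and Bonn libraries. Among 27 splits with 1 library per dataset, the highest other gave 71.

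Genes of tubule and other kidney cells, which the paper does not discuss in macrophages, were higher in medullary resident macrophages: Igfbp5 by 5.10 ± 0.95 on the log2 scale (± SE, edgeR adjusted p = 0.0184), Slco4a1 by 4.60 ± 0.94 (adjusted p = 0.0289) and Kap by 3.01 ± 0.53 (adjusted p = 0.0174). Counting ratios of medulla to cortex are 43.2 (11.8 to 360) for Igfbp5 and 25.8 (6.97 to 216) for Slco4a1, each from 2 cortical UMIs, and 14.9 (9.45 to 24.9) for Kap. Over 26 tubule genes listed before the test, T and B cells held 1.36 times the UMIs per 10000 that resident macrophages of the same libraries held (median of 9 libraries), as free RNA of tubule cells would give, although sorting for CD45 should remove the cells themselves. The ratio was 0.0593 for Igfbp5, 1.28 for Slco4a1 and 1.40 for Kap, so that the rise of Slco4a1 and Kap may stem from free RNA; a tubule programme of the macrophages themselves remains open, with a median difference of the changes from those in T and B cells of -0.020 over Kap and Gpx3, the genes with values in both. Fxyd2 (3.89) and Slc6a12 (5.57) differ from that pattern: T and B cells held 0.0469 and 0.0135 times the level of macrophages, which argues against free RNA. Tubule cells sharing a droplet are argued against as well, since macrophages with Fxyd2 held 0.0314 (0.0236 to 0.0406) times the tubule UMIs per Fxyd2 UMI that cells left undefined by the authors held. Expression of Fxyd2 and Slc6a12 by medullary macrophages is therefore a hypothesis in line with these values, made and tested on the same cells.

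The change between medulla and cortex differed between resident macrophages and T cells for 87 of 9973 genes (edgeR interaction), between resident macrophages and B cells for 157 of 10025 and between resident macrophages and cDC2 for 51 of 9045. Of the genes called in macrophages with a value in both, 19 of 105, 31 of 102 and 26 of 102 were among them.

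Cells of the libraries used in training were placed better than cells of a dataset left out: with HVG251, Aachen and Bonn macrophages reached 66.9% when split at random, and 36.5% and 26.3% when Aachen or Bonn was held out. Trained on other Hamburg cells, the balanced accuracy rose by 9.30 points in T cells, 5.96 in B cells and 0.95 in resident macrophages and changed by -0.94 in cDCs. The gain in T cells decides nothing on effects of single libraries, as the gain in macrophages it was to be set against is near 0, and such effects stay open; the cluster name alone placed every Hamburg macrophage in the OM, so that its balanced accuracy, 11.9 points lower than that of HVG251, decides nothing and cluster shares stay open. A positional difference specific to each dataset stays open, as the cells of a compartment and dataset were treated as 1 library; the 2 barcode suffixes of the Aachen compartments were not compared.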

How the results depend on the processing

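Added after seeing the data were the settings with Malat1-high clusters, single libraries removed, cDC2 alone, random splits and integrated values. The shares of resident macrophages (9.32 to 12.0 points) and T cells (-13.8 to -13.1 points) kept their direction under each alternative, and with a dataset left out ranged from 6.00 to 11.3 and from -15.6 to -11.7. No library holds under 100 resident macrophages, so that leaving out small libraries gave no value. Of the values of single named genes, 631 kept direction and side of the threshold, 354 kept the direction alone, and none of the called ones changed direction.

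Counts of called genes moved. In resident macrophages, medulla against cortex, 108 became 382 with no filter, 0 with no block (109 at an unadjusted p under 0.05), 26 thinned, 68 with Malat1-high macrophages, 31 with DESeq2, 262 without the Aachen IM, 56 without the Bonn IM and 14 without the Bonn cortex library, and 6 to 237 with a dataset left out. OM against cortex: 74 became 330, 0, 39, 32, 41, 131, 139 and 31 in the same order, and 5 to 110. IM against cortex: 17 became 279, 0, 0, 4, 6, 189, 4 and 3, and 0 to 207, with 53 on clusters of each dataset and 26 without doublets and mixed cells. OM against IM: 0 became 36 with no filter, 1 on clusters of each dataset, 1 without doublets and mixed cells, 1 without the Aachen IM, 1 without the Bonn IM and 2 without the Bonn cortex library, and 0 to 2. T cells: 3 became 0 with no block, 1 with DESeq2 and 0 to 37 with a dataset left out; B cells: 8 became 0, 1 and 6 to 34; cDCs: 132 became 0, 62 and 0 to 153, and 15 for cDC2 alone. Gene lists past the threshold went from 7 to 0 with the estimated correlation. Of the 108 genes, 107 were shared with RLE factors, 86 with own clusters, 27 with DESeq2, 10 without the Bonn cortex library and 6 without Hamburg. Hif1a became 0.19 thinned, Nfe2l2 -0.031 to 0.31 and Slc2a1 -0.045 to 0.41 with a dataset left out, and Slc2a1 -0.035 without the Bonn cortex library. Thinning and removal leave fewer counts. As more genes were called without the Aachen IM library, fewer counts do not account for each change, and the cause was not tested.

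Accuracies (%), HVG251, HVG137 and FAM104 in turn: XGBoost 38.2, 39.9 and 41.5; support vector machine 50.8, 49.6 and 51.2; logistic regression 49.4 and 50.1 (HVG251, FAM104); random forest 48.6 (FAM104); scaled on training datasets 33.0, 32.5 and 37.9; thinned 42.0 and 39.9 (HVG251, HVG137); own clusters 49.2 (HVG251); held-out Aachen 36.5, 38.6 and 40.3; held-out Bonn 26.3, 24.8 and 30.1; a training dataset left out 32.7 to 48.9, 32.5 to 47.0 and 35.1 to 49.5; integrated 41.6 and 38.9 (HVG251, HVG137); Hamburg cells split at random 51.1 (FAM104); Aachen and Bonn cells split at random 66.9 and 64.9, with XGBoost 79.7 and 76.7 (HVG251, HVG137). T cells: balanced classes 38.2, random split 50.2; with their own variable genes, logistic regression 34.3 and balanced classes 36.9. B cells and cDCs, random split: 41.1 and 49.8. The cause was not tested. At equal cells and depth (47 cells and 28210 UMIs per library, 10 draws) a median of 1.5 genes was called in resident macrophages, 0.5 in T cells, 0.5 in B cells and 2.5 in cDCs, with medians of 609.5, 641, 620 and 617 genes tested; cells and UMIs were lowered together, so that the part of each is not known.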

Differences from the paper's values

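For HVG251 in the Hamburg dataset the paper's accuracy is 79.3%; here it was 45.9%, and the value differed from the paper's under each of the 13 alternatives set before the data were examined. The 79.3% was reached within the training datasets by XGBoost in 5 folds of Aachen and Bonn cells (79.7%), a setting chosen after seeing the values. For HVG137 the paper's accuracy is 70.98%. Here it was 44.3%, and of the 13 alternatives the support vector machine (49.6%) came within 1.5 times of the paper's value and the other 12 did not. Naming the OM for every Hamburg macrophage gives 49.6% as well, so that coming within 1.5 times is by itself no sign of a predicted position. Within Aachen and Bonn, in settings chosen after seeing the values, random forest reached 75.6%, XGBoost 76.7% and a support vector machine with genes scaled over both datasets 71.5%. No setting that tested on Hamburg cells reached either value. Hamburg cells split at random, also chosen after seeing the values, gave at most 57.4% with HVG251 and 56.6% with HVG137. Both came from random forest and lay within 1.5 times of the paper's accuracy. With the perceptron, HVG251 gave 49.1% there, which did not. The random forest with HVG251 placed 93.0% of the OM macrophages in the OM but 4.25% of the IM macrophages in the IM. For FAM104 the paper's accuracy is about 68% in Fig. 3G, read by eye; here it was 44.7%. Random forest (48.6%), the support vector machine (51.2%), logistic regression (50.1%), thinning (46.0%) and training without Bonn (49.5%) came within 1.5 times of it, and the other 8 alternatives did not. Of these values, those of random forest, thinning and training without Bonn lay below the 49.6% share of the OM. For B cells the paper's accuracy is about 52% in Fig. S10F, read by eye; with HVG251 it was 34.5% here, and both alternatives set before the data were examined differed as well; Hamburg cells split at random, a setting chosen after seeing the values, gave 41.1%, within 1.5 times of it.

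Table S4 of the paper gives a recall with HVG251 of 0.82 for the OM; here it was 0.518. The support vector machine, clusters of each dataset on its own, held-out Bonn and training without Bonn came within 1.5 times of it. The other 9 alternatives set beforehand did not. In the settings that came within it, the IM recall was 0.209, 0.274, 0.115 and 0.199, in that order. In random splits, chosen after seeing the values, the OM recall was 60.9% within Hamburg, and 81.0% with the perceptron and 88.4% with random forest within Aachen and Bonn. For the IM, Table S4 of the paper gives 0.87; here it was 0.334. XGBoost (0.599), scaling on the training datasets (0.703) and training without Aachen (0.649) came within 1.5 times of it, and the other 10 did not. With XGBoost, scaling on the training datasets and training without Aachen, the OM recall was 0.176, 0.037 and 0.088. Each value near the paper's for 1 medullary part thus came with a recall of the other part below that of the main setting. In the random splits the IM recall was 27.8% within Hamburg, and 45.4%, 62.3% and with XGBoost 72.5% within Aachen and Bonn.

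The paper states areas under the ROC curve above its stated bounds in each compartment; here the area for the cortex was 0.715 with HVG137 and 0.755 with HVG251, and those for OM and IM were 0.604 and 0.527, and 0.613 and 0.519. The paper ranks HVG251 above FAM104; here the balanced accuracy was 44.3% and 43.9% with the perceptron, and with a support vector machine the accuracy was 50.8% and 51.2%. The paper ranks self-renewing above bone marrow-derived macrophages; here the accuracies ran the same way (50.3% and 41.5%) and the balanced accuracies were 42.0% and 40.8%. The paper states that Hif1a, Nrf2 and Slc2a1 are higher in medullary macrophages; here Hif1a changed by -0.19, Nrf2 by 0.17 and Slc2a1 by 0.20 on the log2 scale (edgeR adjusted p 0.851, 0.809 and 0.869). The paper's FAM104 was chosen with a test on cells; the genes here were tested on libraries, and 27 of its 92 measured genes were called. Table S5 of the paper lists 198 genes as shared, 53 as specific to HVG251 and 51 as specific to FAM104; by the gene names, 53 are shared and 198 are in HVG251 alone.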

Other observations

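Of the tests below, those with Malat1-high clusters, single libraries, cDC2 alone and Slc6a12 by library were chosen after the result was seen. Fxyd2 and Slc6a12 marked a part of the medullary resident macrophages. Fxyd2 was seen in 63.1% of the Bonn IM, 36.9% of the Bonn OM and 24.2% of the Aachen OM macrophages. The share was 30.4% in the Hamburg OM, 31.3% in the Hamburg IM and 4.03% in the Aachen IM. In the cortex it was 3.02 to 11.2%, and in T and B cells 0.349 to 5.02%. Pooled over all libraries, the median cell held 2779 UMIs in T cells, 2369 in B cells and 1574 in resident macrophages. In the Bonn IM, however, macrophages held 4735, T cells 3264 and B cells 2876. B cells were shallower than macrophages in each library, and T cells in all but the Hamburg OM and IM. Depth may thus add to the lower shares in T and B cells. Slc6a12 was found in 26.4% of the Bonn IM macrophages with Fxyd2 and 8.44% of those without, in 24.2 and 4.72% in the Bonn OM, 5.92 and 3.11% in the Aachen OM, 6.80 and 1.49% in the Hamburg OM, 3.70 and 3.93% in the Hamburg IM and none of either group in the Aachen IM, with more UMIs per cell in the group with Fxyd2 in each library (medians 5291 and 3644 in the Bonn IM), so that depth is not separated from this. The change of Fxyd2 between medulla and cortex was smaller in B cells by 2.09 on the log2 scale (edgeR interaction, adjusted p = 0.00203).

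Among medullary cDC2, S100a8 and S100a9 were lower, as were Ifitm1 (-2.79) and Cd7 (-1.22) (log2 fold change, edgeR adjusted p under 0.05). S100a8, S100a9 and Ifitm1 were also top genes of neutrophil clusters in the Aachen and Bonn datasets, so that transcripts of neutrophils stay open. Mmp12 (1.80), Mgl2 (1.19), Fxyd2 (2.97) and Hspb1 (2.54) were higher, as were Lars2 (0.79), Gm42418 (0.61) and AY036118 (0.91). Mmp12 thus rose in cDC2 and fell in resident macrophages of the medulla (edgeR interaction 2.83, adjusted p = 7.9e-06). In all cDCs, where the share of cDC1 differs as well, the migratory DC gene Il4i1 (1.23) was higher, as 1 of 6 listed (camera p = 0.0027; with an estimated correlation p = 0.0373, adjusted p = 0.39), Ccl17 (2.80) was higher and Ccl7 (-2.47) lower. Of genes of proliferating cells, edgeR called 0 of 6 in cDCs and 0 adjusted over the list alone (camera p = 1.7e-04, with an estimated correlation p = 0.109). The cDC gene count was reached in 1 of 81 splits of the libraries (117 genes, highest other 24), which argues against a random grouping. The transcription factor genes Maf (0.86) and Ahr (1.26), the cholesterol exporter Abca1 (1.31) and Tlr7 (1.09) were higher in medullary resident macrophages; they fall outside the naming rule and were chosen after their values were seen.

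Of the immediate early genes, edgeR called 0 of 17 in OM against IM (2 lower in the OM adjusted over the list alone), with a median of -0.78 (camera p = 9.6e-08; with an estimated correlation p = 0.201). Between medulla and cortex 0 of 17 were called (0 adjusted over the list alone; camera p = 0.238, with an estimated correlation p = 0.754). Heat shock genes gave 0 of 10 called between medulla and cortex (1 lower adjusted over the list alone; camera p = 0.119, with an estimated correlation p = 0.611). MHC class II genes gave 0 of 7 (0 adjusted over the list alone; camera p = 0.0224, with an estimated correlation p = 0.26), sex-linked genes 0 of 4, ILC2 genes 0 of 4, cDC1 genes 0 of 7 and the cDC3 and cDC2 markers 0 of 3 in resident macrophages. Resident macrophage markers had 2 of 14 higher, monocyte markers 1 of 5 higher (3 lower adjusted over the list alone), cDC2 markers 2 of 7 lower and plasmacytoid DC markers 0 of 3 (2 higher adjusted over the list alone; camera p = 0.0022, with an estimated correlation p = 0.0365). The markers named by the paper C1qc (0.16, adjusted p = 0.687), Cd81 (0.11) and H2-Aa (0.09) did not differ detectably, nor did Ly6c2 (-1.33, adjusted p = 0.569), Plac8 (-1.06, adjusted p = 0.267), Clec10a (1.02, adjusted p = 0.133) and Cd209a (-0.08).

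In medullary resident macrophages, of 6 B cell markers 1 was lower (5 adjusted over the list alone, median -1.28) and of 8 T cell markers 0 (6 lower and 1 higher adjusted over the list alone, median -1.34) (camera p = 0.0256 and 0.154; with an estimated correlation p = 0.378 and 0.509); single genes were Igkc at -1.99 (edgeR adjusted p = 0.0167), Cd3e at -1.93 (adjusted p = 0.132), Cd3g at -1.58 and Cd79a at -1.35. In medullary T cells, none of the resident macrophage markers (0 of 13 called by edgeR, 1 adjusted over the list alone; median 0.74; camera p = 4.0e-05, with an estimated correlation p = 0.2) and none of the MHC class II genes (0 of 7, 3 adjusted over the list alone; median 0.63; camera p = 2.1e-05, with an estimated correlation p = 0.145) passed the threshold, nor did any of the T cell markers in medullary B cells (0 of 10, 3 lower adjusted over the list alone; camera p = 3.3e-04, with an estimated correlation p = 0.201). The T cell count was reached in 46 of 81 splits of the libraries (1 gene in this fit, highest other 18) and the B cell count in 63 of 81 (1 gene, highest other 18), so that a random grouping is not excluded for either. For OM against cortex, 10 splits are too few for a share under 0.05 (184 genes, highest other 11; 1 split as large), as for IM against cortex (1 gene, highest other 148; 4 as large) and OM against IM (2 genes, highest other 25; 5 as large).

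Of the 237 genes called between medulla and cortex on Bonn and Hamburg alone, 224 had values in the fit of all 3 datasets; of these, 79.0% had the same direction in the Aachen OM and 43.3% in the Aachen IM, where 19 and 22 of them had no difference and count as not the same. Of 54 genes called without Bonn, 57.4% and 59.3% had the same direction in the Bonn OM and IM, with 2 and 0 showing no difference, and of 6 genes called without Hamburg 100% and 83.3% in the Hamburg OM and IM, where the remaining gene showed no difference. Across all 23 clusters, T_cell_1 (-9.79 points), cDC2 (2.71) and plasmacytoid DCs (-0.43) differed between medulla and cortex with an exact p of 0.037 (adjusted p = 0.284). Within Hamburg alone, 5 folds of the 974 resident macrophages gave 48.3% with HVG137 and the perceptron, 56.6% with random forest and 55.5% with XGBoost, where the OM holds 49.6%. The numbers of UMIs and genes per cell alone gave 51.3% with the perceptron, above HVG137, at a balanced accuracy of 39.0% against 44.0%, and random forest placed 7.34% of the IM macrophages in the IM (balanced accuracy 46.0%). With HVG251 trained on Aachen and Bonn, the accuracy within Macrophage_3 was 64.2% (151 cells), where the most frequent compartment holds 73.5%, and 41.7% in the 151 macrophages of neither origin. At equal numbers of cells and UMIs, the balanced accuracy of resident macrophages was 38.0, 38.5 and 38.7%, against 34.6% for T cells, 34.5% for B cells and 35.3% for cDCs. The gaps of 3.43, 3.98 and 3.39 points decide nothing on fewer or shallower cells. The macrophages themselves lay too close to the 33.3% of chance. Before thinning, B cells held fewer UMIs per cell than macrophages in each library (medians 2516.7 against 3737 in the Hamburg cortex). T cells held fewer in each Aachen and Bonn library and in the Hamburg cortex, and more in the Hamburg OM and IM. Depth thus stays open for the lower values of T and B cells. With integrated values, FAM104 gave 45.8% (balanced accuracy 47.5%), HVG251 a balanced accuracy of 43.6%, T cells 42.7%, B cells 35.2% and cDCs 39.8%.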
